# Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis

**DOI:** 10.3389/fcell.2016.00058

**Published:** 2016-06-21

**Authors:** Sonia Alonso-Martin, Anne Rochat, Despoina Mademtzoglou, Jessica Morais, Aurélien de Reyniès, Frédéric Auradé, Ted Hung-Tse Chang, Peter S. Zammit, Frédéric Relaix

**Keywords:** skeletal muscle, myogenesis, satellite cells, ephrins, zinc fingers

## Abstract

Skeletal muscle growth and regeneration require a population of muscle stem cells, the satellite cells, located in close contact to the myofiber. These cells are specified during fetal and early postnatal development in mice from a Pax3/7 population of embryonic progenitor cells. As little is known about the genetic control of their formation and maintenance, we performed a genome-wide chronological expression profile identifying the dynamic transcriptomic changes involved in establishment of muscle stem cells through life, and acquisition of muscle stem cell properties. We have identified multiple genes and pathways associated with satellite cell formation, including set of genes specifically induced (*EphA1, EphA2, EfnA1, EphB1, Zbtb4, Zbtb20*) or inhibited (*EphA3, EphA4, EphA7, EfnA2, EfnA3, EfnA4, EfnA5, EphB2, EphB3, EphB4, EfnB*s, *Zfp354c, Zcchc5, Hmga2*) in adult stem cells. Ephrin receptors and ephrins ligands have been implicated in cell migration and guidance in many tissues including skeletal muscle. Here we show that Ephrin receptors and ephrins ligands are also involved in regulating the adult myogenic program. Strikingly, impairment of EPHB1 function in satellite cells leads to increased differentiation at the expense of self-renewal in isolated myofiber cultures. In addition, we identified new transcription factors, including several zinc finger proteins. ZFP354C and ZCCHC5 decreased self-renewal capacity when overexpressed, whereas ZBTB4 increased it, and ZBTB20 induced myogenic progression. The architectural and transcriptional regulator HMGA2 was involved in satellite cell activation. Together, our study shows that transcriptome profiling coupled with myofiber culture analysis, provides an efficient system to identify and validate candidate genes implicated in establishment/maintenance of muscle stem cells. Furthermore, tour de force transcriptomic profiling provides a wealth of data to inform for future stem cell-based muscle therapies.

## Introduction

During vertebrate development, successive phases of embryonic and fetal myogenesis leads to formation and growth of skeletal muscles (Relaix et al., 2005; Relaix, 2006; Buckingham and Relaix, 2007). Skeletal muscle cells of trunk and limbs in mouse originate from the early somites, which appear at mid-gestation from undifferentiated presomitic mesoderm (Tajbakhsh and Buckingham, 2000). Following several steps of somite maturation, a population of muscle progenitor cells (MPC) that express the paired-box/homeobox transcription factors *Pax3* and *Pax7* emerge in the central region of the developing somite. Similar cell populations are also found in head muscles, though using a different set of transcriptional regulators (Sambasivan et al., 2011). MPC will both self-renew and give rise to all skeletal muscles via activation of a family of four muscle-specific bHLH transcription factors (*Myf5, Mrf4, MyoD*, and *Myog*: myogenin) that induce the myogenic program (Bismuth and Relaix, 2010; Murphy and Kardon, 2011). Around birth, while all MPC maintain the expression of *Pax7, Pax3* expression in only maintained in a subset of muscles (Relaix et al., 2006) (unpublished observations). MPC become in close contact with the muscle fibers in response to different signals, such as those from the Notch pathway (Seale et al., 2000; Zammit et al., 2006a; Tajbakhsh, 2009; Brohl et al., 2012). During establishment of this anatomical niche, emerging satellite cells acquire stem cell-specific characteristics, including self-renewal capacity (Mauro, 1961; Zammit et al., 2006a; Relaix and Marcelle, 2009). During postnatal muscle growth, satellite cells supply myonuclei to maturing myofibers up to approximately postnatal day 21 (P21) before becoming mitotically quiescent (Lepper et al., 2009; White et al., 2010). Adult satellite cells can be activated from their mitotically quiescent state upon injury (Wang and Rudnicki, 2011; Relaix and Zammit, 2012), to proliferate, and co-express *MyoD* and *Pax7*. They then differentiate via activation of *Myog* (and down-regulation of *Pax7*) to repair damaged myofibers, while a subpopulation of satellite cells will self-renew to restore the pool of quiescent satellite cells by down-regulation of *MyoD* (Zammit et al., 2004; Rudnicki et al., 2008; Relaix and Zammit, 2012).

Understanding regulation of myogenic progression from MPCs to muscle stem cells is central to building a comprehensive model of satellite cell function. Many transcriptional networks that control embryogenesis are also important for myogenesis, such as Notch, BMP (bone morphogenetic protein) or WNT proteins (Linker et al., 2003; Ono et al., 2011; Brohl et al., 2012). Furthermore, a balance between extrinsic cues and intracellular signaling pathways, such as IGF, FGF, Notch, and TGF-β, is required to preserve stem cell function (Brack et al., 2008; Kuang et al., 2008; Brack and Rando, 2012; Dumont et al., 2015).

We have characterized the dynamics of skeletal muscle progenitor and postnatal stem cells from embryonic development to adult life, hence deciphering the intrinsic molecular pathways involved in specification and regulation of these muscle stem cells. Using this large microarray analysis of myogenic progenitors and stem cells during development and adult myogenesis, we identified and evaluated several new candidate factors mediating satellite cell specification and function, with a focus here on EPHB1 and several transcriptional regulators, including four zinc finger transcription regulators (Zfp354c, Zcchc5, Zbtb4, and Zbtb20) and HMGA2, co-regulator belonging to the HMGI family of small high-mobility-group (HMG) proteins (Zhou et al., 1995).

### Eph receptors and ephrin ligands

Eph/ephrin signaling has been shown to regulate muscle satellite cell motility and patterning (Stark et al., 2011), but has not been linked with regulation of the myogenic program, except for one recent study implying promotion and maintenance of slow muscle fiber identity postnatally (Stark et al., 2015). Eph receptors belong to a large family of receptor tyrosine kinases (RTK) involved in cell contact-dependent signaling and patterning (Pitulescu and Adams, 2010). EPHs are classified as EphAs or EphBs based on their binding affinity for the ephrin ligands, ephrin-A (EFNA) or ephrin-B (EFNB) (Figures S1A,B). EFNAs are GPI (glycosylphosphatidylinositol)-anchored and lack a cytoplasmic domain while EFNBs are attached to the membrane by a single transmembrane domain containing a short cytoplasmic PDZ-binding motif (Pasquale, 2005). Interestingly, both Eph receptors and ephrin ligands are competent to signal following interaction (forward and reverse signaling, respectively), and both *trans* and *cis* signaling have been described (Arvanitis and Davy, 2008; Pitulescu and Adams, 2010). In addition, Eph/ephrin signaling is often part of a complex signaling network of regulatory pathways, for instance with adhesion molecules, other cell surface receptors or channels and pores (Arvanitis and Davy, 2008).

Eph/ephrin interaction leads to a large set of developmental processes and biological responses, including adhesion and repulsion, increased or reduced motility, cell plasticity, permeability and morphogenesis, and cell fate specification (Palmer and Klein, 2003; Arvanitis and Davy, 2008). Eph/ephrins are also implicated in regulation of stem cell niches and cancer (Genander and Frisen, 2010; Murai and Pasquale, 2010; Pasquale, 2010).

### Zinc finger transcription factors

Zinc finger proteins belong to a large family of transcription regulators subdivided in seven categories. There are about 800 zinc finger transcription factors in the human genome, with a third of those containing a KRAB (Krüppel Associated Box) domain, such as ZFP354C (see below) or related sequences as ZBTB4 or ZBTB20 (Lupo et al., 2013). KRAB is the most widespread family of transcription factors in the human genome, but is also found in yeast (*S. cerevisiae*) and worm (*C. elegans*) (Ganss and Jheon, 2004). The KRAB protein domain is a powerful repression region that acts as a transcriptional repressor, allowing the binding to co-repressor proteins (Urrutia, 2003). KRAB-containing proteins involved in cell proliferation, differentiation, apoptosis, and tumor formation have been described (Urrutia, 2003; Tian et al., 2006; Li et al., 2008).

*Zfp354c* (*Kid3, AJ18*) belongs to the *Kid* family of genes. The corresponding proteins *Kid1, Kid2*, and *Kid3*, share a very similar structure: a KRAB domain and 11–13 C2H2 motifs (Figure S1C), these last zinc finger motifs consisting of two cysteine and two histidine residues bonded tetrahedrally to a Zinc ion (Ganss and Jheon, 2004). ZFP354c has been previously described as abundant in the brain (Watson et al., 2000), but its expression has not been tested in skeletal muscle. Interestingly, KRAB/C2H2 zinc finger protein ZFP354C participates in the BMP signaling pathway (Jheon et al., 2003), a key regulator of skeletal muscle development and stem cell function (Amthor et al., 1998; Wang et al., 2010; Ono et al., 2011; Sartori et al., 2013). Given the important role of BMP signaling in skeletal muscle biology, ZFP354C is a good candidate as possible regulator of myogenesis.

Zinc finger and BTB domain-containing protein 4 (*Zbtb4, KAISO-L1, Znf903*) is a transcriptional repressor of specificity protein (Sp) transcription factors (Sreevalsan and Safe, 2013), that binds methylated DNA to repress transcription (Filion et al., 2006; Weber et al., 2008). Despite its broad distribution, ZBTB4 is particularly expressed in the brain. In addition, examination of publicly available microarray data sets demonstrated an inverse relationship in the prognostic value and expression of ZBTB4 and the histone methyltransferase EZH2 in tumors from breast cancer patients (Yang et al., 2014). Indeed, polycomb group protein EZH2 controls self-renewal and safeguards the transcriptional identity of skeletal muscle stem cells (Juan et al., 2011).

Zinc finger and BTB domain-containing protein 20 (*Zbtb20, DPZF, Hof*, *Zfp288*) is a member of a subfamily of zinc finger proteins containing C2H2 Krüppel-type zinc fingers and BTB/POZ domains (Mitchelmore, 2002). ZBTB20 can function as a transcriptional repressor and plays an essential role in the specification of pyramidal neurons in the developing hippocampus (Nielsen et al., 2007), and promotes astrocytogenesis during neocortical development (Nagao et al., 2016). ZBTB20 is also a regulator of terminal differentiation of hypertrophic chondrocytes (Zhou et al., 2015). This factor has been recently described to be involved in liver regeneration (Weng et al., 2014), and promoting cell proliferation and tumor growth through repression of FOXO1 (Zhao et al., 2014; Kan et al., 2016). *Zbtb20* null mice exhibit severe postnatal growth retardation, metabolic dysfunction and lethality, suggesting that ZBTB20 plays non-redundant roles in multiple organ systems (Sutherland et al., 2009; Cao et al., 2016).

Zinc finger, CCHC domain-containing 5 (*Zcchc5, Mar3, Zhc5*) belongs to the family of the gag-like retrotransposon genes (glycosaminoglycans) exclusively found in mammals, and is considered an ortholog of Ty3/gypsy group. *Zcchc5* is located on the X chromosome, within the dystrophin (*Dmd*) locus (X21.1) in man. The retrotransposition capacity of these genes seems to have been lost, despite retaining an intact reading frame (Brandt et al., 2005). Thus, the retrotransposons of this family are considered as neogenes with new functions, but their impact and regulation is still poorly understood. *Zcchc5* encodes a nuclear protein containing a CX_2_CX_4_HX_4_C DNA-binding motif, also called CCHC domain, allowing DNA binding to regulate transcription. Furthermore, the proteins of the family of genes *Mart*, which includes *Zcchc5*, have been implicated in the control of cell proliferation and apoptosis in cell lines of liver cancer whereas some become up-regulated in regenerating mouse liver (Okabe et al., 2003; Brandt et al., 2005). Interestingly, *Zcchc5* is expressed in skeletal muscles of the limbs (Diez-Roux et al., 2011) (www.eurexpress.org).

### Architectural factor HMGA2 (HMGI-C)

HMGA2, also called HMGI-C, is a transcriptional co-regulator belonging to the HMGI family of small high-mobility-group (HMG) proteins containing AT-hook DNA binding domains (Zhou et al., 1995). HMGI proteins modulate gene expression by altering chromatin architecture and/or by recruiting other proteins to the transcription regulatory complex (Thanos and Maniatis, 1992; Zhou and Chada, 1998; Pfannkuche et al., 2009). *Hmga2* is highly expressed during embryonic development and down-regulated in most adult tissues (Zhou et al., 1995; Pfannkuche et al., 2009; Ashar et al., 2010). HMGA2 plays an important role in maintaining adult stem/progenitor cells, notably in maintaining neural stem/progenitor cells (Nishino et al., 2008). *Hmga2* is also highly expressed in proliferating skeletal myoblasts during myogenesis, modulating satellite cell activation and proliferation both *in vivo* and *in vitro* (Li et al., 2012). *Hmga2* knockout mice exhibit impaired muscle development and reduced myoblast proliferation, while overexpression of *Hmga2* promotes myoblast growth preventing myoblast differentiation (Li et al., 2012). Thus, HMGA2 is a key regulator of satellite cell activation and skeletal muscle development.

## Methods

### Mice

*Pax3*^*GFP*∕+^ mice (Relaix et al., 2005) were used to isolate MPC by fluorescent activated cell sorting (FACS) of the GFP+ cells. *Pax3*^*Cre*∕+^ mutant mice were kindly provided by Jonathan A. Epstein (Engleka et al., 2005). *R26*^*mT*−*mG*^ mice were obtained from The Jackson Laboratory (Stock No: 007576) (Muzumdar et al., 2007). For myofiber cultures C57BL/6J (Janvier®) male mice (8 weeks old) were used. For lineage tracing experiments, *Pax3*^*Cre*∕+^ mice were crossed with *R26*^*mT*−*mG*^ to obtain *Pax3*^*Cre*∕+^*; R26*^*mT*−*mG*^ double mutant mice.

All animals were maintained inside a barrier facility, and all *in vivo* experiments were performed in accordance with the French and European Community guidelines for the care and use of laboratory animals (Project No: 01427.03 approved by MESR and File No: 15-018 from the Ethical Committee of Anses/ENVA/UPEC).

### Fluorescent activated cell sorting

Trunk muscle samples (intercostal, pectoral and abdominal) were isolated from the trunk as indicated in Figure 1A, at different stages during development and after birth. Muscle were minced and digested in 0.1% Trypsin (Life Technologies®) and 0.1% Collagenase D (Roche®) in DMEM High Glucose without phenol red (Life Technologies®). Digested muscles after filtration were cell-sorted by flow cytometry using a FACS Aria II, using FITC channel to recover the GFP+ cells from *Pax3*^*GFP*∕+^ mice. GFP+ cells were stained using propidium iodide to exclude dead cells (Figure S2A).

**Figure 1:**
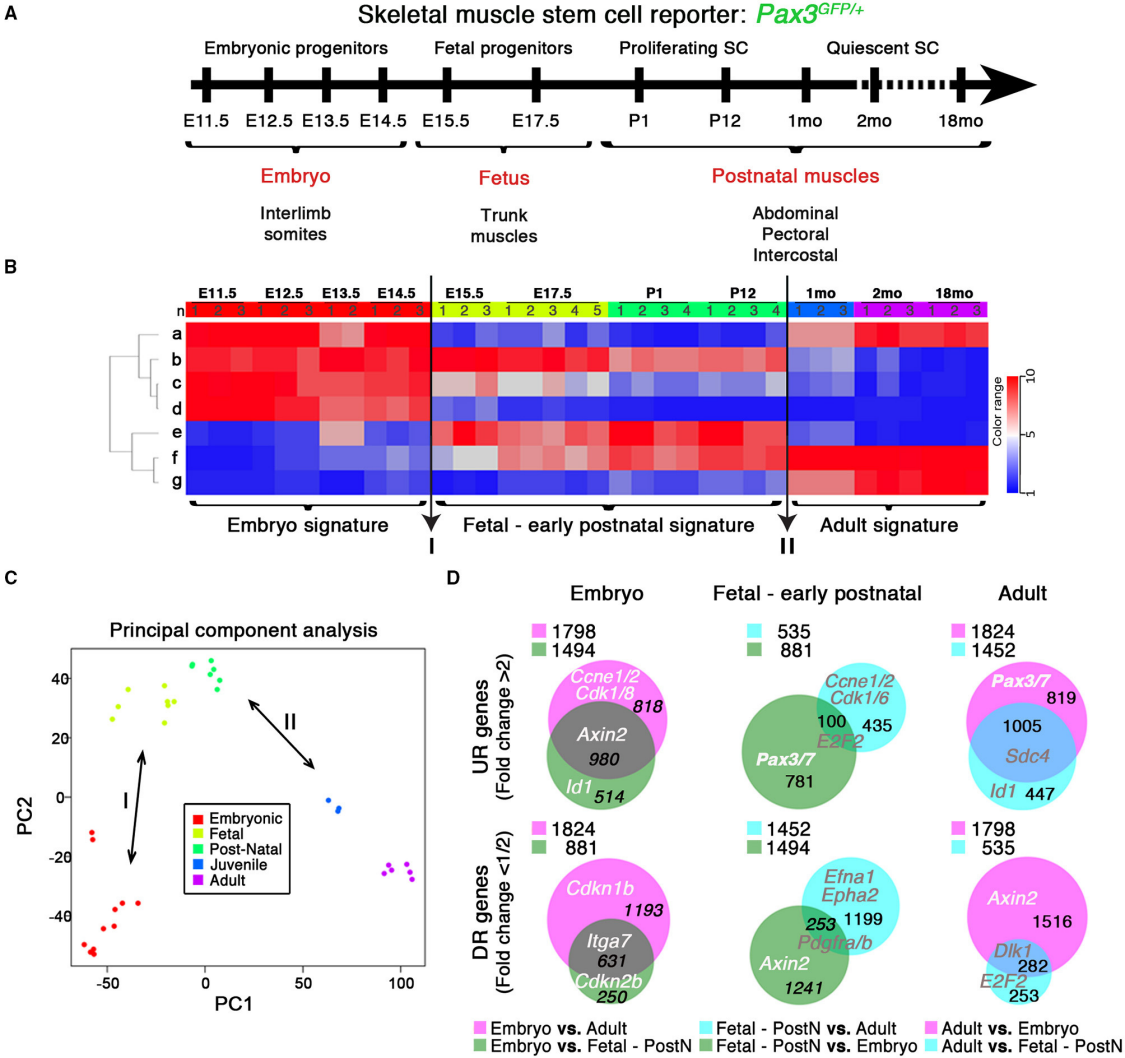
**Transcriptome dynamics from embryonic muscle development to aged mice. (A)** Schematic outline of the experimental procedure illustrating the stages at which *Pax3*^*GFP*∕+^ RNA samples were harvested: E, Embryonic days; P, Postnatal days; mo, age in months. SC, satellite cells. **(B)** Genes from the microarray were organized in seven clusters (“a” to “g”) according to developmental kinetics: with red indicating up-regulated (UR), and blue the down-regulated (DR) transcripts. Transition events (I and II; arrows) are indicated, highlighting the three specific signatures. n, replicate number per stage. **(C)** Principal Component Analysis (PCA) highlights these differences between the three signatures defined by the transitions events in **(B)**. **(D)** Venn diagrams show the interaction of UR (upper panels) or DR (bottom panels) genes from the different comparisons as indicated, illustrating the specific molecular signature for each developmental period. PostN, fetal-to-early postnatal. *p* < 10^−3^ and change fold >2 (UR) or < 1/2 (DR). Gene examples and the number of genes shared between groups are indicated. Legends indicate the total UR or DR genes per comparison.

### qPCR analysis

RNA from trunk muscles was isolated through the RNeasy Fibrous Tissue kit (Qiagen®). For C2C12, total RNA extraction was performed using the RNeasy mini kit from Qiagen®. Total mRNA content was transcribed into coding DNA (cDNA) according to Transcriptor First Strand cDNA Synthesis kit (Roche®) protocols. Quantitative analyzes were performed using the SYBR-Green kit (Roche®). qPCR was performed on biological duplicates (by sorting two different embryo series) with technical duplicates. The results obtained were analyzed by calculating the 2^∧^-ΔCt. *Hprt1* was used as reference gene.

Oligonucleotides of the following genes were selected, tested and verified according to their efficiencies and specificities:

**Table:** 

*EphB1*:	FWD 5′ - CCGTGGATGACTGGCTAAGT - 3′
	REV 5′ - TACCGATGGTGACTGGTTCA - 3′
*Zbtb4*:	FWD 5′ - CGCTTCTCCATGTTGGCTAT - 3′
	REV 5′ - GTGAGCAGGGAACTTGGTGT - 3′
*Zbtb20*:	FWD 5′ - AATGCGAAAGGGAAGCAGTA - 3′
	REV 5′ - ACAGGACCCGTGGAGTAATG - 3′

### RNA preparation, cDNA synthesis, and microarray hybridization

Microarray processing was performed by PartnerChip (Evry, France), according to NuGEN (http://www.nugen.com/products/microarray-qpcr#cdna-generation) and Affymetrix (http://www.affymetrix.com/support/technical/manuals.affx) protocols. Briefly, total RNA from FACS-sorted trunk muscle GFP+ cells was extracted from independent experiments according to the RNeasy® Micro Kit (QIAGEN) RNA extraction protocol. RNA samples were cleaned using Qiagen RNAeasy mini-columns and their quality assessed by spectrophotometry (Nanodrop ND-1000). Total RNA was analyzed on Agilent microarrays (Bioanalyzer, 2100) to assess integrity of ribosomal RNA (28S and 18S peaks). Synthesis and amplification of cDNA was performed following NuGEN Ovation Pico WTA System protocol, and 100 ng of total RNA were used for first strand cDNA synthesis. Second strand was synthesized following the Ribo-SPIA technology developed by NUGEN. Five micro gram of single-stranded cDNA was fragmented and a biotin-labeled nucleotide was attached to the 3′ end of each fragment (Encore Biotin Module, NuGEN). High-density oligonucleotide arrays containing 45,000 sets of oligonucleotide probes (25 m) that cover all 30,000 genes encoded by the murine genome (Affymetrix Mouse Genome 430 2.0 Arrays, Ref 900495) were used for gene expression detection. Hybridization during 16 h at 45°C in a rotary oven (Affymetrix), washing and staining (GeneChip® Fluidics Station 450) and scanning (GeneChip Scanner 3000) were carried out according to NuGEN and Affymetrix protocols. Expression Console software (Affymetrix) was used for image analysis and to determine probe signal levels. The quality and statistical analysis of the data were finally made using the GeneSpring GX11 analysis software (Agilent Technologies).

### Expression microarray analysis

#### Pre-treatment

Expression profiles of 36 samples (Pax3GFP+ cells at different stages during development and after birth) were obtained using Affymetrix Mouse Genome 430 2.0 Arrays. Expression profiles were normalized in batch using RMA algorithm (affy R package) yielding a (probe sets, samples) matrix. As the 36 samples were obtained by merging two series including 15 and 21 samples, Combat algorithm (Johnson WE—Biostatistics—2007) was used to normalize the corresponding batch effect. Expression profiles were aggregated by Gene Symbol (mean across probe sets) using Affymetrix csv annotation file (na32 version).

#### Unsupervised analysis

The gene expression matrix (GEO Series GSE63860) was then row-mean-centered. The resulting matrix was used for unsupervised classification of the genes. Genes (*n* = 21678) were partitioned in ten clusters using the kmeans classification algorithm. The biggest cluster (*n* = 8896) contained genes showing almost no variation across all samples: it was eliminated from further analysis. Three clusters were found to be highly correlated (centroids correlation >0.95) and were merged in a unique gene cluster (cluster g, Figure 1B). We thus remained with seven clusters. For each sample, the mean expression of all the genes of each cluster was calculated, yielding a (seven clusters, 36 samples)-matrix shown in Figure 1B.

#### Supervised analysis

Moderate *T*-tests (as implemented in limma R package) were used to identify differentially expressed genes.

#### Pathways analysis

To analyze the pathway enrichment, hypergeometric tests were used, taking as “pathways” the terms (and related murine genes) from the Gene Ontology (GO) (http://www.geneontology.org) and the murine KEGG pathways (www.genome.jp/kegg). Pathways enrichment in the seven gene clusters: in each of the seven gene clusters, the pathway analysis was performed using (i) all the genes included in the cluster, (ii) genes selected based on their coefficient of variation and median-absolute-deviation (different thresholds were used): the minimal (hypergeometric test) *p*-value obtained from these different (sub-) lists was retained. Pathways enrichment analysis of differentially expressed genes: given a comparison between two groups of samples, yielding a *p*-value and a fold change for each gene, several lists of differentially expressed genes were selected^*^ and the minimal (hypergeometric test) *p*-value obtained from these different lists was retained. (^*^) Lists of differentially expressed genes: genes yielding a (moderate *T*-test) *p* > 1e-5 were removed from the analysis; remaining genes were ordered based on the fold change; the n genes with highest (respectively lowest) fold change were selected as a separate list; the n/2 genes with highest fold change and the n/2 genes with lowest fold change were merged in another list; this operation was performed for several values of n (200, 300, 400, 500, 750, and 1000). Principal component analysis (PCA) of the expression profiles was performed using R software. Venn diagrams and pathway interaction schemes were generated applying BioVenn (http://www.cmbi.ru.nl/cdd/biovenn/) and GOrilla—REViGO (http://cbl-gorilla.cs.technion.ac.il/) software packages, respectively. Pathway analysis was completed employing DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/).

#### Comparative analysis of microarray data with published available datasets

Data normalization was performed with frozenRMA and corrected for batch effect using Combat algorithm (Johnson WE—Biostatistics—2007). Combined data series were the 36 samples from our study and those from published datasets GSE50821 (Sinha et al., 2014) and GSE47177 (Liu et al., 2013). The three Affymetrix series were used to compared adult vs. old expression profiles (supervised meta-analysis young[2 months] vs. old[> = 18 months]). This analysis showed that the combination of the three sets found 32% significantly deregulated genes and in the same direction of deregulation (32% = proportion of the combined test under H1 = Test Stouffer).

#### Accession numbers

The complete microarray data set, including the RMA data used to produce intensity maps, have been deposited in NCBI's Gene Expression Omnibus, and are accessible through GEO Series accession number GSE63860 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63860).

### Cloning (GMO project no: 371)

To target activated satellite cells and not myofibers in our *ex vivo* assays, a replication-deficient retrovirus, MIGR (*pMSCV-IRES-eGFP*), has been used to transduce proliferating cells and overexpress either dominant negative (DN) *EphB1, Zbtb4*, and *Zbtb20* or full-length cDNA for *Zfp354c, Zcchc5, Zbtb4, Zbtb20*, and *Hmga2* (Pear et al., 1998; Zammit et al., 2006b). The virus is composed, besides the 5′ and 3′ LTR of the MSCV virus, the latter being mutated to prevent replication, and the phi integrase, of a multicloning site followed by an IRES-eGFP sequence to track infected cells by fluorescence. This tracking cassette was later modified into MISSINCK by substituting eGFP with an insulin signal sequence-Cyan Fluorescent Protein (CFP)-KDEL sequence in order to restrict fluorescent tracker expression to the endoplasmic reticulum and Golgi.

### Isolated myofiber cultures

Culture of single fibers was performed according to previously described strategies (Moyle and Zammit, 2014). Briefly, dissected EDL muscles were digested in a filtered solution of 0.2% collagenase (SIGMA-ALDRICH®) in DMEM High Glucose/1% L-Glutamine/1% Penicillin/Streptomycin (Life Technologies®) (isolation medium). After 2 h of connective tissue digestion, EDLs were mechanically dissociated fiber by fiber. Quiescent satellite cells on the isolated myofibers were activated by a solution of 10% horse serum/0.5% chicken embryo extract in filtered isolation medium. Contracted fibers were removed.

### Retrovirus production and myofiber infection

Retroviral particles (see *Cloning*) were produced in HEK293T cells by transfection using FuGENE® with a helper virus, which contains the necessary elements to obtain the correct encapsidation and active retrovirus (*phi integrase, gag, pol* and *env* (VSV-g) genes). We collected the supernatants after transfection at T = 72 h and T = 84 h, which displayed the highest retroviral particle titers.

After 24 h of activation, myofiber-attached satellite cells were infected with the retroviral particles diluted 1/10. 48 h afterwards (T = 72 h), fibers were fixed to proceed with immunofluorescence analysis.

### C2C12 cell culture for muscle differentiation and infection

Myogenic differentiation was induced according to previously reported protocols (McMahon et al., 1994). Murine C2C12 cells were cultured in 10% fetal bovine serum (Bio West®) in High Glucose DMEM (Life Technologies®) for proliferation assay (GM). Differentiation was induced by switching into medium supplemented with 2% horse serum (Promega®) in High Glucose DMEM (DM), generating multinucleated myotubes surrounded by mononuclear reserve cells.

For retroviral infection, 10^4^ C2C12 cells were plated in GM and incubated with undiluted retroviral supernatant containing 4 μg/mL polybrene (SIGMA-ALDRICH®) for 3–4 h. Retroviral medium was then removed, and the cells washed and incubated in either proliferation (for PH3, KI67, EdU, and MYOD analysis) or differentiation (for MYOG analysis) medium.

### Immunostaining

#### Satellite cells on myofibers and cryosections

Myofibers were fixed in 4% paraformaldehyde for 10 min, treated with 0.5% triton and blocked in 10% goat serum/10% swine serum (Moyle and Zammit, 2014). The following antibodies were used: EPHB1 (Rabbit Abcam® ab5414) 1/100, PAX7 monoclonal (DSHB®, PAX7-c) 1/50, MYOD monoclonal (DAKO®, clone 5.8A, M3512) 1/60, MYOD (Rabbit Santa Cruz Biotech®, sc-760) 1/50, MYOG monoclonal (DSHB®, F5D) 1/50, CD-31 (PECAM-1) (Rat BD Pharmigen®, 550274) 1/500, and GFP (Rabbit Life Technologies®) 1/500, or (Chicken Abcam® ab13970) 1/200. Secondary antibodies employed to reveal the staining were Alexa 594 goat anti-mouse IgG (H+L), Alexa 488 goat anti-rabbit IgG (H+L) (Life Technologies®), and DyLight-405 donkey anti-chicken IgY (IgG) (H+L), and Cy5-Goat Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch®). Nuclei were counterstained with DAPI.

### C2C12 cultured myoblasts

The following antibodies were used: MYOD, MYOG, and GFP (as above), PH3 (Rabbit Merck-Millipore®, 06-570) 1/50, Ki67 (BD Pharmigen®, 556003) 1/150, HA (Rabbit Sigma-Aldrich®, H6908) 1/400, and GFP monoclonal (Sigma®) 1/50. Secondary antibodies included Alexa 488 goat anti-mouse IgG (H+L), Alexa 594 goat anti-mouse IgG (H+L), Alexa 488 goat anti-rabbit IgG (H+L), Alexa 594 goat anti-rabbit IgG (H+L) (Life Technologies®). EdU reaction was performed with Click-iT® EdU Alexa Fluor® 647 Imaging Kit (ThermoFisher Scientific®). Nuclei were counterstained with DAPI.

### Imaging and statistics

Analysis was carried out using a Leica TCS SPE confocal microscope. Images were processed with either Adobe Photoshop CS5 software (Adobe Systems) or ImageJ (version 1.47v; National Institutes of Health, USA, http://imagej.nih.gov/ij).

Infected satellite cells in myofiber cultures were directly counted under a Leica fluorescent microscope at 40x and 100x magnification.

Mean ± standard error (SEM) was given. The single (^*^), double (^**^) and triple (^***^) asterisks represent *p*-values *p* < 0.05, *p* < 0.01, and *p* < 0.001 respectively by Student's unpaired *t*-test or Mann–Whitney *U*-test. All experiments have been performed on at least three independent experiments for each condition.

Supplementary Movies were performed using a DSD2 Workstation with Imaris software (ANDOR).

## Results

### Expression dynamics of skeletal muscle stem cells

*Pax3* is expressed in fetal progenitors and satellite cells of trunk hypaxial muscles (Relaix et al., 2005; Relaix, 2006; Calhabeu et al., 2013). We used a Pax3 reporter mouse to perform a chronological global profiling in embryonic, fetal and postnatal MPC and satellite cells expressing Pax3 (Figure 1A; Relaix et al., 2005).

Prospective isolation of Pax3-GFP myogenic progenitors and stem cells was performed as previously described (Figure S2A; Montarras et al., 2005; Lagha et al., 2010), taking advantage of the GFP coding sequence targeting one allele of *Pax3* (Relaix et al., 2005). *Pax3* is expressed in muscle progenitors but also in early migrating neural crest cells (Epstein et al., 1993). Neural crest cells give rise to many derivatives, including the peripheral nervous system, melanocytes, and a subpopulation of venous endothelial cells (by E13.5) among other cell types (Engleka et al., 2005; Stoller et al., 2008). To exclude a possible contamination of satellite cells with endothelial cells, we performed *Pax3*-lineage tracing using *Pax3*^*Cre*∕+^*; R26*^*mTmG*^ mice (Figure S2B). While adult myogenic cells were mGFP+ (Pax3-Cre recombined), all endothelial cells remained mTOMATO+ (not recombined) (Figure S2B and Movie S1). Moreover, all CD31 (PECAM-1) + endothelial cells were included within the mTOMATO+ population (Figure S2B and Movie S2). These results demonstrate that the *Pax3* lineage does not contribute to skeletal muscle endothelial population, and that skeletal muscle expression of PAX3 is specific to muscle stem cells.

Since *Pax3* is expressed in a subset of the *Pax7*-expressing satellite cells, we compared our gene expression data with previously published datasets of adult muscle stem cells where markers different from PAX3 were used to isolate satellite cells (Figure S3A; Liu et al., 2013; Sinha et al., 2014). *Pax3*-expressing satellite cells were not significantly divergent from previously reported datasets, while embryonic and fetal/early postnatal datasets showed different specific profiles (Figure S3A). Moreover, we compared available data from adult (3–8 month-old) and old satellite cells (18–24 month-old) with our data. We identified a similar variation in all datasets, demonstrating that *Pax3*-expressing satellite cells do not define a subpopulation of satellite cells. Our data therefore are likely representative of the whole satellite population.

Expression profiles from 11 developmental stages were normalized, generating a GEO (GSE63860) showing the kinetics of each transcript over time (Figures 1A,B). 

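RNA of the sorted Pax3-GFP+ cells was hybridized to Affymetrix mouse whole-genome arrays after whole-transcript amplification, 36 arrays in 2 series. The 21-array series holds 3 arrays each of E11.5, E12.5, E14.5, E17.5, 1 month, 2 months and 18 months. The 15-array series holds 2 arrays of E13.5, 3 of E15.5, 2 of E17.5 and 4 each of P1 and P12, so that E17.5 is the stage present in both. In the paper's terms this gives 11 embryonic, 16 fetal-early postnatal and 9 adult arrays, and all 9 adult arrays belong to the 21-array series. According to the methods, the authors normalized the arrays together by RMA, which returns log2 signals, and aligned the series with ComBat. In these values the mean of the E17.5 arrays is equal in both series for all 45101 probe sets (largest difference 8.33e-09, tolerance 1e-07), so a difference between the series at E17.5 can no longer be measured. A comparison of stages from different series rests on that alignment. An SD over the 5 arrays of E17.5 likewise holds no difference between the series. Sorting relied on GFP and on exclusion of propidium iodide, and no gate against endothelial or blood cells is named for these arrays. The paper's sorting profiles show a separate, higher GFP population with melanocytes up to E15.5, and a single population later. The methods do not say which population was taken for the arrays up to E15.5. The 34958 probe sets that carry 1 gene symbol were averaged per gene as in the paper's methods, which gave 18194 genes, 9182 of them with a single probe set. Differences were tested with limma, which moderates the variance of each gene across genes. For the comparisons of the 3 states, a gene was called at an unadjusted p under 0.001 and at least 2-fold, the thresholds of Fig. 1D. Between stages the comparisons stay inside 1 series, at an adjusted p under 0.05 (Benjamini-Hochberg) and at least 2-fold for counts, and at an adjusted p under 0.05 for a single gene. Gene lists were compared with all other genes by camera with a preset inter-gene correlation of 0.01, and again with an estimated correlation. The median given for a list is that of the log2 fold changes of its members. No detection calls come with the values, so that a low signal cannot be told from an absent transcript, and the number of arrays limits the precision. Across genes, replicate arrays of a stage correlated with r between 0.975 and 0.996.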

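A group of 354 genes had its highest mean at E11.5 (1.88 relative to each gene's mean over the 36 arrays, log2) and its lowest at P12 (-0.93). It held Hmga2, which encodes a chromatin protein of growing tissues, Wnt5a and Lef1 of the Wnt pathway, the receptor gene EphA4, and 11 of the 23 Wnt pathway genes listed. Another group, of 363 genes, ran the opposite way, from -1.60 at E11.5 to 1.04 at 1 month. It held Pax3, Pax7 and Myf5, which encode transcription factors of muscle progenitors, Itga7 and Cav1 of the cell surface, the receptor genes Notch1 and Notch3, and 12 of 23 satellite cell markers. The same group held 15 of 30 immediate early and stress genes. The cyclin genes Ccna2, Ccnb2, Ccne1 and Ccne2 and the kinase gene Cdk1 fell in a group of 762 genes with 29 of 30 G2/M phase genes, whose mean went from 0.64 at E15.5 to -1.47 at 18 months. The group of 3011 genes with its highest mean at 18 months (1.10) held 23 of 26 adult myofiber genes, 16 of 21 inflammatory mediators and 14 of 16 antigen presentation and interferon genes, together with 19 of 20 endothelial and all 19 myeloid markers. The other groups held 2982 genes with Sox2, Peg3 and EphB4 (highest at E11.5), 926 genes with EphB1, EfnB2 and Id1 (highest at E12.5, lowest at P1), and 2665 genes with Six4 and E2f2 (highest at E15.5, range of stage means -0.30 to 0.26). These groups came from k-means with 10 centres on all 18194 genes, from which the largest cluster (7131 genes) was left out and clusters whose centroids correlated above 0.95 were merged, leaving 7 groups with 11063 genes. The means of the 15-array series stages in these groups rest on the alignment of the series.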

Transcript variations were divided into seven clusters based on general expression profiles (Figure 1B and Figure S3B), which were determined to be functionally homogeneous and easily aggregated in defined GO pathways (Figure S3B, Pathways). Furthermore, this *in silico* analysis of the transcriptome through categorization of expression trends (Figure 1B and Figure S3B, Pathways) and specific molecular signatures (Figures 1B–D), yielded known myogenic and related factors (Figure S3B, Genes) (Kuang et al., 2008; Abou-Khalil et al., 2009; Boldrin et al., 2012; Conboy and Rando, 2012). 

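Pax3, Pax7 and Myf5, which encode the transcription factors that mark muscle progenitors, were higher in fetal-early postnatal than in embryonic cells. Over the 20 arrays of the stages behind Tables S1 to S6 (E11.5 and E12.5, P1 and P12, 1 and 2 months), the log2 fold change was 3.02 (standard error 0.11, adjusted p = 6.12e-15) for Pax3, 2.77 (standard error 0.19, adjusted p = 1.05e-10) for Pax7 and 2.99 (standard error 0.17, adjusted p = 5.44e-12) for Myf5, with 6 embryonic and 8 fetal-early postnatal arrays. Calcr, which encodes the calcitonin receptor found on satellite cells, had a log2 fold change of 5.04 (standard error 0.17, adjusted p = 1.31e-15) in the same comparison. Over all 36 arrays these genes had log2 fold changes of 2.94, 2.04, 2.54 and 4.32, all past an adjusted p of 0.05. They also rose inside the 21-array series (2.93, 2.08, 2.59 and 4.51) and inside the 15-array series (2.79, 1.53, 2.15 and 3.87). Of 23 satellite cell markers, 19 were higher and none lower over all genes (20 and 0 adjusted over the list alone) over the 20 arrays. Their median was 2.01 (camera adjusted p = 2.79e-12, and adjusted p = 0.0589 with an estimated correlation). From all 36 arrays, 19 were higher and 1 lower over all genes (19 and 2 adjusted over the list alone). Their median was 1.48 (camera adjusted p = 4.75e-11, and adjusted p = 0.0859 with an estimated correlation). Markers of other cell types fell in the same comparison over the 20 arrays, as of 13 neuron markers 1 was higher and 11 lower over all genes (1 and 11 adjusted over the list alone). Their median was -3.38 (camera adjusted p = 1.24e-07, and adjusted p = 0.124 with an estimated correlation). Of 14 somite and sclerotome markers 2 were higher and 9 lower over all genes (2 and 9 adjusted over the list alone). Their median was -0.87 (camera adjusted p = 0.0179, and adjusted p = 0.265 with an estimated correlation). For the satellite cell markers with the series as a block the median was 1.27, and it was 1.38 inside the 21-array and 1.00 inside the 15-array series. Of the 16 myogenic commitment and differentiation factors, 10 were higher and 2 lower over all genes (11 and 2 adjusted over the list alone) over the 20 arrays. Their median was 0.59 (camera adjusted p = 0.0125, and adjusted p = 0.35 with an estimated correlation). Over the 36 arrays 11 were higher and 2 lower over all genes (13 and 2 adjusted over the list alone). Their median was 0.51 (camera adjusted p = 0.00738, and adjusted p = 0.276 with an estimated correlation). From fetal-early postnatal to adult cells, over the 36 arrays, 6 of these factors were higher and 6 lower over all genes, and as many adjusted over the list alone. Des rose (1.95, standard error 0.12, adjusted p = 3.14e-16) and Myog, which encodes the differentiation factor myogenin, fell (-1.97, standard error 0.34, adjusted p = 3.95e-06). Much of the fall of Myog lay within the adult ages. It did not pass inside the 21-array series from E17.5 to 1 month, with -0.22 (standard error 0.24, adjusted p = 0.559), and had -1.78 (standard error 0.24, adjusted p = 0.000182) from 1 to 2 months and -1.74 (standard error 0.24, adjusted p = 0.000612) from 2 to 18 months. From fetal-early postnatal to adult cells the median of the commitment and differentiation factors (-0.12) and mean (-0.15) were negative while camera placed them above other genes (adjusted p = 0.93). The paper's Tables S1 to S6 hold 17 of the satellite cell markers and 7 of the commitment factors, so these lists are not independent of the tables.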

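Between E14.5 and E17.5, the calcitonin receptor gene Calcr rose by a log2 fold change of 4.29 (standard error 0.13, adjusted p = 6.56e-14), the corepressor gene Ripply3 by 4.14 (standard error 0.26, adjusted p = 1.42e-09) and the basement membrane collagen gene Col15a1 by 3.56 (standard error 0.27, adjusted p = 1.36e-08), with 3 arrays per stage. Over the same step the embryonic globin gene Hbb-y (-6.94, standard error 0.36), the protease gene Pappa2 (-5.23, standard error 0.27) and the retinoic acid-binding protein gene Crabp2 (-5.10, standard error 0.20) fell most. From E17.5 to 1 month, genes of fast muscle fibers rose most, namely Pvalb (7.80, standard error 0.18, adjusted p = 1.17e-15), the myosin gene Myh4 (6.62, standard error 0.25) and Mybpc2 (5.95, standard error 0.30). Whether the sorted cells themselves carry these fiber transcripts was not measured. The angiotensin receptor gene Agtr2 (-5.70, standard error 0.32), the kinase gene Nrk (-5.62, standard error 0.17) and the imprinted gene Dlk1 (-4.77, standard error 0.24) fell most. These 2 steps had 323 genes higher and 861 lower, and 1229 genes higher and 623 lower, respectively. The other consecutive steps of the 21-array series had fewer, with 94 genes higher and 39 lower from E11.5 to E12.5, 116 genes higher and 39 lower from E12.5 to E14.5, 339 genes higher and 88 lower from 1 to 2 months and 55 genes higher and 52 lower from 2 to 18 months. The steps span unlike lengths of time, and that from E17.5 to 1 month passes over P1 and P12, of the other series. In the 15-array series, 273 genes higher and 631 lower were found from E13.5 to E15.5, 197 genes higher and 67 lower from E15.5 to E17.5, 60 genes higher and 174 lower from E17.5 to P1 and 126 genes higher and 74 lower from P1 to P12. The largest falls from E13.5 to E15.5 were those of Veph1 (-4.43, standard error 0.16), Pappa2 (-3.98, standard error 0.21) and the neurofilament gene Nefl (-3.86, standard error 0.15). Genes of granulocytes, S100a8 (3.81, standard error 0.56), S100a9 (3.49, standard error 0.45) and Ngp (3.29, standard error 0.45), rose most from E15.5 to E17.5. The signal of S100a8 was 2.75 at E13.5 and 3.56 at E15.5, but 6.46 at E14.5, of the other series. So whether this rise follows the stages or a difference between the series cannot be told. After birth the fast myosin genes Myh1 (2.57, standard error 0.18) and Myh2 (2.33, standard error 0.23) rose from E17.5 to P1, and Pcolce2 (3.54, standard error 0.23) and Pvalb (3.29, standard error 0.23) from P1 to P12. Several of the smaller counts depended on single arrays. With 1 array left out, those from 1 to 2 months stayed between 342 and 549, and those from P1 to P12 between 172 and 239. Against 133 genes in all from E11.5 to E12.5, 35 were found without E11.5 replicate 1, 32 without E12.5 replicate 1, 47 without E12.5 replicate 2 and 306 without E12.5 replicate 3. Against 155 from E12.5 to E14.5, 67 were found without E12.5 replicate 3 and 59 without E14.5 replicate 2. Against 107 from 2 to 18 months, 285 were found without 2 months replicate 3, of which 65 were higher and 220 lower. Without E17.5 replicate 4 or replicate 5, the step from E15.5 had 129 or 171 genes against 264. The step to P1 had 79 or 113 against 234. With only the 2 stages compared in a limma fit, the counts were 1160 from E14.5 to E17.5 and 1820 from E17.5 to 1 month, but 16, 0, 199 and 11 for the other steps of the 21-array series in order. The step with 0, from E12.5 to E14.5, had 2570 genes at an unadjusted p under 0.05, where chance gives 910. Of the 11 from 2 to 18 months, 10 were higher and 1 lower. 

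**Figure D1:**
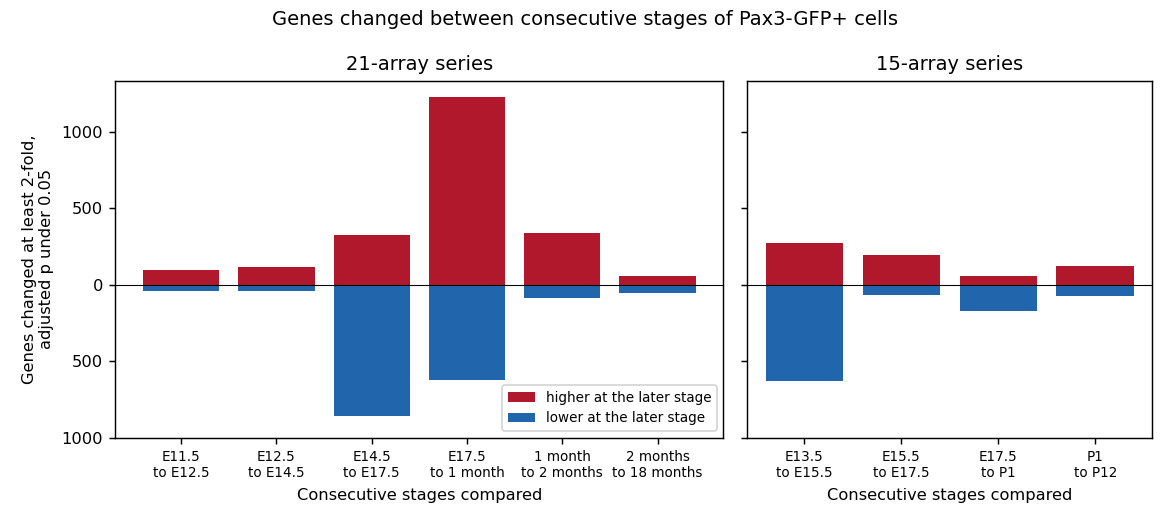
Number of genes higher and lower in the later stage of each pair of consecutive stages (adjusted p under 0.05 and at least 2-fold), for the 21-array series on the left and the 15-array series on the right. The bars of E14.5 to E17.5 (1184 genes) and E17.5 to 1 month (1852 genes) are the tallest of the 21-array series, and that of E13.5 to E15.5 (904 genes) is the tallest of the 15-array series. The steps span unlike lengths of time.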

Strikingly, two transition events were revealed: (I) from embryonic to fetal myogenesis (Messina and Cossu, 2009), hypothesized to mark the early onset of satellite cell formation (Kassar-Duchossoy et al., 2005); and (II) the acquisition of quiescence in satellite cells around 3 weeks of age (Figures 1B,C; Lepper et al., 2009; White et al., 2010). These transitions define the three major developmental states: embryonic progenitors (E11.5–E14.5), fetal-to-early postnatal (E15.5–P12) and adult quiescent satellite cells (1–18 months), each with a specific molecular signature (Figures 1B–D). 

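The satellite cell markers, the cell division genes and the immune genes ran in different ways across the 3 states. From embryonic to fetal-early postnatal cells the G2/M phase list did not pass over the 36 arrays (median 0.023, camera adjusted p = 0.653). The mean of the satellite cell markers, with each gene centred on its mean over the 36 arrays, went from -1.58 ± 0.14 (SD, n = 3) at E11.5 to 0.31 ± 0.13 (SD, n = 5) at E17.5 and 0.99 ± 0.060 (SD, n = 3) at 1 month. The mean of the G2/M phase genes, which encode the mitotic machinery, stayed between 0.32 and 0.70 from E11.5 to E17.5. It was -0.21 ± 0.29 (SD, n = 4) at P1 and 0.56 ± 0.25 (SD, n = 4) at P12. At 1, 2 and 18 months it was -0.58 ± 0.39 (SD, n = 3), -1.17 ± 0.52 (SD, n = 3) and -1.91 ± 0.26 (SD, n = 3). For the antigen presentation and interferon genes it was -0.57 ± 0.065 (SD, n = 5) at E17.5 and 2.22 ± 0.10 (SD, n = 3) at 2 months. In the first principal component, which held 54.0% of the variance over all genes, the stage means ran from -56.4 ± 2.36 at E11.5 over -39.2 ± 5.70 at E14.5, -17.7 ± 1.97 at E17.5 and 4.16 ± 1.69 at P12 to 63.0 ± 2.69 at 1 month and 98.1 ± 1.16 at 18 months (SD). E13.5 (-54.4 ± 0.256) lay below E12.5 (-49.4 ± 4.93) on it, and E15.5 (-40.7 ± 3.69) below E14.5. The second component (21.8%) had -34.1 ± 1.08 at E14.5, 29.8 ± 4.05 at E15.5, 38.6 ± 3.22 at P12 and -2.35 ± 1.35 at 1 month. Outside E17.5, its arrays ran from -14.1 to 42 in the 15-array series and from -49.7 to -0.79 in the 21-array series. Its contrasts between stages of different series therefore rest on the alignment. E17.5, the stage of both series, had 30.8 ± 3.73. Inside the 21-array series this component thus rose from E14.5 to E17.5 and fell to 1 month. A gene was counted as specific to a state when it was called in the same direction against both other states. Over the 20 arrays this gave 915 genes higher and 566 lower in embryonic cells, 70 and 226 in fetal-early postnatal cells, and 945 and 271 in adult cells. All 36 arrays add 18 months and the stages E17.5, E15.5, E14.5 and E13.5, and the counts were 602 and 314, 66 and 195, and 1231 and 572. Inside the 21-array series they were 545 and 287, 80 and 167, and 1131 and 665. In the 20 arrays all fetal-early postnatal arrays are of one series and all others of the other series, so series and state cannot be told apart there without the alignment. The paper states that the transitions define 3 developmental states. 

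**Figure D2:**
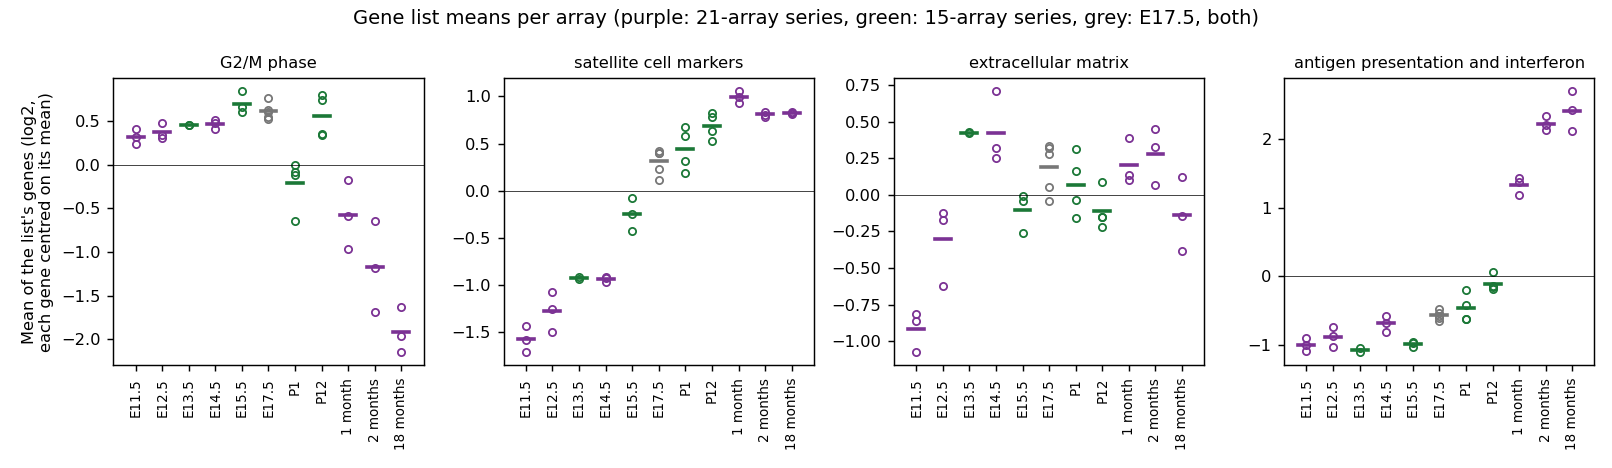
Mean of each gene list on every array, in log2 signal with each gene centred on its mean over the 36 arrays, by stage, for G2/M phase genes, satellite cell markers, extracellular matrix genes, and antigen presentation and interferon genes. Points are arrays (purple for the 21-array series, green for the 15-array series, grey for E17.5) and bars are stage means; the satellite cell markers go from -1.58 at E11.5 to 0.99 at 1 month.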

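Single genes of neurons, embryonic red cells and connective tissue stood out among those higher in embryonic cells. A collagen gene of the basement membrane did so among those higher in fetal-early postnatal cells, and genes of muscle fibers and granulocytes among those higher in adult cells. Over the 20 arrays, the basement membrane gene Col15a1 rose from embryonic to fetal-early postnatal cells by a log2 fold change of 6.46 (standard error 0.26, adjusted p = 2.29e-14), the corepressor gene Ripply3 by 4.86 (standard error 0.23, adjusted p = 1.77e-13) and the chemokine gene Cxcl1 by 5.31 (standard error 0.27, adjusted p = 1.03e-12). The embryonic globin gene Hbb-y fell, with a log2 fold change of -8.18 (standard error 0.22, adjusted p = 3.81e-17), as did the retinoic acid-binding protein gene Crabp1 with -6.33 (standard error 0.13, adjusted p = 1.23e-18). Twist1 and Twist2, which encode repressors of myogenic differentiation, had -5.52 (standard error 0.27, adjusted p = 4.09e-13) and -5.47 (standard error 0.18, adjusted p = 1.92e-15). The axon growth gene Gap43 (-4.79), the neurofilament gene Nefl (-4.76) and Osr1, of connective tissue (-4.97), fell in the same comparison. From fetal-early postnatal to adult cells the muscle fiber genes Pvalb (6.14, standard error 0.58, adjusted p = 3.37e-08) and Myh4 (5.98, standard error 0.37, adjusted p = 1.15e-10) rose. So did the granulocyte genes S100a8 (5.92), S100a9 (6.03) and Ngp (5.66), the AP-1 subunit gene Fosl1 (5.24) and the galanin gene Gal (4.95). The cells that carry the fiber and granulocyte transcripts were not identified. Nrk (-4.89, standard error 0.33, adjusted p = 3.74e-10), Agtr2 (-4.90) and the imprinted genes Dlk1 (-4.75), Peg10 (-4.26) and Nnat (-3.97) fell. All 36 arrays gave log2 fold changes of 4.84 for Col15a1, -6.81 for Hbb-y, -5.35 for Crabp1, 7.11 for Pvalb and -5.38 for Dlk1, each past an adjusted p of 0.05. Each gene named for the first comparison had the same sign inside both series, and in the 15-array series alone Cxcl1 did not pass (adjusted p = 0.0637). In all, the 20 arrays gave 752 genes higher and 1379 lower in fetal-early postnatal than in embryonic cells, 1346 genes higher and 461 lower in adult than in fetal-early postnatal cells, and 1706 genes higher and 1691 lower in adult than in embryonic cells. The 36 arrays gave 453 genes higher and 933 lower, 1584 genes higher and 788 lower, and 1707 genes higher and 1703 lower, of which 1314, 1683 and 3026 genes were called in the same direction over the 20 arrays. With the series as a block in the fit of 36 arrays they were 403 and 754, 1480 and 831, and 1709 and 1755. Inside the 21-array series they were 446 and 842, 1457 and 924, and 1687 and 1761. The paper's text gives no reason for the choice of stages behind Tables S1 to S6.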

Pairwise comparison between different signatures of up-regulated (UR) and down-regulated (DR) transcripts revealed the genes and pathways defining each developmental period, provided in Figure S4 and Tables S1–S3 (UR), and Tables S4–S6 (DR), respectively. Importantly, this *in silico* analysis also provides new markers for muscle progenitor/stem cell maturation in both UR (extracellular matrix formation, anatomical structure development, immune and inflammatory responses) and DR (cell cycle and DNA repair transcripts or developmental processes) pathways.

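Immune genes stood higher and cell division genes lower in adult than in fetal-early postnatal cells, while extracellular matrix genes went both ways. Among the 20 arrays, of 21 inflammatory mediators, 19 were higher and none lower over all genes (19 and 0 adjusted over the list alone). Their median was 2.10 (camera adjusted p = 1.06e-11, and adjusted p = 0.223 with an estimated correlation). Among them the chemokine gene Ccl2 had a log2 fold change of 3.93. Of 16 antigen presentation and interferon genes, 15 were higher and none lower over all genes (16 and 0 adjusted over the list alone). Their median was 2.07 (camera adjusted p = 5.04e-11, and adjusted p = 0.223 with an estimated correlation). Of 30 G2/M phase genes, 27 were lower and none higher over all genes (28 and 0 adjusted over the list alone). Their median was -1.11 (camera adjusted p = 1.46e-08, and adjusted p = 0.381 with an estimated correlation). Of 26 G1/S and S phase genes, 1 was higher and 23 lower over all genes (1 and 25 adjusted over the list alone). Their median was -0.68 (camera adjusted p = 8.53e-08, and adjusted p = 0.299 with an estimated correlation). DNA repair genes, 24 in number, went the same way, as 21 were lower and none higher over all genes (21 and 0 adjusted over the list alone). Their median was -0.75 (camera adjusted p = 2.34e-08, and adjusted p = 0.299 with an estimated correlation). Of 31 extracellular matrix genes, 10 were higher and 7 lower over all genes (11 and 7 adjusted over the list alone). Their median was 0.22 (camera adjusted p = 0.248). In the step from embryonic to fetal-early postnatal cells, 16 were higher and 10 lower over all genes (16 and 10 adjusted over the list alone). Their median was 0.42 (camera adjusted p = 0.0151, and adjusted p = 0.622 with an estimated correlation). The matrix call was lost with all 36 arrays, as 12 were higher and 13 lower over all genes (12 and 13 adjusted over the list alone), with a median of 0.071 (camera adjusted p = 0.528). The median was -0.11 with the series as a block (camera adjusted p = 0.781). The median was 0.21 inside the 21-array series, which did not pass (camera adjusted p = 0.0797). It was -0.61 inside the 15-array series (camera adjusted p = 0.0314, preset correlation only). Whether the series differ for this list was not tested. Markers of immune and vascular cells moved with the immune genes from fetal-early postnatal to adult cells, as among the 20 arrays, of 19 myeloid markers 18 were higher and none lower over all genes (19 and 0 adjusted over the list alone). Their median was 1.88 (camera adjusted p = 2.09e-09, and adjusted p = 0.27 with an estimated correlation). Of 20 endothelial markers, 20 were higher and none lower over all genes (20 and 0 adjusted over the list alone). Their median was 2.33 (camera adjusted p = 2.38e-12, and adjusted p = 0.27 with an estimated correlation). Which cells carry the immune transcripts was not measured. With all 36 arrays, of the inflammatory mediators 20 were higher and none lower over all genes (20 and 0 adjusted over the list alone). Their median was 2.87 (camera adjusted p = 7.92e-13, and adjusted p = 0.127 with an estimated correlation). Of the antigen presentation and interferon genes 16 were higher and none lower over all genes (16 and 0 adjusted over the list alone). Their median was 2.61 (camera adjusted p = 7.92e-13, and adjusted p = 0.127 with an estimated correlation). All 30 G2/M phase genes were lower in adult cells over the 36 arrays, and as many adjusted over the list alone. Their median was -1.55 (camera adjusted p = 7.92e-13, and adjusted p = 0.271 with an estimated correlation). The mitotic regulator genes Ect2 (-2.61, standard error 0.26, adjusted p = 7.13e-11) and Aurkb (-2.49, standard error 0.28, adjusted p = 1.17e-09) were among them. Of the G1/S and S phase genes 25 were lower and none higher over all genes (25 and 0 adjusted over the list alone). Their median was -1.14 (camera adjusted p = 8.64e-11, and adjusted p = 0.205 with an estimated correlation). Of the DNA repair genes 22 were lower and none higher over all genes (22 and 0 adjusted over the list alone). Their median was -1.10 (camera adjusted p = 1.8e-10, and adjusted p = 0.205 with an estimated correlation). For the extracellular matrix, 8 were higher and 8 lower over all genes (8 and 8 adjusted over the list alone). Their median was -0.029 while their mean (0.087) and camera's direction were positive (camera adjusted p = 0.689). The microfibril gene Fbn2 fell (-4.24, standard error 0.39, adjusted p = 7.73e-12). Inside the 21-array series the medians were 3.09 for inflammatory mediators, 2.79 for antigen presentation and interferon, -1.82 for G2/M phase, -1.34 for G1/S and S phase, -1.29 for DNA repair and -0.072 for extracellular matrix. Tables S1 to S6 hold 19 of the inflammatory mediators, 15 of the antigen presentation genes, 20 of the matrix genes, 12 of the G2/M phase genes, 7 of the G1/S genes and 8 of the DNA repair genes. 

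**Figure D3:**
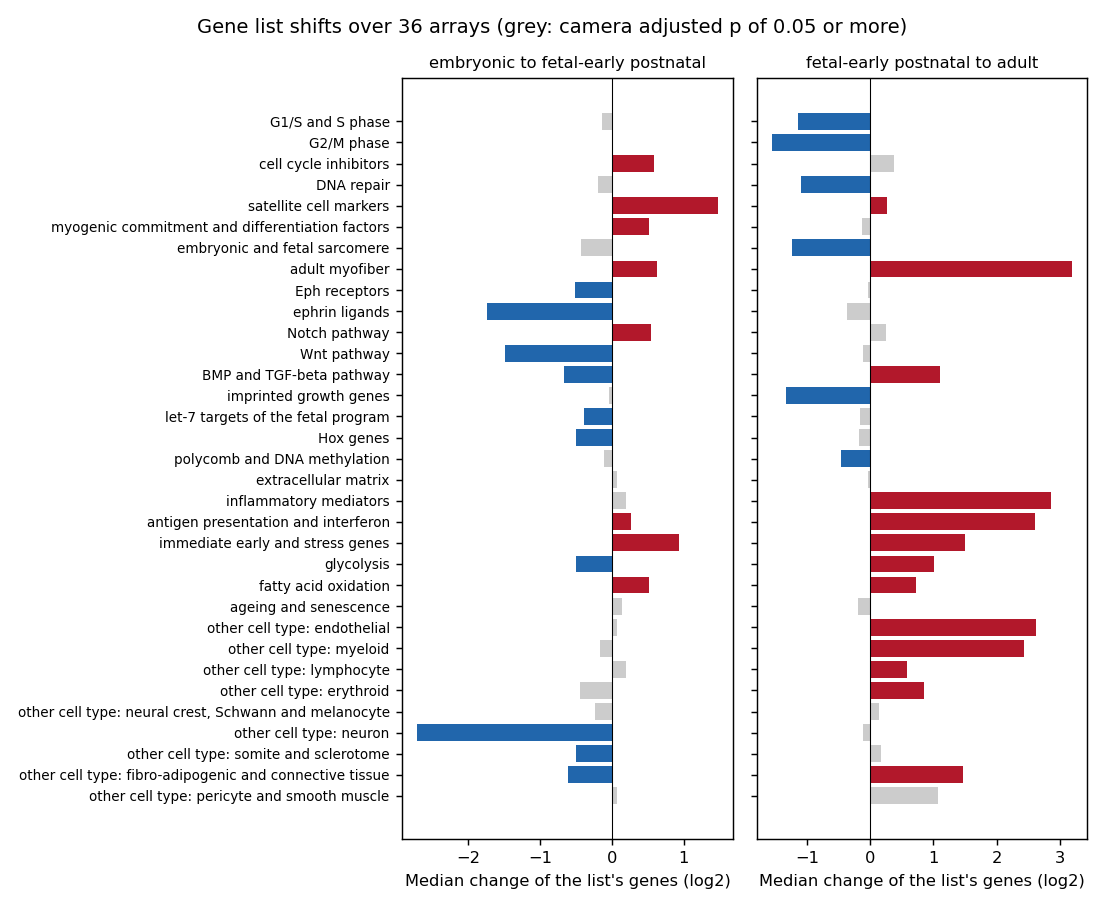
Median log2 fold change of the members of each gene list over all 36 arrays, from embryonic to fetal-early postnatal and from fetal-early postnatal to adult cells. Grey marks a list whose camera adjusted p with the preset correlation was 0.05 or more; the adult myofiber genes stand highest in the step to adult cells (median 3.20).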

The dynamics of our transcriptional profiling reveal that each stage of development is molecularly defined in a more progressive manner than previously recognized.

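Several gene lists changed between neighbouring stages. Whether a list changed more at one step than at another was not tested. The immediate early and stress genes, which respond quickly to stimulation, rose from E11.5 to E12.5 and again to E14.5. In the first of these steps, of 30 genes 9 were higher and none lower over all genes (18 and 0 adjusted over the list alone). Their median was 0.60 (camera adjusted p = 1.26e-18, and adjusted p = 0.0929 with an estimated correlation). In the next, 15 were higher and none lower over all genes (20 and 0 adjusted over the list alone). Their median was 0.69 (camera adjusted p = 1.28e-20, and adjusted p = 0.0429 with an estimated correlation). Of 31 extracellular matrix genes, 4 were higher and none lower over all genes (17 and 0 adjusted over the list alone). Their median was 0.48 (camera adjusted p = 5.03e-19, and adjusted p = 0.0929 with an estimated correlation) from E11.5 to E12.5. From there to E14.5, 10 were higher and none lower over all genes (15 and 0 adjusted over the list alone). Their median was 0.57 (camera adjusted p = 1.26e-17, and adjusted p = 0.0973 with an estimated correlation). One array of the middle stage, E12.5 replicate 3, stood nearer to E11.5. Its score was -1.64 for the stress genes, against -0.83 and -1.11 in the other 2, and -0.62 for the matrix genes, against -0.12 and -0.17. Without it the medians of the 2 steps were 0.77 and 0.64 for the stress genes and 0.62 and 0.41 for the matrix genes, and all 4 passed. The tissue was minced and digested before sorting, and whether this handling moves the stress genes was not tested. From E14.5 to E17.5, of 23 satellite cell markers 16 were higher and none lower over all genes (17 and 1 adjusted over the list alone). Their median was 0.99 (camera adjusted p = 8.19e-13, and adjusted p = 0.0104 with an estimated correlation). Over that step, of 23 Wnt pathway genes 2 were higher and 16 lower over all genes (2 and 17 adjusted over the list alone). Their median was -1.31 (camera adjusted p = 8.69e-12, and adjusted p = 0.00261 with an estimated correlation). Within the 15-array series the Wnt pathway genes fell from E13.5 to E15.5, where 15 were lower and none higher over all genes (18 and 2 adjusted over the list alone). Their median was -1.02 (camera adjusted p = 2.51e-14, and adjusted p = 0.00446 with an estimated correlation). G2/M phase genes were lower at P1 than at E17.5, as of 30 genes 16 were lower and none higher over all genes (27 and 0 adjusted over the list alone). Their median was -0.64 (camera adjusted p = 2.94e-17, and adjusted p = 0.233 with an estimated correlation). At P12 they were higher than at P1, as 22 were higher and none lower over all genes (28 and 0 adjusted over the list alone). Their median was 0.82 (camera adjusted p = 1.13e-19, and adjusted p = 0.178 with an estimated correlation). P1 replicate 1 had a G2/M score of -0.64, against -0.0018, -0.12 and -0.082 in the other 3 arrays of P1. Without it the median was -0.55 to P1 (camera adjusted p = 2.51e-14) and 0.67 from P1 to P12 (camera adjusted p = 3.42e-15). Without E17.5 replicate 4 or replicate 5, 1 or 3 of the genes were lower at P1 over all genes, with a median of -0.66 or -0.65. In the 21-array series, from E17.5 to 1 month, of the G2/M phase genes 29 were lower and none higher over all genes (29 and 0 adjusted over the list alone). Their median was -1.18 (camera adjusted p = 1.07e-13, and adjusted p = 0.181 with an estimated correlation). Of 17 imprinted growth genes, which are expressed from a single parental allele, 13 were lower and none higher over all genes (14 and 0 adjusted over the list alone). Their median was -0.97 (camera adjusted p = 6.07e-11, and adjusted p = 0.00935 with an estimated correlation) over the same step. From 1 to 2 months, 6 were lower and none higher over all genes (8 and 0 adjusted over the list alone). Their median was -0.42 (camera adjusted p = 1.01e-06, and adjusted p = 0.0747 with an estimated correlation). Markers of other cell types moved at several of these steps. From E11.5 to E12.5, along with the stress and matrix genes, of 14 fibro-adipogenic and connective tissue markers 3 were higher and none lower over all genes (3 and 0 adjusted over the list alone). Their median was 0.38 (camera adjusted p = 5.85e-05, and adjusted p = 0.294 with an estimated correlation). Of 12 pericyte and smooth muscle markers 2 were higher and none lower over all genes (3 and 0 adjusted over the list alone). Their median was 0.23 (camera adjusted p = 0.000769, and adjusted p = 0.253 with an estimated correlation). In the next step, to E14.5, of the connective tissue markers 3 were higher and none lower over all genes (3 and 0 adjusted over the list alone). Their median was 0.49 (camera adjusted p = 0.000393, and adjusted p = 0.299 with an estimated correlation). The pericyte list did not pass in this step (median 0.018, camera adjusted p = 0.318). For the connective tissue markers too, E12.5 replicate 3 stood nearer to E11.5, with a score of -0.12 against 0.70 and 0.41, and without it the 2 medians were 0.54 and 0.32. Without E12.5 replicate 1 the first was 0.24. The neuron list (median -0.61, camera adjusted p = 7.35e-05), the neural crest, Schwann and melanocyte list (median -0.31, camera adjusted p = 0.00287) and the somite and sclerotome list (median -0.18, camera adjusted p = 0.000945) fell from E11.5 to E12.5. These falls are given with the preset correlation only. The lists of this step also given with an estimated correlation did not pass with it. The myeloid list rose (median 0.43, camera adjusted p = 0.00022), a call lost without E11.5 replicate 1 (camera adjusted p = 0.114). The endothelial list also rose (median 0.12, camera adjusted p = 0.0381), but leaving out any 1 of 4 arrays lost that call. These rises, too, are given with the preset correlation only. The neuron list also fell to E14.5 (median -0.31, camera adjusted p = 0.028), a call lost without E12.5 replicate 3 (median 0.048, camera adjusted p = 0.85) or E14.5 replicate 1 (camera adjusted p = 0.0817). So did the erythroid list (median -0.23, camera adjusted p = 0.0336), but leaving out any 1 of 3 arrays lost that call. The neuron and erythroid calls to E14.5 are likewise given with the preset correlation only. Between E13.5 and E15.5, again along with the Wnt pathway genes, of the neuron markers 1 was higher and 6 lower over all genes (1 and 7 adjusted over the list alone). Their median was -0.40 (camera adjusted p = 5.55e-05, and adjusted p = 0.0171 with an estimated correlation). Of the connective tissue markers 7 were lower and none higher over all genes (11 and 1 adjusted over the list alone). Their median was -0.86 (camera adjusted p = 4.92e-09, and adjusted p = 0.00446 with an estimated correlation). From E14.5 to E17.5, along with the Wnt pathway genes, of 13 neuron markers 1 was higher and 10 lower over all genes (1 and 11 adjusted over the list alone). Their median was -2.66 (camera adjusted p = 8.08e-09, and adjusted p = 0.0984 with an estimated correlation). Of 14 fibro-adipogenic and connective tissue markers 9 were lower and none higher over all genes (10 and 0 adjusted over the list alone). Their median was -1.38 (camera adjusted p = 3.55e-07, and adjusted p = 0.214 with an estimated correlation). Of 14 somite and sclerotome markers 6 were lower and none higher over all genes (6 and 0 adjusted over the list alone). Their median was -0.12 (camera adjusted p = 0.046, and adjusted p = 0.214 with an estimated correlation). The somite call was lost without E14.5 replicate 1 (camera adjusted p = 0.0525), E17.5 replicate 1 (0.0502) or E17.5 replicate 3 (0.1). From E15.5 to E17.5, of 19 myeloid markers 5 were higher and none lower over all genes (9 and 0 adjusted over the list alone). Their median was 0.55 (camera adjusted p = 8.85e-10, and adjusted p = 0.0246 with an estimated correlation). From E17.5 to 1 month, 15 were higher and none lower over all genes (16 and 0 adjusted over the list alone). Their median was 1.55 (camera adjusted p = 3.15e-10, and adjusted p = 0.124 with an estimated correlation). Of 20 endothelial markers, 14 were higher and none lower over all genes (17 and 0 adjusted over the list alone). Their median was 1.03 (camera adjusted p = 2.44e-24, and adjusted p = 0.0796 with an estimated correlation) in the first of these steps. In the other, 19 were higher and none lower over all genes (19 and 0 adjusted over the list alone). Their median was 2.03 (camera adjusted p = 2.13e-13, and adjusted p = 0.136 with an estimated correlation). The pericyte list rose from E15.5 to E17.5 (median 0.42, camera adjusted p = 0.000344), and the connective tissue list from E17.5 to 1 month (median 1.07, camera adjusted p = 4.96e-05). The pericyte and connective tissue rises are given with the preset correlation only. With an estimated correlation the endothelial list passed in neither step and the myeloid list in the first alone. At E15.5 the endothelial scores ran from -1.56 to -1.46, against -0.32 to -0.13 at E14.5, of the other series. The myeloid scores ran from -1.75 to -1.35 at E15.5, against -0.37 to 0.0034 at E14.5. So whether the rises from E15.5 to E17.5 follow the stages or a difference between the series cannot be told. Along with the G2/M phase genes, the myeloid list rose from E17.5 to P1 (median 0.31, camera adjusted p = 7.63e-05) and fell from P1 to P12 (median -0.29, camera adjusted p = 0.000154), as did the connective tissue list from P1 to P12 (median -0.27, camera adjusted p = 0.000341). Over the latter step the endothelial list rose (median 0.27, camera adjusted p = 0.00282), a call lost without P12 replicate 4 (camera adjusted p = 0.0602). The marker calls around P1 are given with the preset correlation only. With an estimated correlation the G2/M list did not pass in either step. While the imprinted genes fell from 1 to 2 months, the endothelial (median 1.04, camera adjusted p = 2.06e-11), myeloid (median 0.91, camera adjusted p = 2.06e-13), lymphocyte (median 0.84, camera adjusted p = 3.15e-06) and connective tissue (median 0.68, camera adjusted p = 2.13e-05) lists rose. These rises are given with the preset correlation only, and the imprinted list did not pass with an estimated one. Without 2 months replicate 1 the endothelial median was 0.66, and without 2 months replicate 3 that of the lymphocyte list was 0.46. Each comparison lies inside 1 series, with 2 to 4 arrays per stage.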

### Type A-Ephrins and Eph receptors expression during myogenesis

We have identified a set of transcripts specifically associated with the embryonic and fetal stages of development or the satellite cell lineage. Interestingly, Ephrin family members showed a very dynamic behavior throughout development and postnatal myogenesis, including *EphA*s and *EfnA*s (Figure 2). 

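EphA2, which encodes a receptor tyrosine kinase for ephrin-A ligands and lies on chromosome 4 of GRCm38.p6 from 141301221 to 141329384, had a signal of 5.31 ± 0.12 (SD, n = 5) at E17.5 and of 7.79 ± 0.24 (SD, n = 3) at 1 month. Between the 3 arrays of each stage in the 21-array series this is a log2 fold change of 2.48 (standard error 0.16, adjusted p = 1.43e-09). Endothelial markers rose from E17.5 to 1 month too, and the cells that carry the EphA2 transcript were not identified. EphA3 (chromosome 16, 63543532 to 63864175) fell over the same step, from 7.27 to 4.73 (log2 fold change of -2.54, standard error 0.20, adjusted p = 1.68e-08). Between E11.5 and E17.5 it had already fallen (-1.33, standard error 0.20, adjusted p = 4.11e-05). EphA7 (chromosome 4, 28813066 to 28967503) likewise fell from E11.5 to E17.5, with a log2 fold change of -1.19 (standard error 0.11, adjusted p = 9.04e-08), and from E17.5 to 1 month (-0.49, standard error 0.11, adjusted p = 0.00219). EphA5 (chromosome 5, 84054761 to 84417818) did not pass from E11.5 to E17.5 (-0.31, standard error 0.13, adjusted p = 0.0776) or from E17.5 to 1 month (-0.10, standard error 0.13, adjusted p = 0.639). From E11.5 to 18 months it passed (-0.46, standard error 0.13, adjusted p = 0.00491). Of its 4 probe sets, 2 fell from E11.5 to 2 months (-0.92 and -0.38), and the others, at -0.24 and -0.088, did not pass. EphA1 (chromosome 6, 42358487 to 42373314) did not pass from E17.5 to 1 month (log2 fold change of 0.22, standard error 0.14, adjusted p = 0.264). Its log2 fold change from E11.5 to 18 months was 0.34 (standard error 0.14, adjusted p = 0.0403). That call was lost by leaving out single arrays, with an adjusted p of 0.0985 without 18 months replicate 2, 0.171 without 18 months replicate 3, 0.0795 without E11.5 replicate 1 and 0.178 without E11.5 replicate 3. The EphA1 probe set of lowest mean signal rose from E11.5 to 2 months (0.60, adjusted p = 0.00937). Its other probe sets, at 0.10 and 0.0051, did not pass. From embryonic to fetal-early postnatal cells, of 13 Eph receptor genes 7 were lower and none higher over all genes (7 and 0 adjusted over the list alone) over the 20 arrays of E11.5, E12.5, P1, P12, 1 month and 2 months, and their median was -0.45 (camera adjusted p = 0.00271, and adjusted p = 0.0518 with an estimated correlation). With all 36 arrays 9 were lower and none higher over all genes (9 and 0 adjusted over the list alone). Their median was -0.51 (camera adjusted p = 0.000938, and adjusted p = 0.0579 with an estimated correlation). With the series as a block the median was -0.63, inside the 21-array series -0.48 and inside the 15-array series -0.81. From fetal-early postnatal to adult cells 3 were higher and 6 lower over all genes (4 and 6 adjusted over the list alone). Their median was -0.032 (camera adjusted p = 0.689). Tables S1 to S6 hold 6 of these 13 genes.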

We could distinguish two distinct behaviors: first, a set of *EphA* transcripts that are up-regulated during the acquisition of muscle stem cell properties (*EphA1* and *EphA2*, Figures 2A,B); second, an independent set that is down-regulated over the same period (*EphA3, EphA4, EphA5*, and *EphA7*, Figures 2C–F). EPHA4 has been reported to bind both EFNA and EFNB ligands subtypes (Singla et al., 2010). This receptor was expressed in the developing embryo, and repressed during postnatal growth (Figure 2D). 

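The signal of EphA4 (chromosome 1 of GRCm38.p6 from 77367182 to 77515107) was 5.22 ± 0.20 (SD, n = 4) at P1, 5.07 ± 0.19 (SD, n = 4) at P12 and 5.14 ± 0.14 (SD, n = 3) at 1 month. Neither the step from E17.5 to P1 in the 15-array series (log2 fold change of 0.11, standard error 0.14, adjusted p = 0.75) nor that from E17.5 to 1 month in the 21-array series (log2 fold change of 0.025, standard error 0.14, adjusted p = 0.928) passed the test. It was 5.66 ± 0.13 (SD, n = 3) at 2 months and 6.27 ± 0.12 (SD, n = 3) at 18 months. The step from 1 to 2 months (0.52, standard error 0.14, adjusted p = 0.0218) was lost by leaving out single arrays, with an adjusted p of 0.0893 without 1 month replicate 1, 0.0712 without 2 months replicate 1 and 0.078 without 2 months replicate 3. That from 2 to 18 months (0.61, standard error 0.14, adjusted p = 0.0264) was lost too, with an adjusted p of 0.0944 without 18 months replicate 1, 0.0948 without 18 months replicate 2, 0.0747 without 2 months replicate 1 and 0.0796 without 2 months replicate 2. Over the whole span from 1 to 18 months the log2 fold change of 1.14 (standard error 0.14, adjusted p = 1.14e-05) held without any single array of both stages.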

We found that *EphA4* is strongly expressed during early embryonic development (E11.5) and ceases its expression at the late fetal stage. 

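EphA4 had its highest stage mean at E11.5, 8.80 ± 0.21 (SD, n = 3), and reached 5.11 ± 0.16 (SD, n = 5) at E17.5, over both series. Inside the 21-array series this is a log2 fold change of -3.69 (standard error 0.14, adjusted p = 7.92e-13), of which -2.33 (standard error 0.14, adjusted p = 6.36e-10) fell between E14.5 and E17.5. The 15-array series showed a fall from E13.5 to E15.5 with a log2 fold change of -1.98 (standard error 0.15, adjusted p = 1.6e-07). These values carry no detection call, so they do not tell a silent gene from a weak one.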

In our transcriptome data, *EfnA2, EfnA3, EfnA4*, and *EfnA5* ligands expression were also down-regulated during fetal development, being no longer expressed during aging (Figures 2H–K). 

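EfnA3, EfnA4 and EfnA5, which encode membrane-anchored ligands of Eph receptors, fell between E11.5 and E17.5, and EfnA2 and EfnA5 fell again from E17.5 to 1 month. In the 21-array series, with 3 arrays per stage, EfnA3 (chromosome 3 of GRCm38.p6 from 89313899 to 89322939) had a log2 fold change of -2.18 (standard error 0.17, adjusted p = 8.95e-09), EfnA4 (chromosome 3, 89333393 to 89338028) one of -2.30 (standard error 0.15, adjusted p = 6.58e-10) and EfnA5 (chromosome 17, 62602957 to 62881317) one of -2.51 (standard error 0.14, adjusted p = 1.18e-10). EfnA2 (chromosome 10, 80179482 to 80190010) had one of -1.10 (standard error 0.15, adjusted p = 8.19e-06). From E17.5 to 1 month the change was -1.13 (standard error 0.15, adjusted p = 7.44e-06) for EfnA2 and -1.01 (standard error 0.14, adjusted p = 1.89e-05) for EfnA5. At 18 months the signals were 5.80 ± 0.13 (SD, n = 3) for EfnA2, 5.13 ± 0.025 (SD, n = 3) for EfnA3, 4.29 ± 0.18 (SD, n = 3) for EfnA4 and 4.89 ± 0.18 (SD, n = 3) for EfnA5, and none of these genes passed the test from 2 to 18 months. Of 8 ephrin ligand genes, 7 were lower and none higher over all genes (7 and 0 adjusted over the list alone) from embryonic to fetal-early postnatal cells over the 20 arrays of Tables S1 to S6. Their median was -2.17 (camera adjusted p = 2.57e-06, and adjusted p = 0.00852 with an estimated correlation). In the fit of 36 arrays 7 were lower and none higher over all genes (7 and 0 adjusted over the list alone). Their median was -1.73 (camera adjusted p = 3.87e-07, and adjusted p = 0.0195 with an estimated correlation). With the series as a block the median was -1.64, inside the 21-array series -1.80 and inside the 15-array series -1.36. From fetal-early postnatal to adult cells 2 were higher and 4 lower over all genes (2 and 4 adjusted over the list alone). Their median was -0.37 (camera adjusted p = 0.689). All 8 genes are in Tables S1 to S6, so this list is no independent evidence for them. The fall of EfnA5 was smaller inside the 15-array series (-1.49) than inside the 21-array series (-2.65).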

Interestingly, only *EfnA1* became up-regulated during the perinatal transition that characterizes the emergence of satellite cells (Figure 2G).

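EfnA1 (chromosome 3 of GRCm38.p6 from 89271730 to 89280951) rose from 4.95 ± 0.087 (SD, n = 5) at E17.5 to 6.38 ± 0.25 (SD, n = 3) at 1 month, with a log2 fold change of 1.43 (standard error 0.18, adjusted p = 3.89e-06) between 3 arrays of each stage. Before that step it did not pass the test from E11.5 to E17.5 (log2 fold change of 0.30, standard error 0.18, adjusted p = 0.231), and in the 15-array series it did not pass from E17.5 to P1 (log2 fold change of -0.13, standard error 0.17, adjusted p = 0.738) or from P1 to P12 (log2 fold change of 0.17, standard error 0.14, adjusted p = 0.521). EfnA1 lies next to EfnA3 and EfnA4 on its chromosome. Of the 5 ephrin-A genes, it was the one that rose from E17.5 to 1 month. Endothelial markers rose over that step too, and the cells that carry the EfnA1 transcript were not identified.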

**Figure 2:**
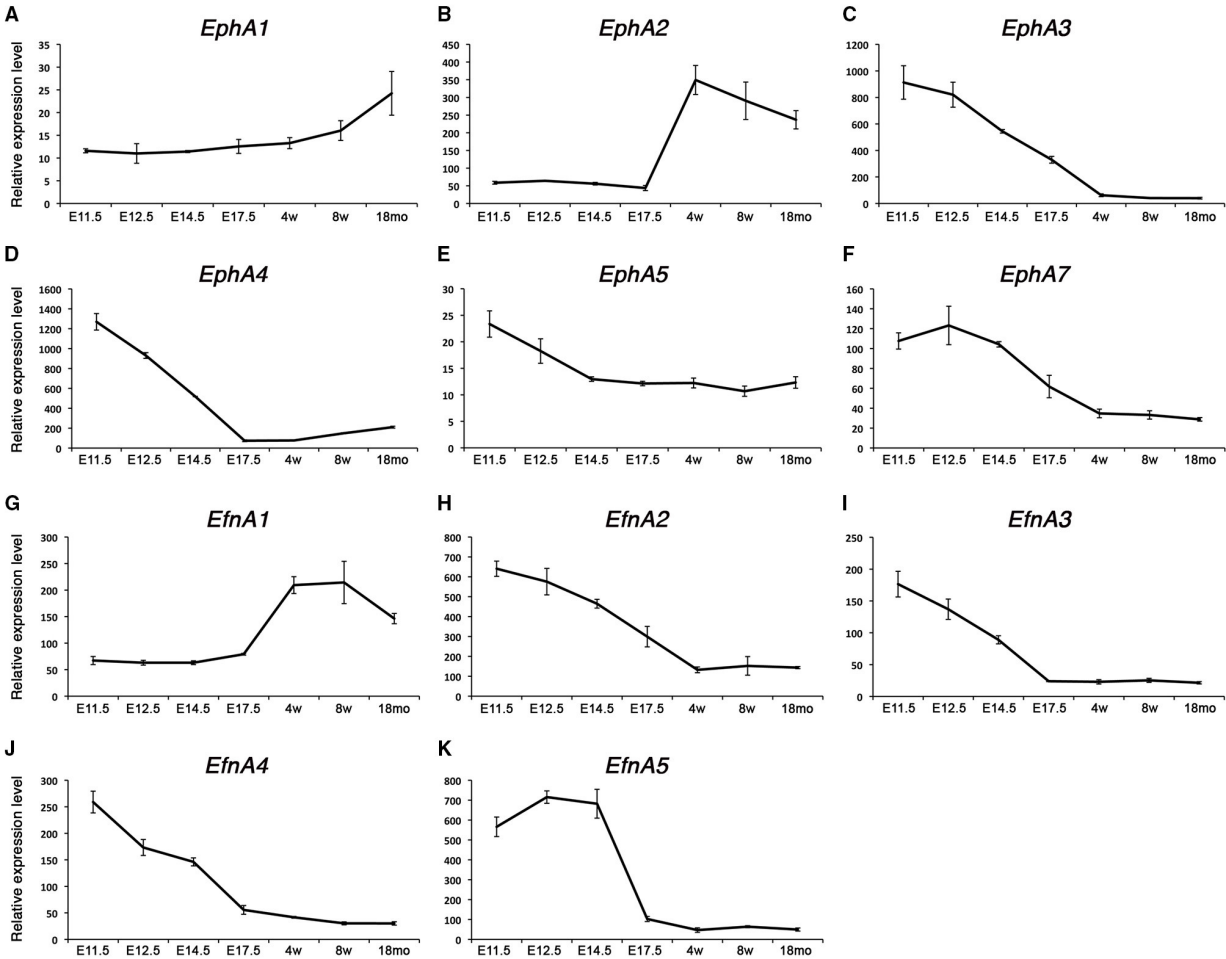
**Expression profile of *EphA* receptors and ephrins in skeletal muscle**. Total RNA from FACS-sorted Pax3-GFP+ cells was used to perform microarray experiments. **(A–F)** Gene expression profiles of type-A Eph receptors from the microarray data during embryonic and postnatal myogenesis. *EphA1* and *EphA2* were up-regulated during the perinatal transition, unlike the rest of the receptors which became down-regulated. **(G–K)** Gene expression dynamics of type-A ephrins during embryonic and postnatal myogenesis. *EfnA1* was up-regulated during the perinatal transition, unlike the rest of the ligands which became down-regulated. *EphA2* and *EfnA1* decline with age. E, Embryonic days; w, age in weeks; mo, age in months.

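From 1 to 18 months, with 3 arrays each, EphA2 had a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.0295) and EfnA1 one of -0.58 (standard error 0.18, adjusted p = 0.0258). Both calls were lost by leaving out single arrays. For EphA2 the adjusted p was 0.0645 without 1 month replicate 2, 0.144 without 1 month replicate 3, 0.0649 without 18 months replicate 2 and 0.174 without 18 months replicate 3. For EfnA1 it was 0.0985 without 1 month replicate 2, 0.0976 without 1 month replicate 3, 0.107 without 18 months replicate 2 and 0.0711 without 18 months replicate 3. Neither gene passed the test from 2 to 18 months, where the change was -0.25 (standard error 0.16, adjusted p = 0.59) for EphA2 and -0.56 (standard error 0.18, adjusted p = 0.125) for EfnA1. At 18 months the signal of EphA2 was 7.26 ± 0.35 (SD, n = 3) and that of EfnA1 5.81 ± 0.20 (SD, n = 3).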

### Type B-Ephrins and Eph receptors expression during myogenesis

Expression of *EphB*s and *EfnB*s at different stages is shown in Figure 3. Among those, the transmembrane receptor *EphB1* presents a unique dynamic expression profile: initially expressed early during myogenic development, then down-regulated during the fetal stage, and finally re-expressed in postnatal satellite cells (Figure 3A). By contrast, *EphB2, EphB3*, and *EphB4* are highly expressed during early development and progressively repressed as development proceeds (Figures 3B–D). 

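EphB1, which encodes a receptor for the transmembrane ephrins and lies on chromosome 9 of GRCm38.p6 from 101922128 to 102354693, fell from 7.67 ± 0.52 (SD, n = 3) at E11.5 to 5.54 ± 0.52 (SD, n = 5) at E17.5. In the 21-array series this is a log2 fold change of -2.13 (standard error 0.30, adjusted p = 1.6e-05), followed by a rise from E17.5 to 1 month of 2.27 (standard error 0.30, adjusted p = 9.41e-06). Inside the 15-array series EphB1 rose from P1 to P12, from 5.71 ± 0.38 (SD, n = 4) to 8.00 ± 0.23 (SD, n = 4), with a log2 fold change of 2.29 (standard error 0.20, adjusted p = 4.33e-06). It had 0.16 (standard error 0.25, adjusted p = 0.788) from E17.5 to P1, which did not pass, so that the rise in these arrays lay after P1. A single probe set measures the gene. Because P12 counts as fetal-early postnatal, the fall from embryonic to fetal-early postnatal cells was -0.85 (standard error 0.43, adjusted p = 0.101) over the 20 arrays of Tables S1 to S6 and -1.19 (standard error 0.30, adjusted p = 0.00109) over all 36.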

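EphB3 (chromosome 16 of GRCm38.p6 from 21204620 to 21223309) fell from 8.53 ± 0.33 (SD, n = 3) at E11.5 to 7.26 ± 0.19 (SD, n = 5) at E17.5, with a log2 fold change of -1.27 (standard error 0.19, adjusted p = 2.49e-05) between 3 arrays of each stage in the 21-array series. EphB4, best known from veins (chromosome 5, 137350109 to 137374522), fell from 9.08 ± 0.061 (SD, n = 3) to 8.01 ± 0.16 (SD, n = 5), with a log2 fold change of -1.07 (standard error 0.15, adjusted p = 1.96e-05). In the 15-array series both fell from E13.5 to E15.5, with -1.0 (standard error 0.20, adjusted p = 0.00185) for EphB3 and -0.97 (standard error 0.15, adjusted p = 0.000191) for EphB4. From E17.5 to 1 month, EphB3 had -0.62 (standard error 0.19, adjusted p = 0.0161). That call was lost by leaving out single arrays, with an adjusted p of 0.104 without 1 month replicate 1, 0.0515 without E17.5 replicate 1 and 0.0567 without E17.5 replicate 3. EphB4 did not pass over this step (-0.31, standard error 0.15, adjusted p = 0.146). One P1 array, replicate 3, lay apart from the other 3 in EphB4.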

We confirmed that *EphB1* was first expressed during the early stages of embryonic muscle development (Figure S5A), and down-regulated in the fetal stages. While it was weakly expressed in the early immature satellite cells (i.e., P2–P4), it was strongly up-regulated by P14, with expression then maintained, albeit at a lower level, in adult satellite cells. Interestingly, aged satellite cells (18 months old) show a marked decrease in *EphB1* expression (Figure S1A), corresponding to the timing when satellite cells start losing their regenerative capacity (Sousa-Victor et al., 2014).

**Figure 3:**
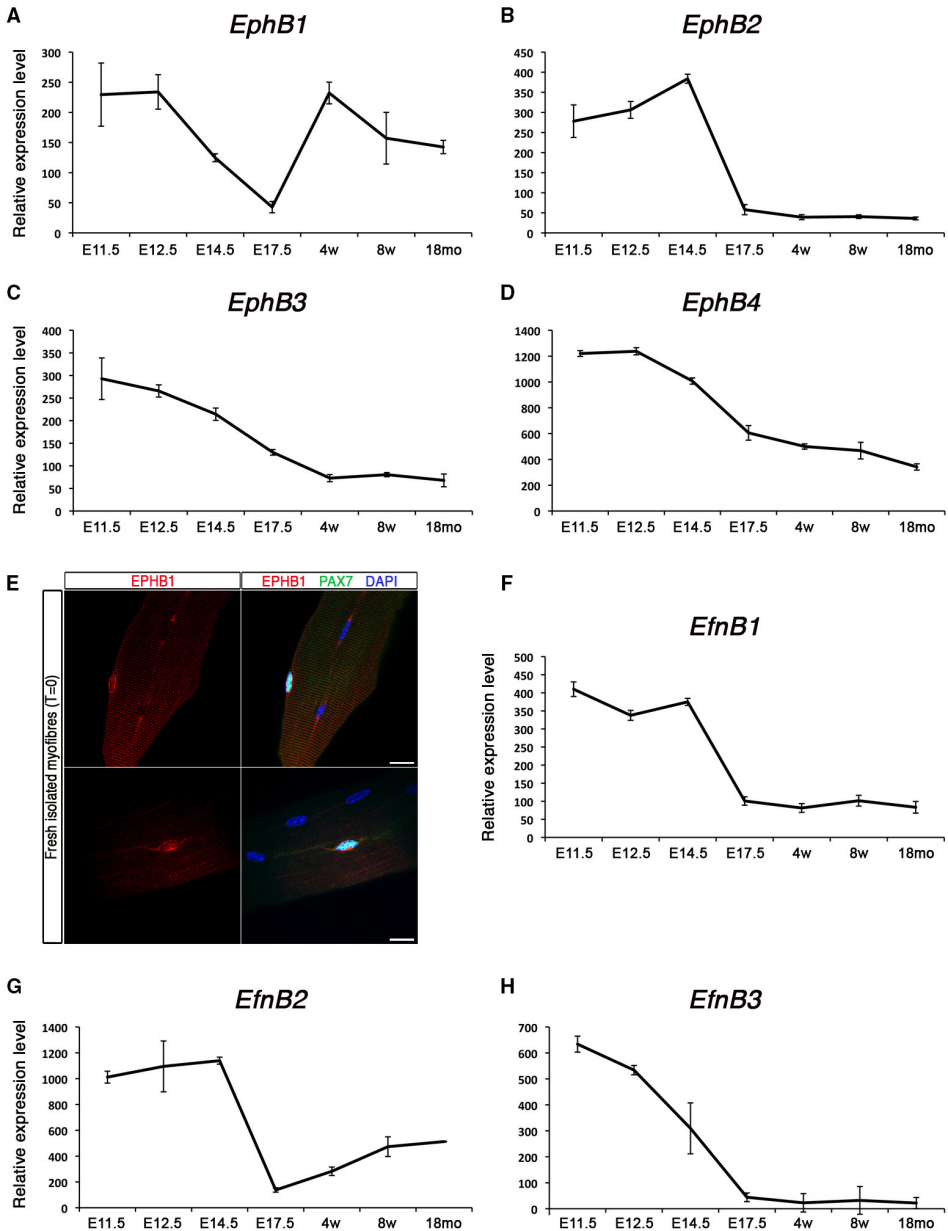
**Expression profile of *EphB* receptors and ephrins in skeletal muscle**. Total RNA from FACS-sorted Pax3-GFP+ cells was used to perform microarray experiments. **(A–D)** Gene expression profiles of type-B Eph receptors during embryonic and postnatal myogenesis. *EphB1* was up-regulated during the perinatal transition, unlike the rest of the receptors which became down-regulated. **(E)** Expression of EPHB1 receptor in quiescent satellite cells on fresh isolated EDL myofibers (T = 0) by co-immunostaining for EPHB1 (red) and PAX7 (green). Nuclei were labeled in blue with DAPI. Scale bars, 10 μm. **(F–H)** Gene expression dynamics of type-B ephrins during embryonic and postnatal myogenesis. All these ephrins were down-regulated during the perinatal transition. E, Embryonic days; w, age in weeks; mo, age in months.

We used immunostaining on cultured floating myofibers to characterize expression of EPHB1 in muscle stem cells. This culture system recapitulates satellite cell activation, self-renewal and differentiation, similar to the situation observed during muscle regeneration in the adult (Zammit et al., 2004). After 72 h, satellite cells were activated and proliferating (PAX7+ and MYOD+); some cells activated myogenin (MYOG+) and down-regulated PAX7, thus differentiating, and other cells will adopt a divergent fate, withdrawing from cell cycle and maintaining the expression of PAX7 while down-regulating MYOD (Zammit et al., 2004). Co-immunostaining of EPHB1 with PAX7, a specific marker of satellite cells, was observed on isolated fibers (Figure 3E), in 80% of the cells. However, expression was also observed in PAX7, MYOD, and MYOG positive myogenic cells at T = 72 (Figure S5B), demonstrating that EPHB1 was not restricted to quiescent satellite cells, but maintained during the different steps of satellite cell activation and differentiation.

Finally, the kinetics of the ligands for type B-ephrins behaved similarly to most of the type A, being down-regulated during the perinatal transition to the emergence of satellite cells (Figures 3F–H).

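EfnB1, EfnB2 and EfnB3, which encode transmembrane ephrins, fell before birth. From E11.5 to E17.5, with 3 arrays per stage, EfnB1 (chromosome X of GRCm38.p6 from 99136061 to 99149022) had a log2 fold change of -1.41 (standard error 0.14, adjusted p = 1.22e-07), EfnB2 (chromosome 8, 8617235 to 8661242) one of -3.02 (standard error 0.20, adjusted p = 8.32e-10) and EfnB3 (chromosome 11, 69554092 to 69561150) one of -3.72 (standard error 0.15, adjusted p = 2.51e-12). Most of this lay between E14.5 and E17.5, with -1.28 (standard error 0.14, adjusted p = 8.85e-07) for EfnB1, -3.35 (standard error 0.20, adjusted p = 7.27e-10) for EfnB2 and -2.63 (standard error 0.15, adjusted p = 6.15e-10) for EfnB3. From E17.5 to 1 month EfnB1 did not pass (-0.16, standard error 0.14, adjusted p = 0.456), EfnB3 fell further (-0.82, standard error 0.15, adjusted p = 0.000337) and EfnB2 rose (1.15, standard error 0.20, adjusted p = 0.000173), from 6.11 to 7.25 ± 0.34 (SD, n = 3). EfnB2 then had 8.12 ± 0.27 (SD, n = 3) at 2 months and 8.11 ± 0.20 (SD, n = 3) at 18 months. Endothelial markers also rose from E17.5 to 1 month, and which cells carry the EfnB2 transcript was not measured. From embryonic to fetal-early postnatal cells the fall of EfnB2 was -1.10 inside the 15-array series and -3.14 inside the 21-array series.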

### EPHB1 regulates myogenesis in C2C12 cells

C2C12 myoblasts are a classic model to analyze skeletal muscle differentiation (McMahon et al., 1994). Proliferating C2C12 cells were maintained in mitogen-rich medium, but differentiation was induced by switching into a serum poor-medium, thereby inducing MYOG expression and fusion into myotubes. Under long-term differentiation conditions, a reserve cell population emerges that shares some molecular and cellular features with quiescent satellite cells: for example, reserve cells express PAX7, are mitotically quiescent and aligned to the myotubes without fusing (Yoshida et al., 1998; Olguin and Olwin, 2004; Shefer et al., 2006).

EPHB1 is expressed in both quiescent and activated satellite cells (Figures 3A,E and Figure S5). The extracellular region of the Eph receptor contains a globular ligand-binding domain, a cysteine-rich region (EGF-like motif), and two fibronectin-type III repeats (Figure S1). The intracellular region contains a tyrosine kinase domain, a SAM (Sterile Alpha Motif) protein-protein interaction domain and a C-terminal PDZ-binding motif (Figure S1A). To assess EPHB1 function in myogenic cells, we generated a dominant negative form of this receptor (EphB1DN) by removing the intracellular domain of the protein (Figure S1B) (Vindis et al., 2003, 2004; Haldimann et al., 2009; Oda-Ishii et al., 2010). Binding of ephrins to Eph receptors induces heterotetramers to initiate the signal cascade, which then will oligomerize and assemble in large signaling clusters (Pitulescu and Adams, 2010). EphB1 truncated receptor (EphB1DN) is therefore able to bind ephrin ligands, but cannot forward signal (Haldimann et al., 2009; Oda-Ishii et al., 2010). We induced expression of EphB1DN or control constructs using retroviral-mediated delivery in the C2C12 myoblastic cell line (Figure 4). EphB1DN was cloned into a modified retroviral vector carrying either an IRES-GFP or CFP to identify transduced cells and packaged using standard methods (Pear et al., 1998; Zammit et al., 2006b). These retroviral constructs were tested in C2C12 and transduction of more than 90% of the cells was observed (Figure S6). Co-staining with EPHB1 antibody showed the expression of the receptor in C2C12 cells (Figure S6A). As our antibody is directed against the last 10 residues of the intracellular domain, a C-terminal 3HA-tagged version of EphB1DN was generated. Figure S6B shows a similar localization to the one of EPHB1 in transduced cells.

**Figure 4:**
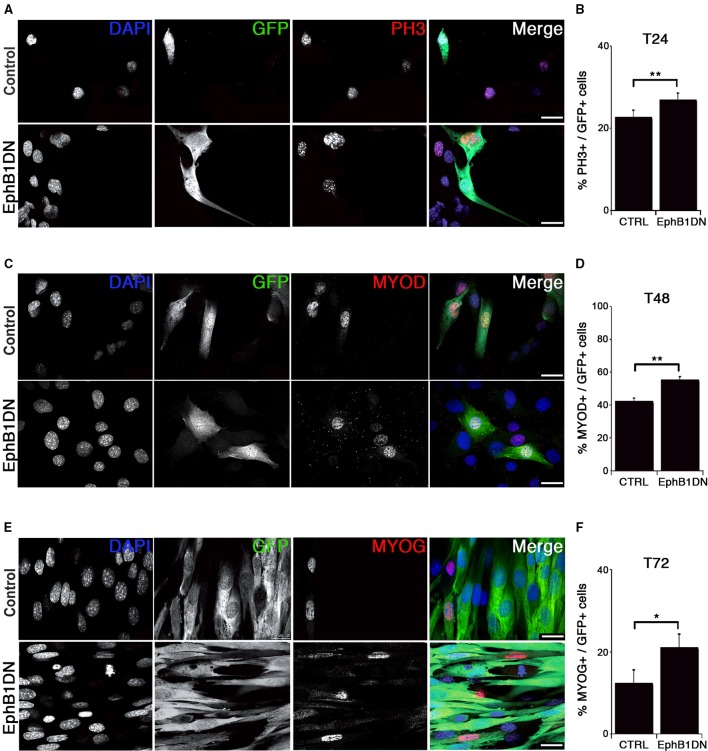
**Impairment of EPHB1 function increases proliferation and myogenic differentiation**. **(A–F)** Overexpression of dominant negative EPHB1 (EphB1DN) using retroviruses in C2C12 cells during proliferation at T = 24 h **(A,B)**, T = 48 h **(C,D)**, and during differentiation at T = 72 h **(E,F)**. For each time point, immunostaining and the corresponding quantifications are shown. Control corresponds to infection by a GFP-expressing empty vector. Nuclei are labeled with DAPI (blue). Cell percentages represent the proportion of transduced cells (GFP+) that co-express PH3 **(B)**, MYOD **(D)**, or MYOG **(F)**. *p*-value ^*^p < 0.05 and ^**^p < 0.01. Minimum number of infected cells was 250, for each marker analyzed. Scale bars, 25 μm.

We then assayed whether expression of EphB1DN would impact on proliferation of C2C12 cells using an antibody detecting the phosphorylated form of histone H3 at serine 10 (PH3) (Figures 4A,B), and validated by KI67 and EdU incorporation (Figures S7A,B). By 24 h after infection with the EphB1DN-encoding retrovirus, C2C12 cells exhibited a significant increase in the mitotic index, suggesting either a decreased cell cycle time or a decreased myogenic commitment toward differentiation. To further characterize the role of EPHB1 during myogenic differentiation, we analyzed expression of MYOD (Figures 4C,D) and MYOG (Figures 4E,F) in C2C12 cells 48 and 72 h respectively after infection, and found an increased number of cells expressing these myogenic markers. We concluded that EphB1DN leads to increased proliferation and differentiation of C2C12 cells, suggesting a regulatory role for EPHB1 in satellite cell quiescence.

### EPHB1 is required for satellite cell function and renewal

We next infected primary satellite cells on muscle fibers in non-adherent cultures to assay the consequence of expressing EphB1DN in activated satellite cells, and assayed self-renewal, proliferation and differentiation (Figure 5). 48 h after infection (72 h post isolation), the number of PAX7+ cells was reduced (Figures 5A,B). Consistently, we observed an increase in the MYOD+ (activated/proliferating and differentiating) population (Figures 5C,D). The number of MYOG+ (differentiating) cells was also increased (Figures 5E,F). Together, these results suggest that EPHB1 is involved in the maintenance of the pool of these adult stem cells, both by promoting self-renewal and reducing activation and differentiation. To appropriately assess self-renewal of satellite cells, Pax7/MyoD co-immunostaining was performed, taking advantage of a retrovirus with a CFP reporter expression restricted to the endoplasmic reticulum and Golgi (Figure 5G and Figures S6, S7). We confirmed that the decrease in the self-renewing satellite cell population (Pax7) correlated to an increase in differentiation (Figure 5G).

**Figure 5:**
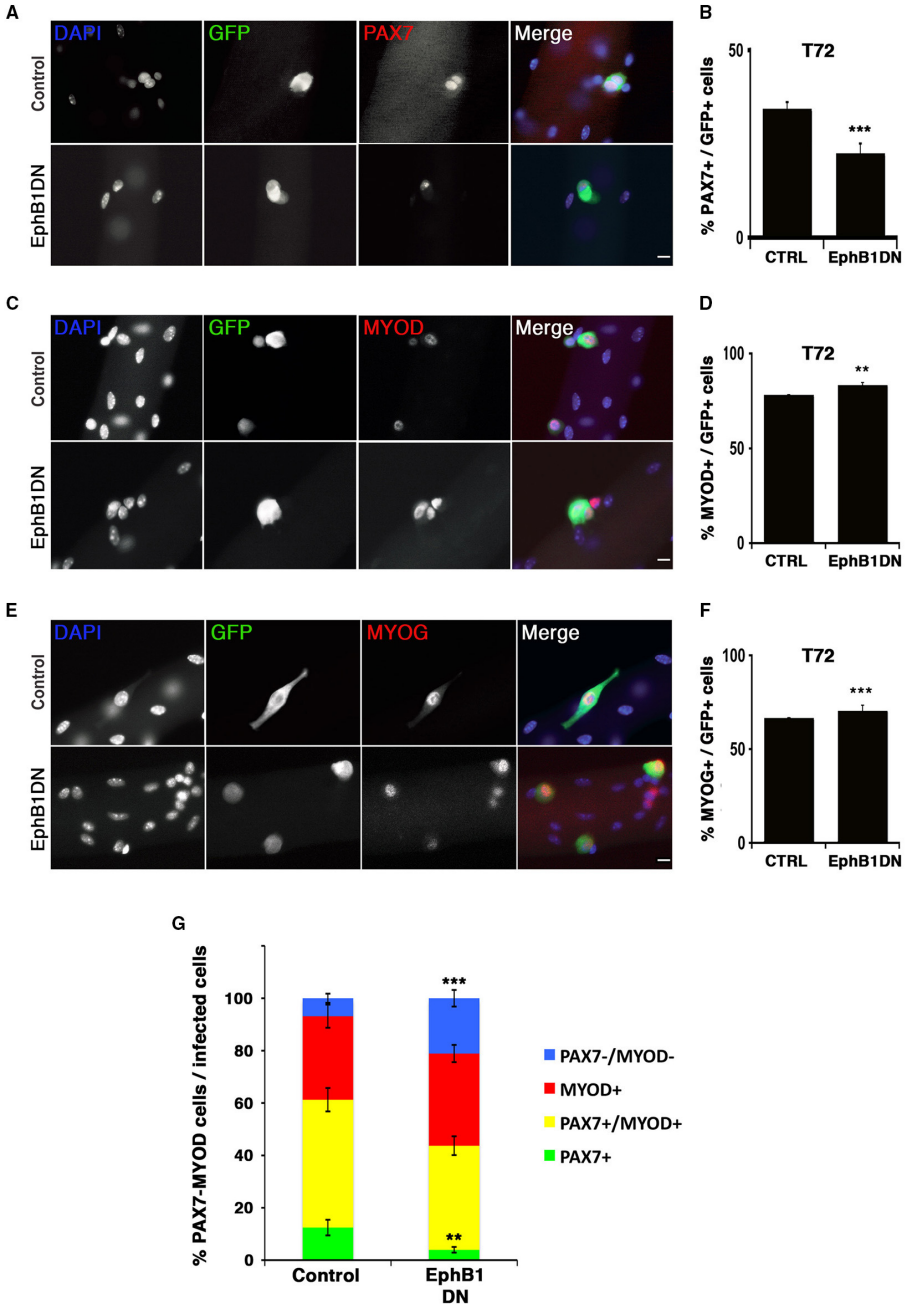
**Impairment of EPHB1 function induces satellite cell differentiation**. Satellite cells were transduced to overexpress a truncated EPHB1 (EphB1DN) after 24 h in culture and analyzed 48 h later (T72). Representative immunofluorescent images are displayed for GFP, DAPI, and PAX7 **(A)**, MYOD **(C)**, and MYOG (Myogenin) **(E)**. Scale bars, 20 μm. Quantifications are illustrated for quiescence/self-renewal **(B)**, activation **(D)**, and differentiation **(F)**. **(G)** Quantification of PAX7 and MYOD satellite cells 48 h after infection with EphB1DN. Control corresponds to infection by a CFP-expressing empty vector. *p*-values: ^**^p < 0.01 and ^***^p < 0.001. For each marker analyzed, the minimum number of infected satellite cells was 200.

### Expression of zinc finger containing proteins during myogenesis

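Zfp354c, which encodes a zinc finger transcription factor of the KRAB family and lies on chromosome 11 of GRCm38.p6 from 50811085 to 50827731, fell from 6.86 ± 0.22 (SD, n = 5) at E17.5 to 5.56 ± 0.18 (SD, n = 3) at 1 month. In the 21-array series, with 3 arrays per stage, this is a log2 fold change of -1.31 (standard error 0.16, adjusted p = 3.87e-06). Zcchc5, now named Rtl3 and derived from a retrotransposon gag gene (chromosome X, 106837082 to 106840539), fell over the same step from 11.84 ± 0.014 (SD, n = 5) to 8.22 ± 0.24 (SD, n = 3), with a log2 fold change of -3.63 (standard error 0.30, adjusted p = 2.64e-08).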

Candidate genes coding for ZFP354c and ZCCHC5 zinc finger containing proteins were repressed during the emergence of satellite cells around birth (Figures 6A,B). Down-regulation of these factors was observed in muscle progenitors at the fetal stage overlapping with the emergence of satellite cells. These two zinc finger containing-proteins were not expressed in adult and aged satellite cells. 

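Before birth the genes differed. Zfp354c fell from E14.5 to E17.5 with a log2 fold change of -1.01 (standard error 0.16, adjusted p = 0.000107), and did not pass from E13.5 to E15.5 (-0.21, standard error 0.17, adjusted p = 0.485) or from E15.5 to E17.5 (-0.46, standard error 0.17, adjusted p = 0.181) in the 15-array series. Zcchc5 did not fall before E17.5. It had 0.31 (standard error 0.26, adjusted p = 0.701) from E15.5 to E17.5, which did not pass. Its stage means were 10.88 ± 0.10 (SD, n = 3) at E14.5 and 11.53 ± 0.36 (SD, n = 3) at E15.5, stages of different series. From E14.5 to E17.5, inside the 21-array series, it was called higher. The call was lost without any single array of either stage, with log2 fold changes of 0.925 to 1.02. From E17.5 to P1 it had -1.08 (standard error 0.25, adjusted p = 0.0182). That call was lost, with an adjusted p of 0.133 without E17.5 replicate 4 and 0.142 without E17.5 replicate 5. From P1 to P12 it had -0.93 (standard error 0.20, adjusted p = 0.00901).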

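At 2 and 18 months the signals were 4.73 ± 0.31 (SD, n = 3) and 4.60 ± 0.19 (SD, n = 3) for Zfp354c, and 7.12 ± 0.16 (SD, n = 3) and 7.28 ± 0.20 (SD, n = 3) for Zcchc5. Against E11.5, Zfp354c at 2 months had a log2 fold change of -2.99 (standard error 0.16, adjusted p = 1.44e-11). For Zcchc5 at 1 month the value against E11.5 was 2.07 (standard error 0.30, adjusted p = 1.17e-05), so that it lay above the earliest embryonic stage. At 2 and 18 months it was 0.97 (standard error 0.30, adjusted p = 0.0104) and 1.14 (standard error 0.30, adjusted p = 0.0032), and that at 2 months did not pass without E11.5 replicate 1 (adjusted p = 0.0506). Neither gene passed the test from 2 to 18 months, with -0.13 (standard error 0.16, adjusted p = 0.843) for Zfp354c and 0.17 (standard error 0.30, adjusted p = 0.905) for Zcchc5. In the absence of detection calls the arrays do not show whether either is silent.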

While *Zfp354c* was highly expressed during early myogenesis and gradually repressed from fetal stages (Figure 6A), *Zcchc5* was not expressed during early embryonic myogenesis (Figure 6B), but appeared during early establishment/formation of the satellite cell pool, before being completely down-regulated during acquisition of satellite cell quiescence. 

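Zfp354c stayed between 7.53 and 7.87 from E11.5 to E14.5, with no call between these stages in the 21-array series. Zcchc5 rose from 6.15 ± 0.26 (SD, n = 3) at E11.5 to 8.91 ± 0.99 (SD, n = 3) at E12.5, with a log2 fold change of 2.76 (standard error 0.30, adjusted p = 0.000117) between 3 arrays of each stage, and to E14.5 by 1.97 (standard error 0.30, adjusted p = 0.00194). Over the whole span from E11.5 to E17.5 its log2 fold change was 5.70 (standard error 0.30, adjusted p = 5.42e-11).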

According to the known functions of these factors, we can hypothesize their possible involvement during MPCs proliferation (*Zfp354c*), or for a correct determination of the MPC fate to become the muscle stem cells (*Zcchc5*).

**Figure 6:**
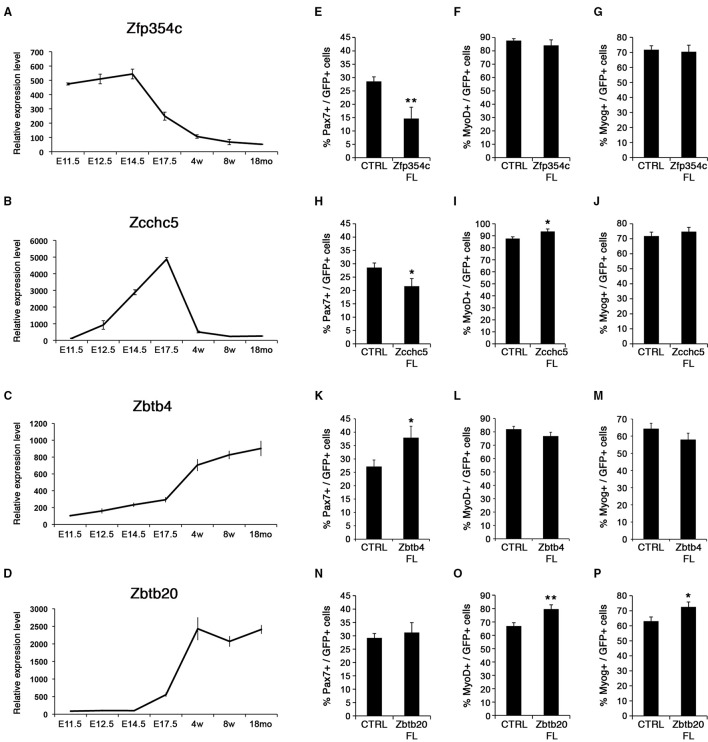
**Zinc finger proteins control satellite cell behavior**. **(A–D)** Expression profiles for zinc finger proteins, *Zfp354c, Zcchc5, Zbtb4*, and *Zbtb20*. Whereas *Zfp354c* and *Zcchc5* are repressed in satellite cells **(A,B)**, *Zbtb4*, and *Zbtb20* are induced during satellite cell formation **(C,D)**. E, Embryonic days; w, age in weeks; mo, age in months. **(E–P)** Quantifications for quiescence/self-renewal (PAX7), activation (MYOD), and differentiation (MYOG) are shown during overexpression of the different zinc fingers: *Zfp354c* **(E–G)**, *Zcchc5* **(H–J)**, *Zbtb4* **(K–M)**, and *Zbtb20* **(N–P)**. All analyses were performed 48 h after infection. *p*-value ^*^p < 0.05 and ^**^p < 0.01. For each marker analyzed, the minimum number of infected satellite cells was 200.

By contrast, two other zinc finger containing proteins *Zbtb4* and *Zbtb20*, were not expressed during development but were induced during establishment of satellite cells and acquisition of quiescence (Figures 6C,D). Moreover, high expression of these zinc finger containing-proteins was maintained in adult and aged satellite cells, implicating a possible function in maintaining quiescence of muscle stem cells. 

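Zbtb20, which encodes a BTB zinc finger repressor and lies on chromosome 16 of GRCm38.p6 from 42875689 to 43634392, rose from 5.82 ± 0.16 (SD, n = 3) at E11.5 to 8.07 ± 0.12 (SD, n = 5) at E17.5 and 10.00 ± 0.34 (SD, n = 3) at 1 month. The 21-array series gives a log2 fold change of 2.25 (standard error 0.16, adjusted p = 2.58e-09) for the span from E11.5 to E17.5 and one of 1.93 (standard error 0.16, adjusted p = 3e-08) from E17.5 to 1 month, with 3 arrays per stage. Of its 9 probe sets, 8 rose by 1.80 to 3.19 from E11.5 to E17.5 and the remaining one did not pass (0.47). Zbtb4, which encodes a methyl-CpG-binding member of the family (chromosome 11, 69765912 to 69784026), rose from 5.51 ± 0.083 (SD, n = 3) at E11.5 to 6.67 ± 0.21 (SD, n = 5) at E17.5 (1.16, standard error 0.17, adjusted p = 1.82e-05) and further to 1 month (0.89, standard error 0.17, adjusted p = 0.00036). Within the 15-array series Zbtb4 rose from E17.5 to P1 (0.83, standard error 0.12, adjusted p = 0.000798). Earlier in that series it was called lower from E13.5 to E15.5, a call lost by leaving out single arrays. The log2 fold change was -0.341 without E15.5 replicate 2 (adjusted p = 0.112) and -0.340 without E15.5 replicate 3 (adjusted p = 0.124). Without E13.5 replicate 1 or replicate 2, which leaves 1 array of that stage, it was -0.428 or -0.366.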

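At 2 and 18 months Zbtb4 had 7.69 ± 0.17 (SD, n = 3) and 7.79 ± 0.078 (SD, n = 3), and Zbtb20 9.63 ± 0.23 (SD, n = 3) and 9.85 ± 0.20 (SD, n = 3). Between these ages, with 3 arrays each, Zbtb4 had a log2 fold change of 0.10 (standard error 0.17, adjusted p = 0.887) and Zbtb20 one of 0.22 (standard error 0.16, adjusted p = 0.637), and neither passed. From this profile the paper proposes a possible function of these proteins in maintaining quiescence.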

Strikingly, these factors are induced during cardiotoxin-induced muscle regeneration *in vivo* (Figure S8A).

### Effect of zinc finger containing proteins in postnatal satellite cells

We manipulated expression of *Zfp354c, Zcchc5, Zbtb4, and Zbtb20* using retroviral-mediated delivery in isolated myofiber cultures as above. We generated vectors carrying either a full-length transcript for overexpression, or dominant negative forms to analyze function.

Overexpression in satellite cells of either *Zfp354c* or *Zcchc5* maintained expression in satellite cells that no longer expressed the endogenous gene (Figures 6E–J). Notably, overexpression of *Zfp354c* led to a decreased number of PAX7+ satellite cells compared to control (Figure 6E) with no apparent effect during activation (MYOD+) and differentiation (MYOG+) (Figures 6F,G). These results demonstrate that overexpression of *Zfp354c* resulted in a reduction of self-renewal capacity of the satellite cells.

Overexpression of *Zcchc5* in satellite cells, as with *Zfp354c*, resulted in a decrease of the PAX7+ population relative to control (Figure 6H). Strikingly, the proportion of MYOD+ satellite cells increased without affecting MYOG-expressing differentiated cells (Figures 6I,J). These results showed that overexpression of *Zcchc5* induced decreased self-renewal promoting the proliferation of satellite cells. Our functional data is consistent with a specific requirement of *Zcchc5* function during the growth phase where production of MPC is needed.

We next overexpressed the other two BTB-containing zinc finger factors, *Zbtb4* and *Zbtb20* (Figures 6K–P). *Zbtb4* increased PAX7+ satellite cells (Figure 6K), whereas *Zbtb20* promoted myogenic progression by increasing the activated/proliferating (MYOD+; Figure 6O) and differentiating (MYOG+; Figure 6P) populations. These results suggested that these transcriptional repressors might be required for specification/maintenance of the muscle stem cell pool. Strikingly, inhibiting function by expression of ZBTB4 dominant negative constructs, missing the POZ DNA-binding domain, displayed an increase in satellite cell differentiation (MYOG+) without affecting the activated/proliferating population (MYOD+) (Figures S8B,C). On the other hand, ZBTB20 could behave with a previously described phenotype in the brain of *Zbtb20* transgenic mice (Nielsen et al., 2007), where overexpression of ZBTB20 represses cell fate transitions in newborn pyramidal neurons. Moreover, overexpression of ZBTB20 has been recently described as a prognostic marker by promoting tumor growth of human hepatocellular carcinoma (Kan et al., 2016). Thus, ZBTB20 could be regulating muscle regeneration during satellite cell activation as suggested in Figure S8A.

### *Hmga2* must be repressed for appropriate satellite cell function

*Hmga2* was highly expressed during early development (Figure 7A), when MPCs expand to populate the future skeletal muscle of the body. 

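Hmga2, which encodes a chromatin protein that bends DNA and lies on chromosome 10 of GRCm38.p6 from 120361268 to 120476469, had its highest stage mean at E11.5, 10.48 ± 0.072 (SD, n = 3). At E12.5 it was 9.90 ± 0.37 (SD, n = 3) and at E14.5 8.84 ± 0.54 (SD, n = 3), in the 21-array series. The step from E12.5 to E14.5 (-1.06, standard error 0.20, adjusted p = 0.00756) was lost without E12.5 replicate 3 (adjusted p = 0.0648).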

As development proceeds, *Hmga2* was no longer expressed, and was not detected in the emerging satellite cells prior to birth. 

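By E17.5 the signal of Hmga2 was 5.94 ± 0.15 (SD, n = 5), with a log2 fold change of -4.54 (standard error 0.20, adjusted p = 7.77e-12) against E11.5 between 3 arrays of each stage. In the 15-array series it fell from 8.86 ± 0.14 (SD, n = 2) at E13.5 to 6.26 ± 0.18 (SD, n = 3) at E15.5 (-2.60, standard error 0.15, adjusted p = 1.01e-08), and again from P1 to P12 (-1.22, standard error 0.12, adjusted p = 1.49e-05). Of its 4 probe sets, 3 fell by 5.33 to 6.29 on the log2 scale from E11.5 to E17.5, and the one with the lowest mean signal fell by 0.87.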

Nishino and collaborators have described a similar behavior where *Hmga2* is highly expressed in fetal neural stem cells and declining with age (Nishino et al., 2008).

**Figure 7:**
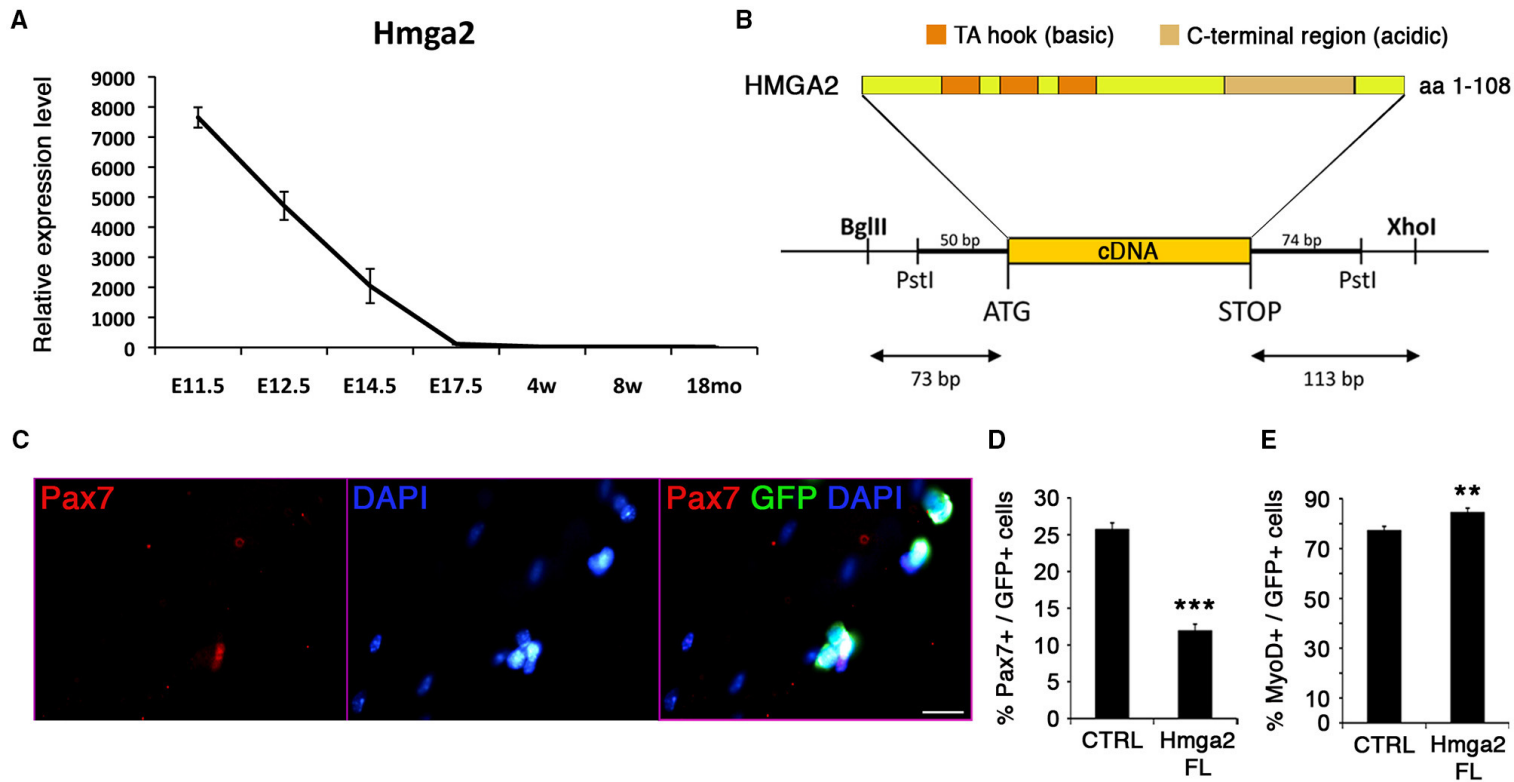
**HMGA2 reduces the pool of satellite cells**. **(A)** Expression profile of *Hmga2* during development. E, Embryonic days; w, age in weeks; mo, age in months. **(B)** Protein structure of the non-histone, DNA-binding chromatin HMGA2 factor containing three DNA-binding sites (AT hook motifs) and the basic terminal region, which can bind various proteins. **(C)** Representative image for the co-immunofluorescence of GFP (green) and PAX7 (red) with DAPI counterstain (blue). Quantification corresponds to the analysis of quiescence **(D)** and activation **(E)** of the satellite cells. Forty eight hours after infection, retroviral-mediated overexpression of HMGA2 caused a reduction in the population of PAX7+ cells **(D)** and an increase MYOD+ cell population **(E)**. *p*-value ^**^p < 0.01 and ^***^p < 0.001. For each marker analyzed, the minimum number of infected satellite cells was 500. Scale bar, 20 μm.

We analyzed the effect of overexpressing *Hmga2* in satellite cells (Figures 7B–E). A retroviral construct carrying full-length cDNA including the coding sequence for the basic and acidic region of the protein was generated (Figure 7B), and satellite cells transduced using isolated myofiber culture. *Hmga2* overexpression led to a strong reduction in the pool of satellite cells expressing PAX7 (Figures 7C,D), with an increase on the activated/proliferating MYOD+ muscle stem cells (Figure 7E); data consistent with the work from Li and colleagues describing HMGA2 as a regulator of myoblast proliferation by direct interaction with the RNA-binding protein IGF2BP2 (Li et al., 2012).

## Discussion

PAX3 and PAX7 are key upstream regulators of skeletal myogenesis (Relaix et al., 2005; Buckingham and Relaix, 2015). Postnatally, while PAX7 labels all satellite cells (Seale et al., 2000), PAX3 is maintained in a subset of these adult muscle stem cells (Relaix et al., 2006). A complex balance between extrinsic cues and intrinsic regulatory mechanisms is needed to tightly control satellite cell determination and function. For example, defects in satellite cell regulation or changes in their niche, such as during postnatal growth or in degenerative conditions and aging, can impair muscle regeneration with possible fatal consequences (Dumont et al., 2015). Hence, identifying and manipulating muscle progenitor stem cells, and understanding the mechanisms underlying cell fate decision and self-renewal (Relaix, 2006; Boutet et al., 2007) are essential for development of stem cell-based therapeutic strategies.

We have developed a FACs-based chronological transcriptome profile of myogenic stem cells, sampled from embryonic and fetal progenitors, to postnatal, adult, and aging satellite cells. This provides a comprehensive description of gene expression changes throughout life of muscle stem cells and identifies two important transition events, which delimit three developmental periods of muscle stem cells with specific molecular signatures: (1) embryonic, (2) fetal to early proliferating postnatal progenitors, and (3) quiescent adult muscle stem cells (Buckingham and Relaix, 2007; Braun and Gautel, 2011). The intersection between specifically expressed genes and functional pathways defines a molecular signature unique to each developmental period. As such, our study is instrumental for a better understanding of both myogenesis and the establishment and maintenance of quiescent adult stem cells.

The dynamics of our transcriptional profiling reveal that cellular processes characterizing muscle stem cells, including transition from the fetal lineage to postnatal stem cells, establishment of quiescence and formation of a functional niche, are defined molecularly in a more progressive manner, highlighting that establishment of the satellite cell lineage is more gradual than previously recognized. For example, cell division processes (i.e., cyclins such as *Ccne1/2* or cyclin-dependent kinases such as *Cdk1*) were gradually down-regulated throughout the second transition, corresponding to the entry into satellite cell quiescence and consistent with analysis of fetal progenitor cell proliferation (Picard and Marcelle, 2013). 

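Ccne1 and Ccne2, which encode cyclins of the entry into S phase, and Cdk1, the kinase gene of mitosis, fell from E17.5 to 1 month. In the 21-array series, with 3 arrays per stage, Ccne1 (chromosome 7 of GRCm38.p6 from 38097984 to 38107490) had a log2 fold change of -3.39 (standard error 0.17, adjusted p = 2.98e-11), Ccne2 (chromosome 4, 11190433 to 11204779) one of -1.83 (standard error 0.21, adjusted p = 1.81e-06) and Cdk1 (chromosome 10, 69335146 to 69352912) one of -1.57 (standard error 0.24, adjusted p = 5.88e-05). Earlier, Ccne1 rose from E11.5 to E17.5 (1.28, standard error 0.17, adjusted p = 6.74e-06) and Ccne2 did so too (0.83, standard error 0.21, adjusted p = 0.00503). Ccne1 fell from P1 to P12 in the 15-array series (-0.89, standard error 0.12, adjusted p = 0.000247). The stage means of Cdk1 were 10.86 ± 0.24 (SD, n = 5) at E17.5, 9.74 ± 0.26 (SD, n = 4) at P1, 10.51 ± 0.42 (SD, n = 4) at P12, 9.29 ± 0.44 (SD, n = 3) at 1 month and 7.42 ± 0.19 (SD, n = 3) at 18 months. Its step from E17.5 to P1 (-1.12, standard error 0.22, adjusted p = 0.00896) was lost, with an adjusted p of 0.104 without E17.5 replicate 4 and 0.0994 without E17.5 replicate 5. From P1 to P12 the step (0.77, standard error 0.18, adjusted p = 0.0143) was lost too, with 0.051 without P12 replicate 1.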

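Sdc4, which encodes the heparan sulfate proteoglycan syndecan 4 and lies on chromosome 2 of GRCm38.p6 from 164424247 to 164443188, had 8.26 ± 0.40 (SD, n = 5) at E17.5 and 12.09 ± 0.21 (SD, n = 3) at 1 month, a log2 fold change of 3.83 (standard error 0.24, adjusted p = 8.06e-10) between 3 arrays of each stage. From E11.5 to E17.5 it had 1.71 (standard error 0.24, adjusted p = 1.82e-05). Itga7, the laminin receptor subunit gene (chromosome 10, 128933421 to 128958286), rose before birth, with 2.70 (standard error 0.19, adjusted p = 4.28e-09) from E14.5 to E17.5, and did not pass from E17.5 to 1 month (-0.029, standard error 0.19, adjusted p = 0.94). Cav1, the gene of the caveolar coat protein (chromosome 6, 17306335 to 17341328), likewise rose from E14.5 to E17.5 (3.53, standard error 0.24, adjusted p = 4.05e-09), and had 0.48 (standard error 0.24, adjusted p = 0.153) from E17.5 to 1 month. In the 15-array series, from E13.5 to E15.5, Itga7 rose by 2.37 (standard error 0.22, adjusted p = 1.35e-06) and Cav1 by 2.14 (standard error 0.23, adjusted p = 6.24e-06).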

At the same time, known satellite cell markers such as *Sdc4* (Syndecan 4), *Itga7* (Integrin Alpha-7) or *Cav1* (Caveolin 1) were progressively up-regulated (Cornelison, 2001; Gnocchi et al., 2009).

From this large-scale myogenesis transcriptome, we functionally characterized a set of genes to provide novel intrinsic factors that regulate satellite cell behavior (Figure 8A).

**Figure 8:**
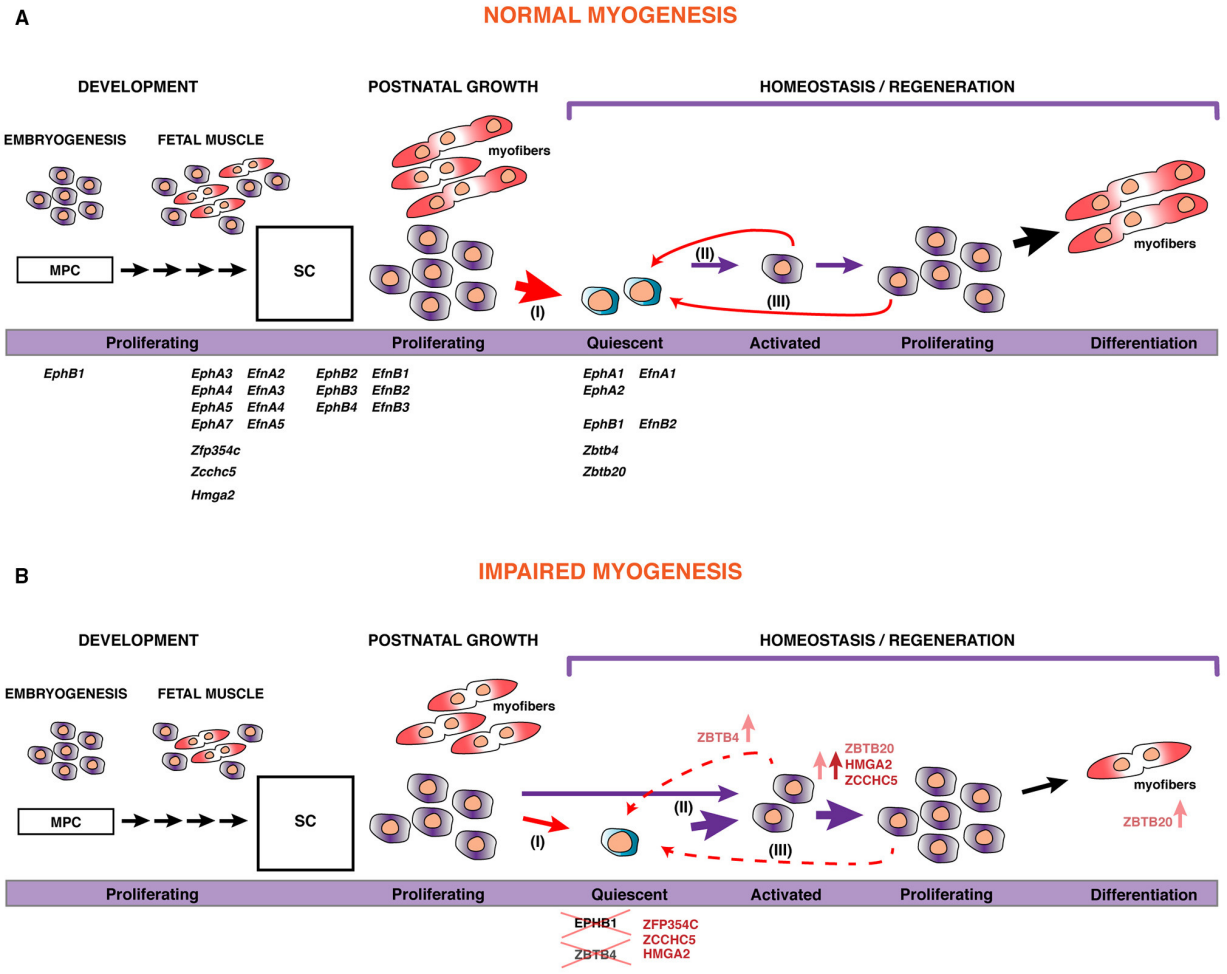
**A model for skeletal muscle stem cell behavior during myogenesis**. **(A)** During development, embryonic and fetal progenitors are highly proliferative, augmenting the pool of MPC that will differentiate and fuse to form myofibers. As development proceeds, some of these MPCs become satellite cells (SC), the postnatal muscle stem cells. During the perinatal transition, many of these SCs will contribute to the maturation of myofibers, with a pool of stem cells maintained within their natural niche, underneath the basal lamina surrounding the myofiber. Satellite cells become quiescent by 3 weeks after birth (I). However, in response to injury or disruption of the basal lamina, SCs become activated (II), start proliferating, and differentiate to fuse with each other or to existing myofibers for repair. Some of these will self-renew to replenish the pool of quiescent stem cells (III). The putative role and expression of the set of transcripts that we identified in this work is displayed. In addition, we show that manipulating their expression or function can lead to impaired myogenesis **(B)**, either via reduction of the pool of stem cells by promoting proliferation or cell fate determination, or through inducing precocious myogenic differentiation.

### Eph/Ephrin pathway and myogenesis

EPHB1 is not only involved in motility and guidance in skeletal muscle cells as previously shown (Stark et al., 2011), but also acts as a novel regulator of myogenesis. Our findings point to a function during self-renewal of satellite cells, since a dominant negative form of EPHB1 led to increased proliferation and differentiation in C2C12 myogenic cells and satellite cells in the myofiber experimental model. The increase in cell differentiation is achieved at the expense of self-renewal of the satellite cell population (Figure 8B). Identifying the molecular regulators of satellite cell renewal is important since it was recently shown that targeted depletion of the satellite cell pool leads to complete impairment of muscle regeneration following injury (reviewed in Relaix and Zammit, 2012).

Eph/ephrin signaling takes place via direct cell-cell interaction; either as *trans* or *cis* signaling (Arvanitis and Davy, 2008; Pitulescu and Adams, 2010). This interaction could take place with the muscle fiber, between satellite cells, or via interactions with other cell types in the microenvironment (i.e., macrophages and/or microvascular cells). The satellite cell population is heterogeneous, with specific markers labeling subpopulations of the satellite cell pool and different myogenic behaviors *in vivo* or *ex vivo* (Relaix et al., 2006; Kuang et al., 2007; Rudnicki et al., 2008; Ono et al., 2010; Rocheteau et al., 2012). Whether arising through lineage or stochastic events, more “stem” satellite cells likely correspond to independently identified label-retaining satellite cells during growth and after injury (Shinin et al., 2006; Rocheteau et al., 2012; Chakkalakal et al., 2014), or displaying different rates of cell division (Ono et al., 2012). Interestingly, satellite cells can asymmetrically divide and it will be of interest to evaluate if interaction between fibers and/or the satellite cells via the Eph/ephrin signaling plays a role in these cell fate decisions. Finally, our results are consistent with the work from Chumley and colleagues, showing that proliferative neuronal progenitor cells increase in *EphB1* mutant mice (Chumley et al., 2007), thereby demonstrating an important role of EPHB1 in maintenance of neuronal progenitors in the quiescent state.

Eph/ephrin signaling has also been shown to play a role in regulating other stem cell niches, for instance in the dental (Stokowski et al., 2007) or osteochondral (Arthur et al., 2011) system. Using an ephrin “stripe” assay revealed that satellite cells respond to a subset of ephrins with repulsive behavior *in vitro* (Stark et al., 2011). Our finding that EPHB1 is also regulating myogenesis suggests that this guidance signaling might impact multiple aspects of muscle regeneration, including escape from the niche, directed migration to sites of injury, cell-cell interactions among satellite cell progeny, and differentiation and patterning of regenerated muscle.

### Identification of novel zinc finger proteins regulating myogenesis

We identified a set of zinc finger containing proteins with a dynamic expression profile during myogenesis. We have shown that overexpression of *Zfp354c* decreased self-renewal of satellite cells (summarized in Figure 8). In the skeletal system, the highest *Zfp354c* expression is in proliferating bone cells compared to mature and differentiated chondrocytes. Interestingly, ZFP354C is induced as an early response to BMP-7 (Jheon et al., 2001). It has been shown that overexpression of *Zfp354c* affects osteoblast differentiation, a lineage that is also regulated by BMP signaling (Jheon et al., 2001). Moreover, overexpression of this gene results in a decrease in osteogenic differentiation by suppressing BMP-7 induced alkaline phosphatase activity, an early marker of osteogenesis (Jheon et al., 2003). Furthermore, BMP signaling prevents myogenic differentiation of satellite cells, and is also involved in regulation of satellite cells during proliferation or differentiation (Friedrichs et al., 2011; Ono et al., 2011). In essence, there is strong evidence of a functional interaction between ZFP354C and BMP7, though the precise relationship between the two proteins is not fully understood (Jheon et al., 2002). Future studies will be necessary to evaluate whether a functional interaction between ZFP354C and BMP7 regulates myogenesis and, in general, to identify the downstream gene regulatory networks for all four zinc finger proteins presented here, ZFP354C, ZCCHC5, ZBTB4, and ZBTB20, which are able to strongly repress transcription of target genes. These zinc fingers, thus, could be used as potentially powerful tools for regulation of muscle stem cell function.

### HMGA2 function and its role in myogenesis and satellite cell fate decision

HMGA2 is a co-regulator of chromatin structure and pluripotency in stem cells (Pfannkuche et al., 2009). The role of HMGA2 in myoblast proliferation has been previously described in neonatal and regenerating muscle (Li et al., 2012). *Hmga2* is sharply induced during satellite cell activation. 

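After E17.5, Hmga2 fell further to 1 month, with a log2 fold change of -1.72 (standard error 0.20, adjusted p = 2.3e-06) between 3 arrays of each stage in the 21-array series. Its signal was 4.13 ± 0.21 (SD, n = 4) at P12, 4.22 ± 0.057 (SD, n = 3) at 1 month, 4.29 ± 0.049 (SD, n = 3) at 2 months and 4.26 ± 0.13 (SD, n = 3) at 18 months. The steps from 1 to 2 months (0.069, standard error 0.20, adjusted p = 0.902) and from 2 to 18 months (-0.028, standard error 0.20, adjusted p = 0.983) did not pass the test.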

We found that *Hmga2* is highly expressed during early muscle development and progressively down-regulated in the fetal stages, while it is not expressed during growth or aging (Figure 7A). It has been shown that *Hmga2* knockout mice are smaller and show defects in postnatal skeletal muscle (Zhou et al., 1995; Li et al., 2012). In addition, HMGA2/IGF2BP2 has been shown to be critical for myoblast proliferation and early myogenesis, but should be down-regulated in order for myoblasts to differentiate into multinucleated skeletal muscle. Indeed, when satellite cells are activated and entering cell cycle, HMGA2 is up-regulated and activates the expression of IGF2BP2 (Li et al., 2012). Our transcriptome analysis shows that *Igf2bp2* behaves similarly to *Hmga2* before birth, but in contrast to *Hmga2, Igfbp2* is induced in adult stem cells, including aged satellite cells (data not shown). This suggests that IGF2BP2 could be functionally independent of HMGA2 in adult and aged satellite cells.

In conclusion, understanding the molecular signals that control and regulate the muscle stem cell population is essential to identify new therapeutic strategies for muscle diseases. Here we provide a set of potential new regulators of myogenesis that improves the understanding and knowledge of the intrinsic factors controlling muscle stem cell acquisition, establishment, maintenance and function in the adult, and could be targeted to modify the regenerative capacity of endogenous skeletal muscle stem cells.

## Author contributions

SAM, AR, and JM designed and performed experiments, and analyzed data. SAM wrote the manuscript. AD analyzed bioinformatic data. DM, FA, and TC performed experiments. PZ designed experiments. FR oversaw the entire project, designed experiments, analyzed data and wrote the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 9

## Supplementary Movie Legends

**Movie S1: 3D-reconstruction of mGFP and mTOMATO localization in skeletal muscle of *Pax3<sup>Cre/+</sup>;R26<sup>mT-mG</sup>* mice.** Movie of a collection of 0.3 nm captures in Z-stack of a *Soleus* muscle cryosection. mGFP is exclusively expressed in muscle and mTOMATO in the non-myogenic contributors of skeletal muscle. 40x magnification.

**Movie S2: 3D-reconstruction of mTOMATO and PECAM-1 (CD31) colocalization in skeletal muscle of *Pax3<sup>Cre/+</sup>;R26<sup>mT-mG</sup>* mice.** Movie of a collection of 0.3 nm captures in Z-stack of a *Soleus* muscle cryosection. mTOMATO non-myogenic cells include all endothelial cells (PECAM-1+) within skeletal muscle. 40x magnification.

## **Supplementary Table Legends**

### **Supplementary Table 1: UP-REGULATED GENES (FC>2)**

Affymetrix transcriptome analysis specific for Pax3+ embryonic cells.

### **Supplementary Table 2: UP-REGULATED GENES (FC>2)**

Affymetrix transcriptome analysis specific for Pax3+ fetal/early postnatal cells.

### **Supplementary Table 3: UP-REGULATED GENES (FC>2)**

Affymetrix transcriptome analysis specific for Pax3+ adult quiescent satellite cells.

### **Supplementary Table 4: DOWN-REGULATED GENES (FC<1/2)**

Affymetrix transcriptome analysis specific for Pax3+ embryonic cells.

### **Supplementary Table 5: DOWN-REGULATED GENES (FC<1/2)**

Affymetrix transcriptome analysis specific for Pax3+ fetal/early postnatal cells.

### **Supplementary Table 6: DOWN-REGULATED GENES (FC<1/2)**

Affymetrix transcriptome analysis specific for Pax3+ adult quiescent satellite cells.

All tables contain the list of genes that are specifically up- (UR) or down-regulated (DR) in the different signatures described in the study: embryonic, fetal-early postnatal, and adult stem cells. 

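Among the genes of these tables are Axin2, Lef1, Fzd2 and Hmga2 in Table S1, Sdc4 in Table S3 and Ccne1 and Dlk1 in Table S6, each called here in the same direction over the 20 arrays named for the signatures. Of the rows of each table, those whose gene symbol is among the 18194 genes tested were compared with the calls from the arrays. Over the 20 arrays, 877 of 898 genes of Table S1, 65 of 68 of Table S2 and 890 of 910 of Table S3 were called specific in the same direction, as were 549 of 568 of Table S4, 220 of 233 of Table S5 and 244 of 252 of Table S6. From all 36 arrays the numbers were 563, 44, 870, 300, 152 and 247 in the same order, and with the series as a block 474, 27, 845, 258, 88 and 237. The tables were made from these arrays, so the overlap compares the processing and is no independent evidence for the genes.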

FC indicate the fold change where the cut off was established to determine up- or down-regulation.

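Hmga2 had a log2 fold change of -5.45 from embryonic to fetal-early postnatal cells over E11.5, E12.5, P1 and P12, against -4.18 over all stages of both states. For Sdc4 the change from fetal-early postnatal to adult cells was 2.44 over P1, P12, 1 month and 2 months, against 3.46 over all stages. The fold columns of the tables hold the paper's values, 2 per gene, each state against the 2 others. They were set against the difference in mean log2 signal of the probe sets that each row names. Over the 20 arrays of E11.5, E12.5, P1, P12, 1 month and 2 months, all 980 rows of Table S1, all 100 of Table S2, all 1005 of Table S3, all 631 of Table S4, all 253 of Table S5 and all 282 of Table S6 matched within 0.01 on the log2 scale. Over all 36 arrays 3 rows matched, all of Table S3, and the median difference was between 0.23 and 0.38 by table. The columns therefore match differences in mean log2 signal over those 20 arrays, and leave out 18 months and the stages E17.5, E15.5, E14.5 and E13.5.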

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 10

**A**

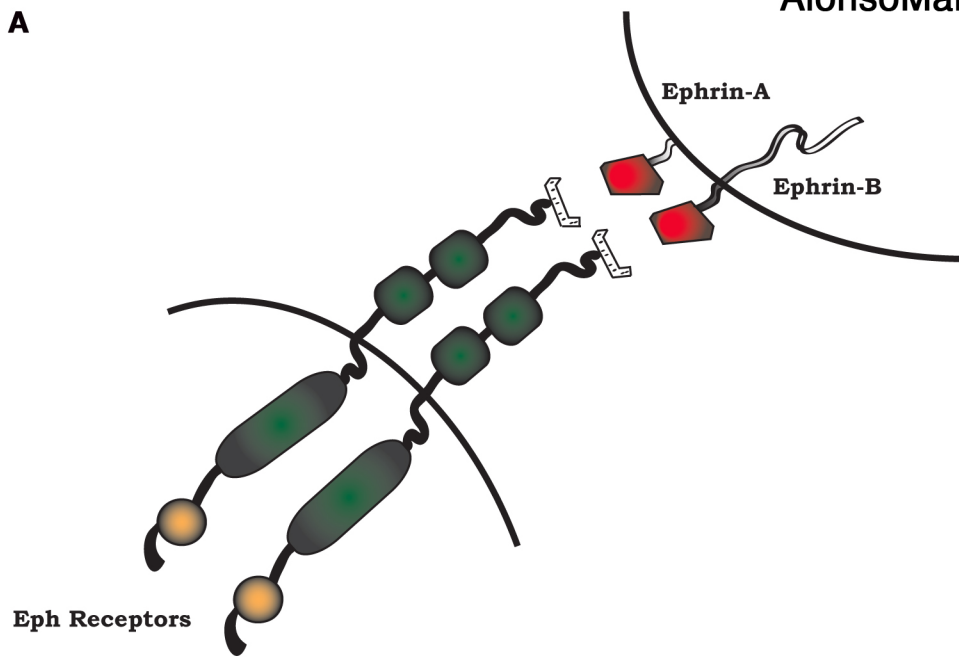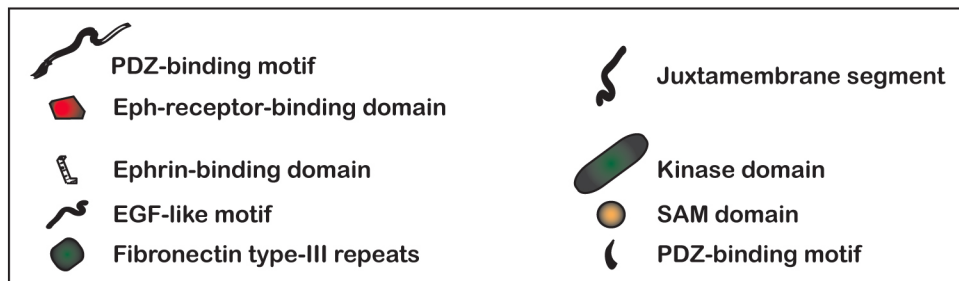

**B**

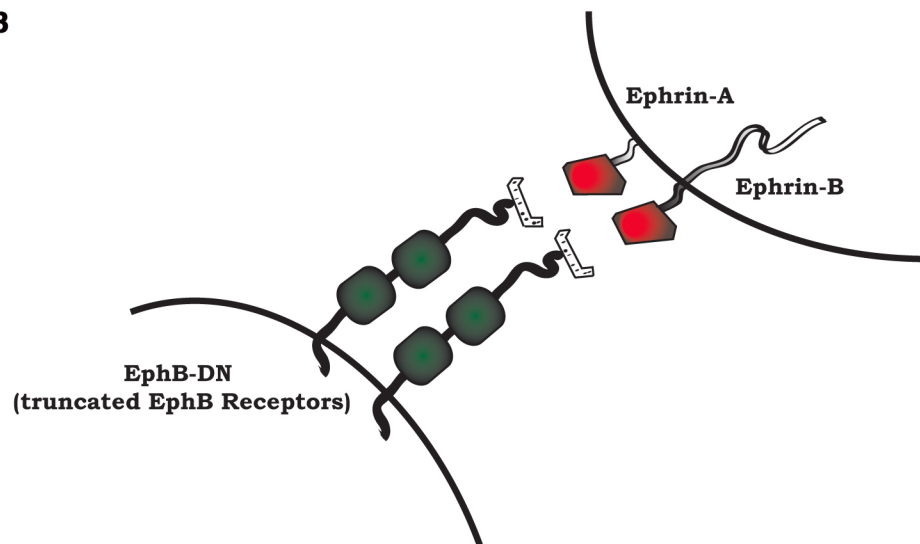

**C**

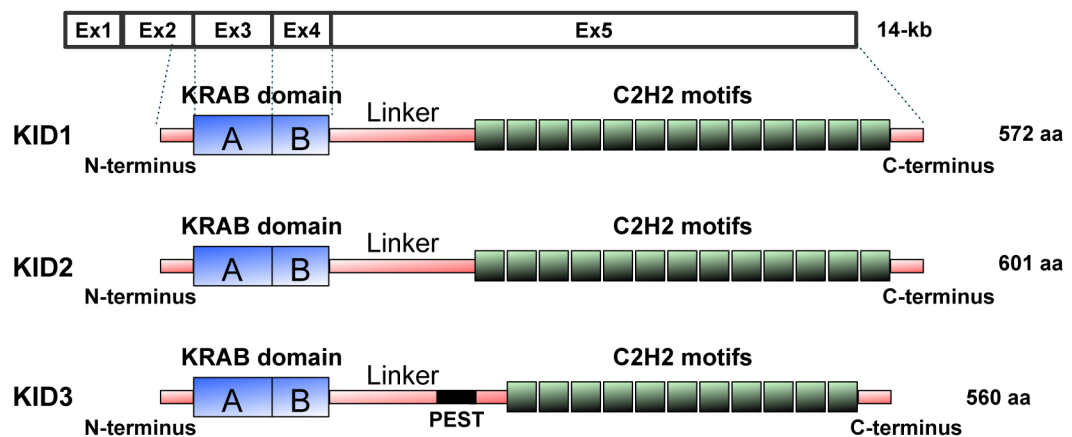

**FIGURE S1: Structure of ephrin, Eph receptors and KID family of zinc finger proteins.** (A) Ephrin A and B share an extracellular domain containing the binding domain to their receptors. Ephrin-B unlike ephrin-A ligands possess a short cytoplasmic domain. The specificity of the receptors depends on their ephrin binding domains. The extracellular domain consists of these binding domains, an EGF-like motif and two fibronectin type-III repeats. The signal is transduced into the intracellular space via the kinase and SAM domains and the C-terminal PDZ-binding motif. (B) Modified dominant negative version of EphB receptors (EphB-DN). The resulting truncated protein is defective in its C-terminus, missing its cytoplasmic domain responsible of signaling, while preserving the binding to the ligands. (C) The *Kid* gene family encodes C2H2 zinc finger transcription factors with a highly conserved Kruppel-associated box (KRAB) domain at its N-terminus. The KRAB domain can be subdivided into KRAB A and KRAB B boxes. Linker is the unique spacer region linking the KRAB and zinc finger domains. KID3 is also known as ZFP354C or AJ18. In this protein, there is a possible PEST protein instability sequence, suggesting a rapid turnover in vivo (underlined). Ex, exon; aa, amino acids.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 11

**A**

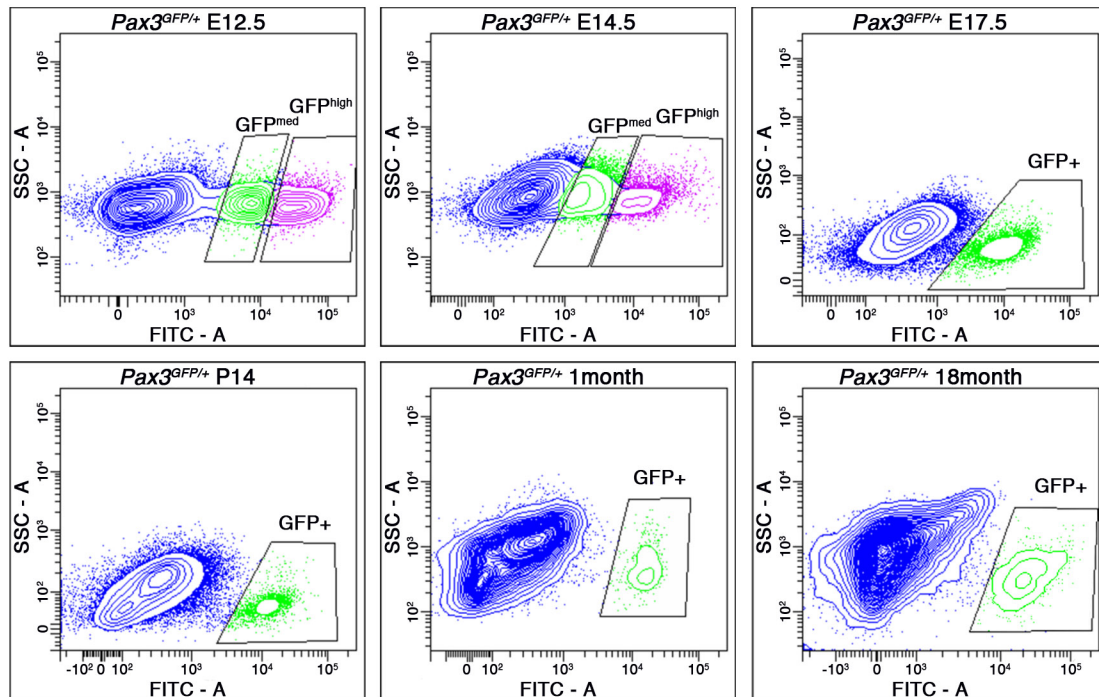

**B**

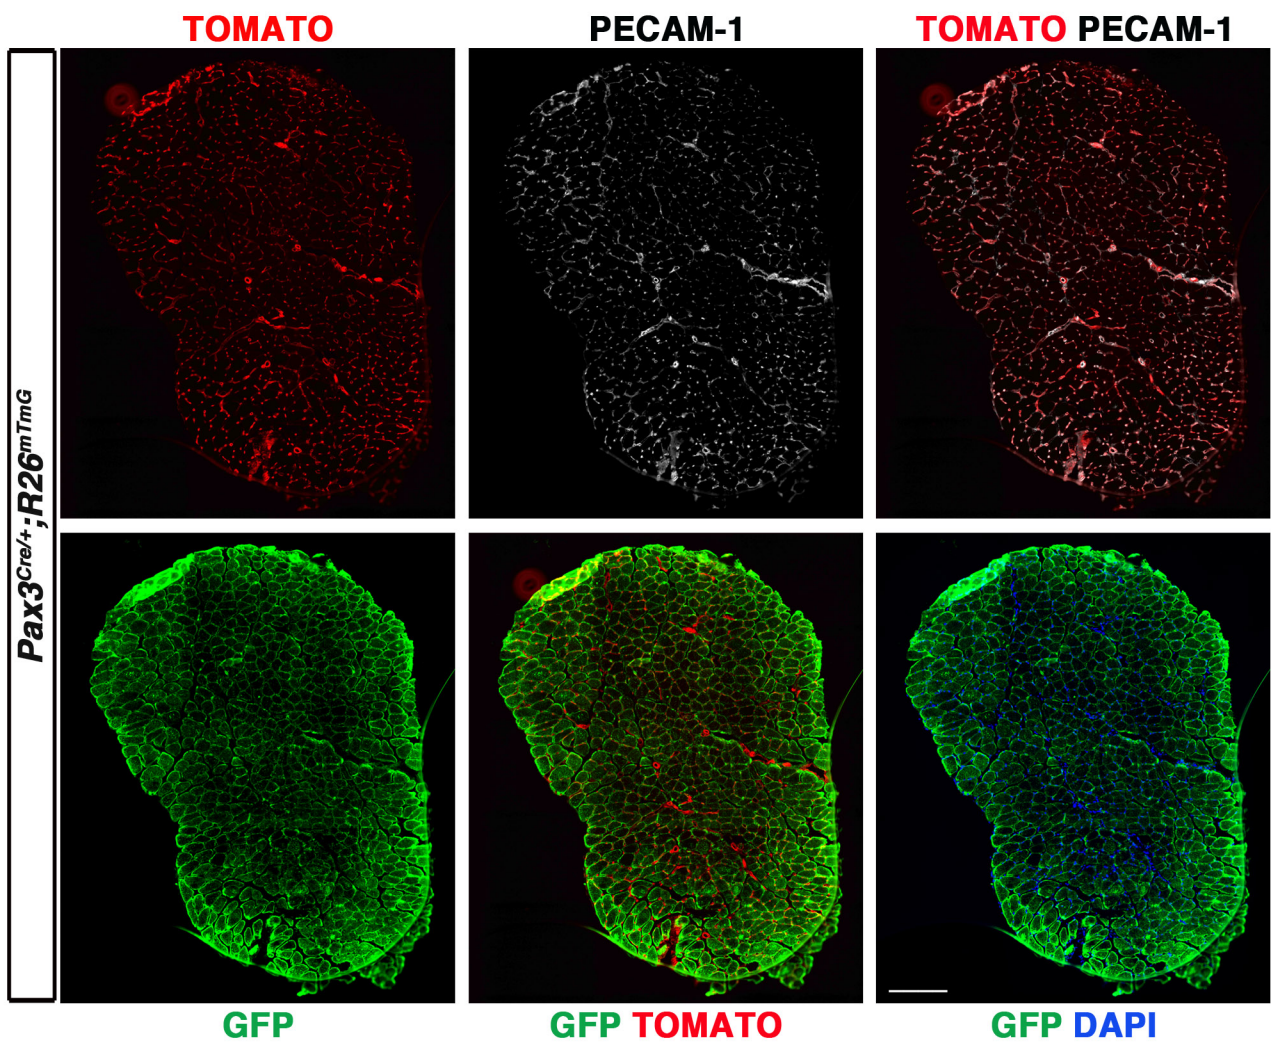

**FIGURE S2: Pax3GFP+ cells do not contribute to skeletal muscle vascular endothelium.**

(A) FACS-sorting profiles from *Pax3<sup>GFP/+</sup>* hypaxial somites and skeletal muscles for different ages during development and after birth are shown. Embryonic stages up to E15.5 show two separate GFP populations: GFP<sup>high</sup> containing the melanocyte population and GFP<sup>med</sup> the muscle progenitor cells. After E15.5 (skin easily removed) only a single GFP population is observed. The percentage of GFP+ cells drops in aged animals, suggesting a progressive decline in the muscle stem cell population. E, Embryonic days; P, Postnatal days. (B) Representative *Soleus* muscle cryosections images of adult *Pax3<sup>Cre/+</sup>;R26<sup>mT-mG</sup>* mouse. PAX3 lineage tracing was performed crossing *Pax3<sup>Cre/+</sup>* with *R26<sup>mT-mG</sup>* mice. Only Pax3-derived cells that have been Cre-recombined during development are expected to express mGFP, while the other cells will keep expressing mTOMATO. Indeed, GFP staining confirms that skeletal muscle originates from PAX3-derivatives, whereas colocalization of mTOMATO with PECAM-1 (CD31) shows that mTOMATO labels cells of different lineages, most likely endothelial and hematopoietic cells. Scale bar, 200  $\mu$ m.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 12

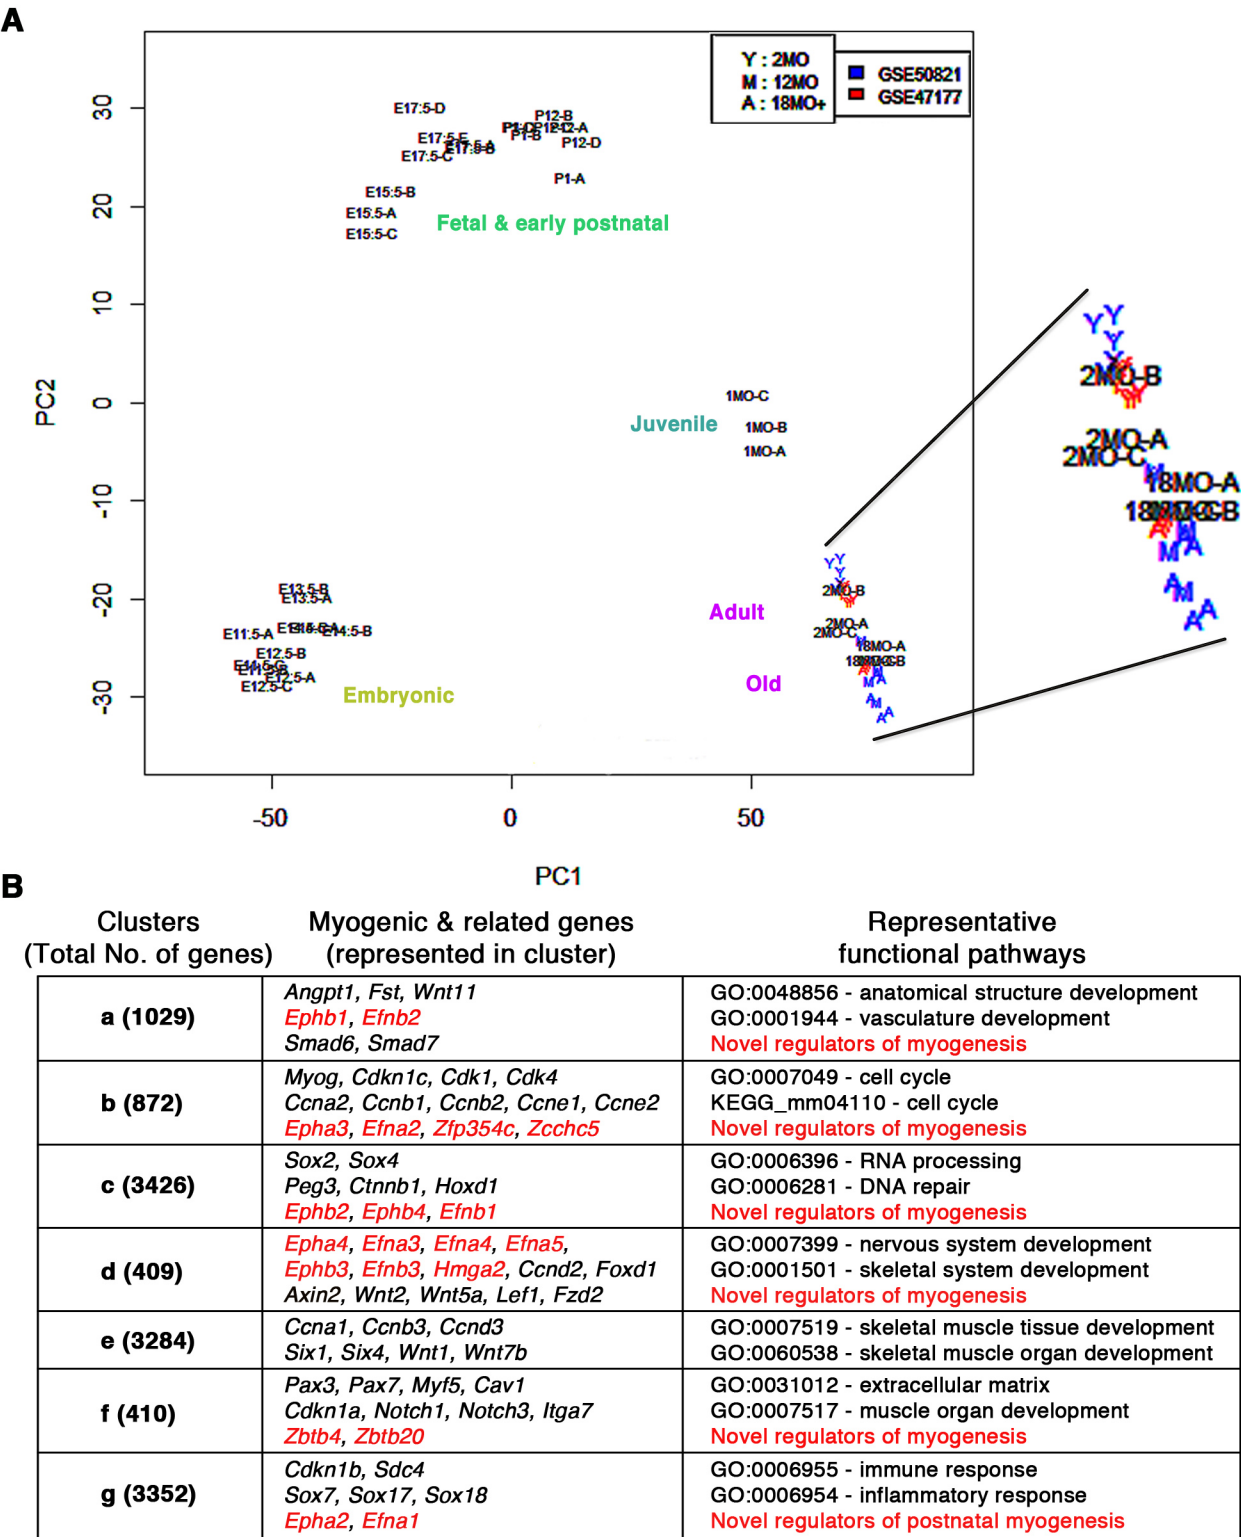

**FIGURE S3: Validation of PAX3 as a marker for skeletal muscle cell sorting and summary of the microarray data analysis.** (A) PCA analysis comparing our microarray data with other published datasets emphasizing the match in adult and old satellite cells (see magnification). Previously used markers were CD45-TER119-SCA1-CD29+CXCR4+ (GSE50821), VCAM+CD31-CD45-SCA1- or the YFP fraction from *Pax7<sup>CreER/+</sup>;ROSA26<sup>eYFP/+</sup>* cells (GSE47177). (B) Summary of the matrix illustrated in Fig. 1B. Genes with known function in myogenesis and muscle stem cells are indicated as examples in each cluster. Representative functional pathways are also indicated for each cluster. Analysis performed using GO and murine KEGG pathways.

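Of 74 genes that the paper names from the arrays and that are reported here, 70 fell in one of the 7 groups of the k-means partition of all 36 arrays. Pdgfra, Efna3, Efna4, Efna5, Efnb3, Axin2, Fzd2, Ccnd2 and Wnt2 were in the smallest group, of 354 genes, which is highest at E11.5, with Hmga2. Zbtb4, Zbtb20 and Cdkn1a, a cell cycle inhibitor gene, were in the group that rises to 1 month, with Pax3 and Pax7. Zfp354c, Zcchc5, EphA3, Efna2, Dlk1, Myog and Cdkn1c were in the group of the cell division genes, which is lowest at 18 months. Sdc4, EphA2, Efna1, Cdkn1b and the endothelial transcription factor genes Sox7, Sox17 and Sox18 were in the group with its highest mean at 18 months. Left out with the largest cluster were EphA1, EphA5, Sox4 and Ccnb3.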

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 13

**A** Specific UR genes in the embryo

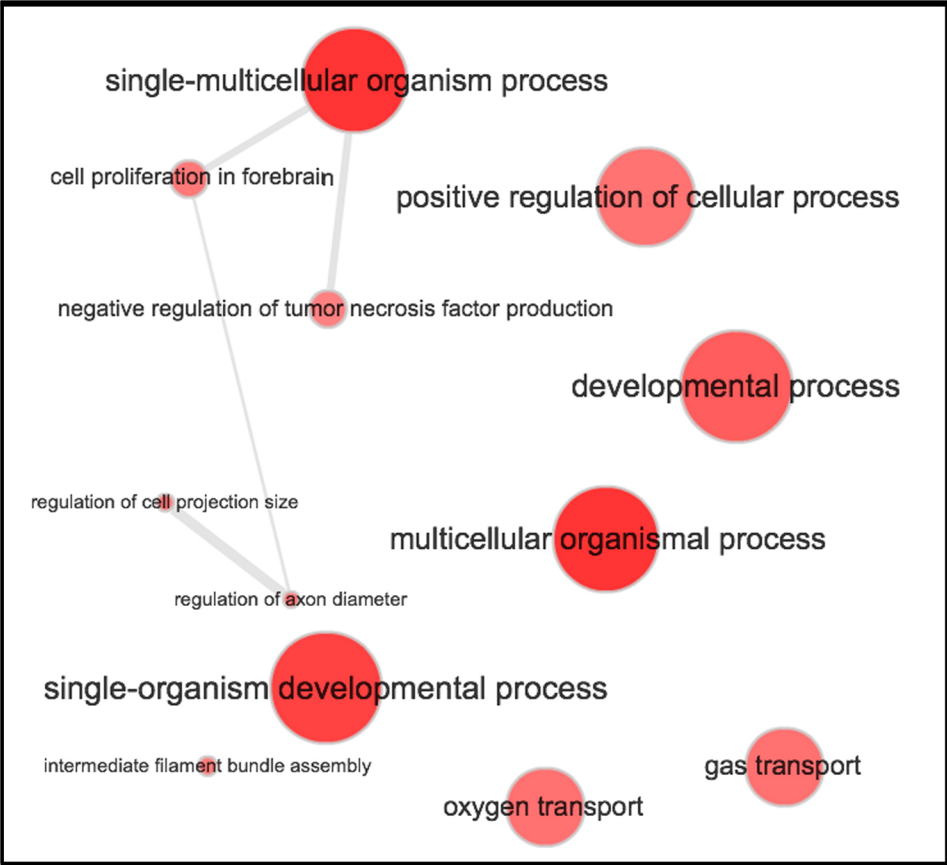

**B** Specific genes in fetal-early postnatal

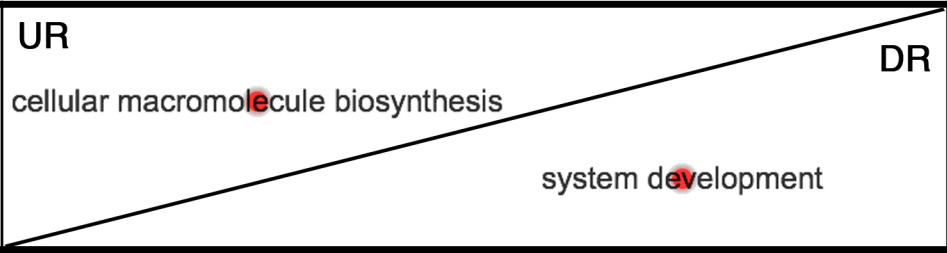

**C** Specific UR genes in the adult

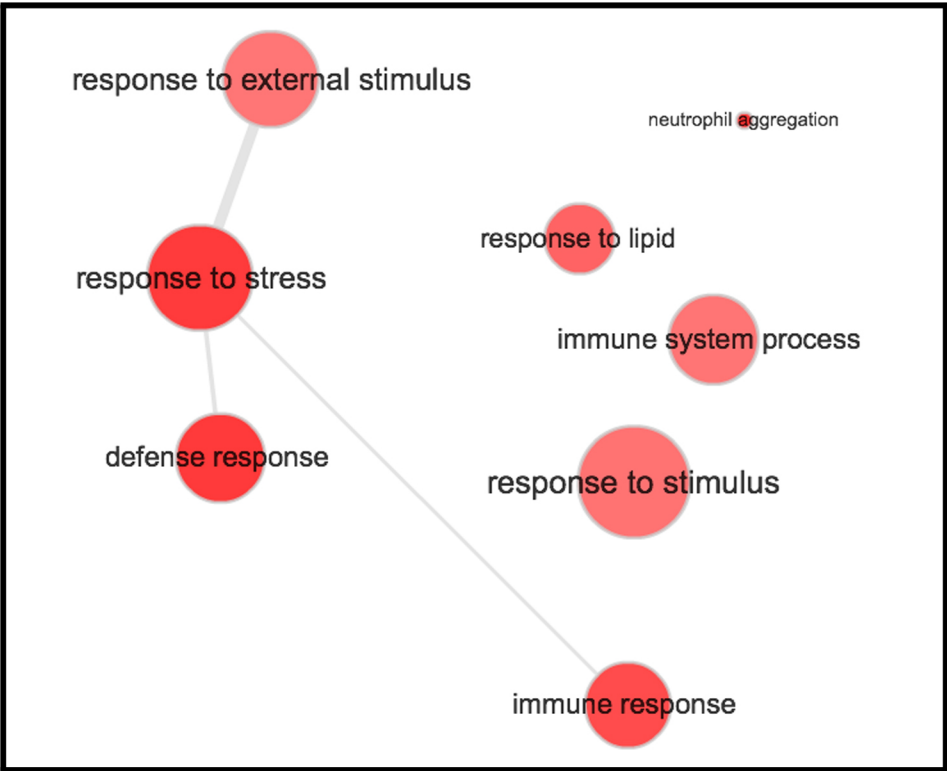

**FIGURE S4: *In silico* analysis between muscle stem cell transitions, displaying most relevant pathways specific for each developmental signature.** (A) Embryonic progenitors display 980 specific UR genes, grouped in 14 main GO processes (i.e. positive regulation of cellular and developmental processes or oxygen transport); and 631 specific DR genes included in 47 GO processes such as defence response, negative regulation of biological process, and response to stress. (B) Fetal-early postnatal progenitors show only 100 specific UR genes, included in one main GO process (cellular macromolecule biosynthesis), and 253 DR covering the “system development” GO process. (C) Quiescent satellite cells present 1005 specific UR genes, which represent nine GO processes, mostly related to stress and immune responses. In contrast, the 282 DR genes are represented in seven GO processes, related to signal transduction, regulation of multicellular organismal process and system development. See Fig. 1D.

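Embryonic cells had higher signals of signaling, neuronal and positional genes than fetal-early postnatal cells. In the 20-array fit, of 23 Wnt pathway genes 3 were higher and 20 lower over all genes (3 and 20 adjusted over the list alone). Their median was -1.34 (camera adjusted p = 1.77e-08, and adjusted p = 0.0518 with an estimated correlation). With all 36 arrays, 3 were higher and 20 lower over all genes (3 and 20 adjusted over the list alone). Their median was -1.49 (camera adjusted p = 4.77e-10, and adjusted p = 0.0123 with an estimated correlation). With the series as a block the median was -1.55, inside the 21-array series -1.40 and inside the 15-array series -1.26. All other values here are from the 36 arrays unless others are named. Of 21 BMP and TGF-beta pathway genes, 1 was higher and 14 lower over all genes (1 and 14 adjusted over the list alone). Their median was -0.66 (camera adjusted p = 0.000431, and adjusted p = 0.0579 with an estimated correlation). Inside the 21-array series it was -0.89 and inside the 15-array series -0.18. The antagonist gene Grem1 fell (-2.19, standard error 0.11, adjusted p = 2.23e-18). Of 33 Hox genes, which give position along the body axis, 2 were higher and 19 lower over all genes (2 and 19 adjusted over the list alone). Their median was -0.50 (camera adjusted p = 0.00518, and adjusted p = 0.324 with an estimated correlation). Inside the 15-array series the Hox call was lost (median 0.025, camera adjusted p = 0.696). Notch pathway genes and cell cycle inhibitors stood lower in embryonic cells. Of 18 Notch pathway genes 11 were higher and 4 lower over all genes (12 and 4 adjusted over the list alone). Their median was 0.54 (camera adjusted p = 0.00101, and adjusted p = 0.131 with an estimated correlation). Of 15 cell cycle inhibitors 11 were higher and none lower over all genes (11 and 0 adjusted over the list alone). Their median was 0.58 (camera adjusted p = 0.00022, and adjusted p = 0.0991 with an estimated correlation). Markers of other cell types moved too. Of 13 neuron markers 1 was higher and 11 lower over all genes (1 and 11 adjusted over the list alone). Their median was -2.70 (camera adjusted p = 1.31e-07, and adjusted p = 0.0859 with an estimated correlation). It was -0.46 inside the 15-array and -3.04 inside the 21-array series. Of 14 somite and sclerotome markers 2 were higher and 8 lower over all genes (2 and 8 adjusted over the list alone). Their median was -0.50 (camera adjusted p = 0.0229, and adjusted p = 0.307 with an estimated correlation). That call was lost inside the 15-array series (median -0.13, camera adjusted p = 0.102). Of 14 fibro-adipogenic and connective tissue markers 2 were higher and 8 lower over all genes (3 and 8 adjusted over the list alone). Their median was -0.61 (camera adjusted p = 0.00534, and adjusted p = 0.378 with an estimated correlation). The fibro-adipogenic call was lost over the 20 arrays (median -0.38, camera adjusted p = 0.191). Of 13 neural crest, Schwann and melanocyte markers 4 were higher and 6 lower over all genes (4 and 6 adjusted over the list alone). Their median was -0.23 (camera adjusted p = 0.323). Of 10 erythroid markers 1 was higher and 5 lower over all genes (1 and 5 adjusted over the list alone). Their median was -0.44 (camera adjusted p = 0.179). The erythroid list passed over the 20 arrays (median -0.77, camera adjusted p = 0.0394, and adjusted p = 0.489 with an estimated correlation). The embryonic globin gene Hba-x fell (-4.28, standard error 0.40, adjusted p = 2.52e-11). Tables S1 to S6 hold 15 of the Wnt, 10 of the BMP and TGF-beta, 6 of the Hox, 7 of the Notch and 10 of the neuron genes.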

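The fetal myosin gene Myh8 rose from embryonic to fetal-early postnatal cells (1.18, standard error 0.29, adjusted p = 0.000767) and fell from there to adult cells (-3.96, standard error 0.31, adjusted p = 1.66e-13), with 16 fetal-early postnatal arrays. The chemokine gene Cxcl14 and the mural cell receptor gene Pdgfrb did the reverse. Cxcl14 had -4.77 (standard error 0.25, adjusted p = 3.88e-18) in the first comparison and 4.85 (standard error 0.26, adjusted p = 1.62e-17) in the other. Pdgfrb had -3.01 (standard error 0.16, adjusted p = 6.2e-18) and 1.97 (standard error 0.17, adjusted p = 1.86e-12). Of the genes specific to fetal-early postnatal cells over the 20 arrays, 46 of those higher and 153 of those lower were also called over all 36 arrays. Of 10 genes of the embryonic and fetal sarcomere, 1 was higher and 5 lower over all genes (2 and 5 adjusted over the list alone). Their median was -0.42 (camera adjusted p = 0.46). To adult cells, 1 was higher and 7 lower over all genes (1 and 7 adjusted over the list alone). Their median was -1.23 (camera adjusted p = 0.00905, and adjusted p = 0.35 with an estimated correlation). The sarcomere call to adult cells was lost over the 20 arrays (median -0.86, camera adjusted p = 0.102), while that from embryonic to fetal-early postnatal cells passed (median -0.56, camera adjusted p = 0.0457, and adjusted p = 0.489 with an estimated correlation). Of 17 polycomb and DNA methylation genes, 7 were higher and 6 lower over all genes (7 and 6 adjusted over the list alone). Their median was -0.10 (camera adjusted p = 0.949). That median and the mean (-0.12) are negative while camera's direction is upward. Between fetal-early postnatal and adult cells, 3 were higher and 11 lower over all genes (4 and 11 adjusted over the list alone). Their median was -0.46 (camera adjusted p = 0.0234, and adjusted p = 0.271 with an estimated correlation).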

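Stress response, muscle fiber and immune genes were higher in adult than in fetal-early postnatal cells. In the 20-array fit, of 30 immediate early and stress genes 21 were higher and 1 lower over all genes (21 and 1 adjusted over the list alone). Their median was 1.23 (camera adjusted p = 5.37e-07, and adjusted p = 0.316 with an estimated correlation). With all 36 arrays, 25 were higher and none lower over all genes (25 and 0 adjusted over the list alone). Their median was 1.5 (camera adjusted p = 2.98e-08, and adjusted p = 0.291 with an estimated correlation). The transcription factor genes Atf3 (2.95, standard error 0.39, adjusted p = 3.24e-08) and Klf4 (2.95, standard error 0.31, adjusted p = 1.78e-10) rose. An effect on these genes of the tissue digestion before sorting was not tested. Among the 20 arrays, of 26 adult myofiber genes 23 were higher and none lower over all genes (23 and 0 adjusted over the list alone). Their median was 2.78 (camera adjusted p = 3.52e-14, and adjusted p = 0.223 with an estimated correlation). With all 36 arrays, 23 were higher and none lower over all genes (23 and 0 adjusted over the list alone). Their median was 3.20 (camera adjusted p = 1.11e-14, and adjusted p = 0.127 with an estimated correlation). Actn3, of fast fibers, had 4.89 (standard error 0.23, adjusted p = 5.44e-19). Whether the sorted cells themselves carry the muscle fiber transcripts was not measured. Antigen presentation genes such as Cd74 (4.08, standard error 0.24, adjusted p = 2.34e-16) and H2-K1 (3.71, standard error 0.26, adjusted p = 1.27e-14) rose. Markers of other cell types moved with these groups over the 36 arrays. All 20 endothelial markers were higher in adult cells, and as many adjusted over the list alone. Their median was 2.63 (camera adjusted p = 2.45e-12, and adjusted p = 0.205 with an estimated correlation). Cdh5, of endothelial junctions, had 3.38 (standard error 0.23, adjusted p = 4.5e-15). All 19 myeloid markers were higher, and as many adjusted over the list alone. Their median was 2.44 (camera adjusted p = 1.93e-11, and adjusted p = 0.205 with an estimated correlation). The lysozyme gene Lyz2 had 5.24 (standard error 0.35, adjusted p = 2.9e-15). Of 10 erythroid markers 6 were higher and none lower over all genes (6 and 0 adjusted over the list alone). Their median was 0.85 (camera adjusted p = 0.00556, and adjusted p = 0.291 with an estimated correlation). Of 14 fibro-adipogenic and connective tissue markers 12 were higher and 1 lower over all genes (12 and 1 adjusted over the list alone). Their median was 1.47 (camera adjusted p = 8.02e-06, and adjusted p = 0.205 with an estimated correlation). Of 12 lymphocyte markers 7 were higher and none lower over all genes (7 and 0 adjusted over the list alone). Their median was 0.59 (camera adjusted p = 0.00905, and adjusted p = 0.345 with an estimated correlation). It was 0.34 over the 20 arrays, 0.32 with the series as a block and 0.31 inside the 21-array series. Of 12 pericyte and smooth muscle markers 8 were higher and 4 lower over all genes (8 and 4 adjusted over the list alone). Their median was 1.07 (camera adjusted p = 0.0601). The pericyte list passed over the 20 arrays (median 1.17, camera adjusted p = 0.0147, and adjusted p = 0.299 with an estimated correlation). Inside the 21-array series the medians were 1.43 for immediate early and stress genes, 3.01 for adult myofiber genes, 2.43 for endothelial, 2.41 for myeloid and 0.78 for erythroid markers. Tables S1 to S6 hold 26 of the immediate early, 22 of the adult myofiber, 19 of the endothelial, 11 of the myeloid and 8 of the erythroid genes. 

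**Figure D4:**
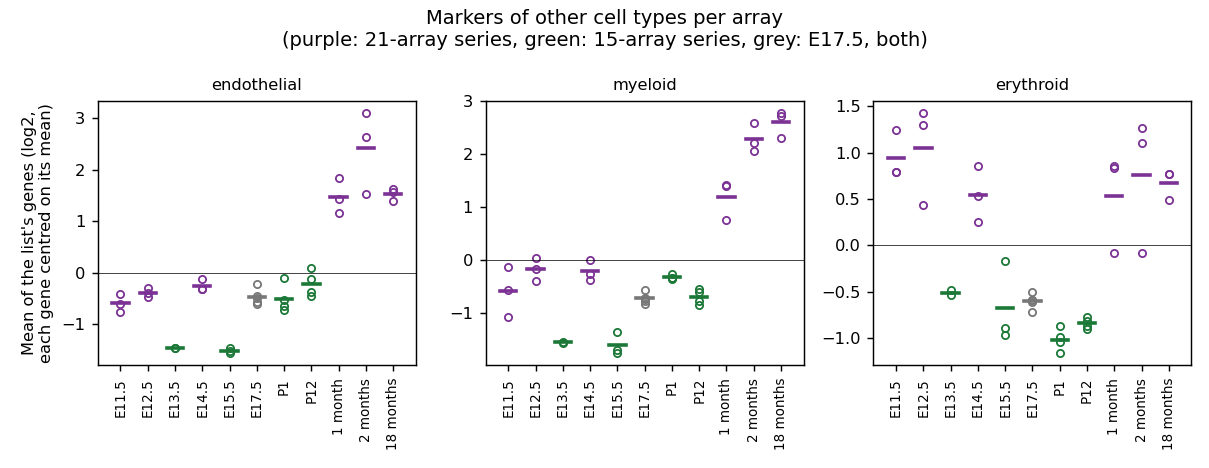
Mean of the endothelial, myeloid and erythroid marker lists on every array, in log2 signal with each gene centred on its mean over the 36 arrays, by stage. Points are arrays (purple for the 21-array series, green for the 15-array series, grey for E17.5) and bars are stage means. The endothelial mean is -1.51 at E15.5 and 2.43 at 2 months, stages of different series.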

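Imprinted growth genes were lower in adult cells, while BMP and TGF-beta pathway genes were higher over the 36 arrays. Among the 20 arrays, of 17 imprinted growth genes 14 were lower and none higher over all genes (14 and 0 adjusted over the list alone). Their median was -0.91 (camera adjusted p = 5.4e-07, and adjusted p = 0.223 with an estimated correlation). With all 36 arrays, 15 were lower and none higher over all genes (15 and 0 adjusted over the list alone). Their median was -1.33 (camera adjusted p = 1.28e-07, and adjusted p = 0.155 with an estimated correlation). Peg10 (-4.34, standard error 0.26, adjusted p = 2.16e-16) and Nnat (-4.42, standard error 0.21, adjusted p = 4.79e-19) fell. Inside the 21-array series the median of the imprinted genes was -1.70. Of 10 let-7 targets of the fetal program 1 was higher and 4 lower over all genes (1 and 4 adjusted over the list alone). Their median was -0.16 (camera adjusted p = 0.228). Among them the RNA-binding protein genes Igf2bp1 (-1.75, standard error 0.24, adjusted p = 5.86e-08) and Igf2bp3 (-1.79, standard error 0.23, adjusted p = 1.97e-08) fell. For the BMP and TGF-beta pathway, 13 were higher and 6 lower over all genes (13 and 6 adjusted over the list alone). Their median was 1.10 (camera adjusted p = 0.0223, and adjusted p = 0.215 with an estimated correlation). The BMP and TGF-beta call was lost with the series as a block, with a median of 0.79 (camera adjusted p = 0.0635). The pseudoreceptor gene Bambi rose (2.32, standard error 0.18, adjusted p = 2.98e-13). Among Wnt pathway genes 4 were higher and 7 lower over all genes (4 and 7 adjusted over the list alone). Their median was -0.11 (camera adjusted p = 0.838). Among Notch pathway genes 6 were higher and 4 lower over all genes (6 and 4 adjusted over the list alone). Their median was 0.25 (camera adjusted p = 0.447). Tables S1 to S6 hold 5 of the imprinted and 3 of the let-7 target genes.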

Highly similar GO terms are linked by edges in the graph, where line width indicates the degree of similarity. Data obtained using REViGO software package.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 14

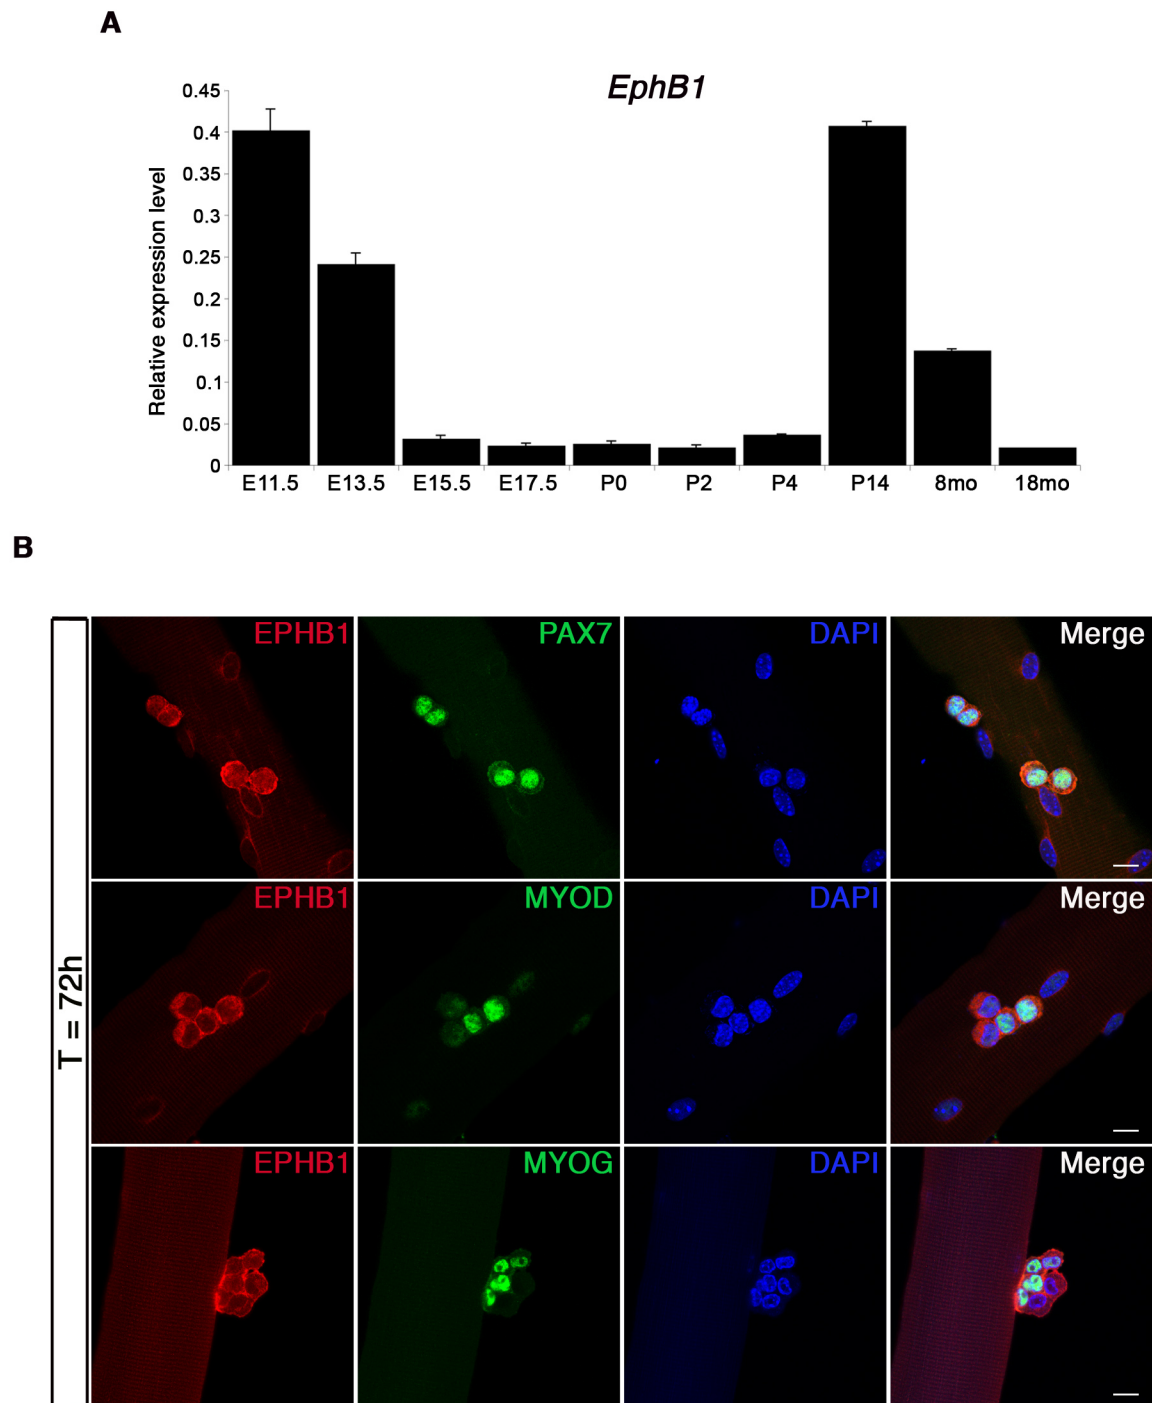

**FIGURE S5: Validation of EPHB1 receptor analysis.** (A) Quantitative RT-PCR *EphB1* expression is presented as shown (E11.5, E13.5, E15.5, E17.5, P0, P2, P4, P14, 8mo and 18 mo old) in FACS-sorted Pax3-GFP+ cells. These results confirm the data generated with the microarray. E, Embryonic days; P, Postnatal days; mo, age in months. (B) Expression of EPHB1 receptor in activated and proliferating satellite cells on isolated and cultured myofibers at T=72h. Immunostaining is shown for PAX7 (quiescence), MYOD (activation/proliferation) and MYOG (myogenin; differentiation) in green, and EPHB1 in red. Nuclei are labeled with DAPI (blue). Scale bars, 10µm.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 15

**A**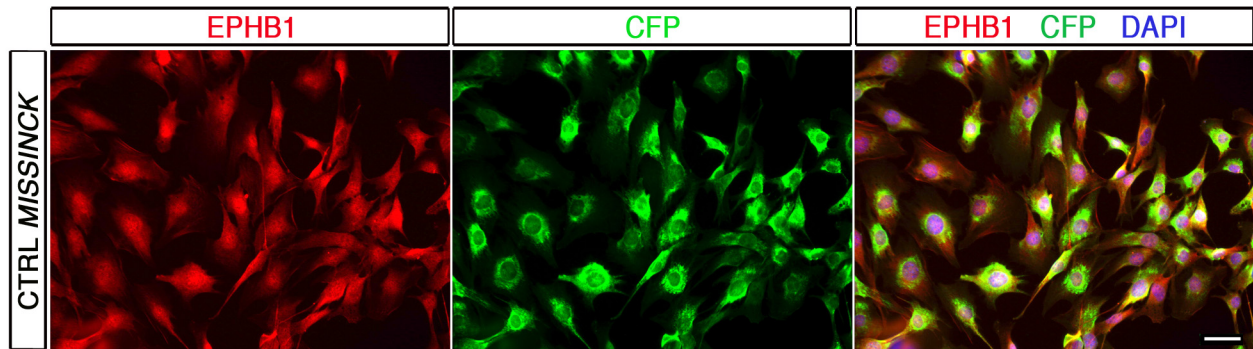**B**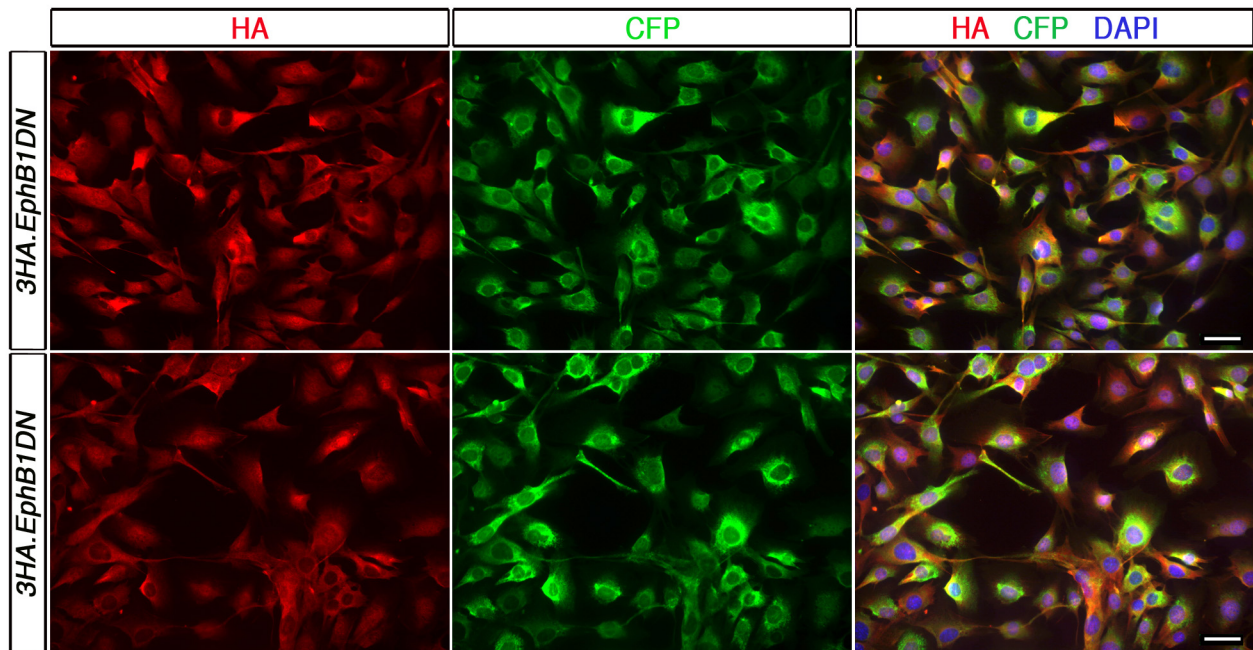

**FIGURE S6: Infection of C2C12 with *MISSINCK* retroviral constructs.** (A) *MIGR*-modified retroviral vector overexpressing Cyan Fluorescent Protein (CFP) in the endoplasmic reticulum and Golgi (*MISSINCK*) was used to report infected C2C12 cells (green). C2C12 cells express the EPHB1 receptor (red). (B) A HA-tagged *EphB1DN* was cloned in *MISSINCK* to localize the modified EPHB1 receptor in C2C12 cells, 48h after infection. Infected cells are shown in green (CFP), and HA antibody was used in red. Nuclei were counterstained with DAPI (blue). Scale bars, 25µm.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 16

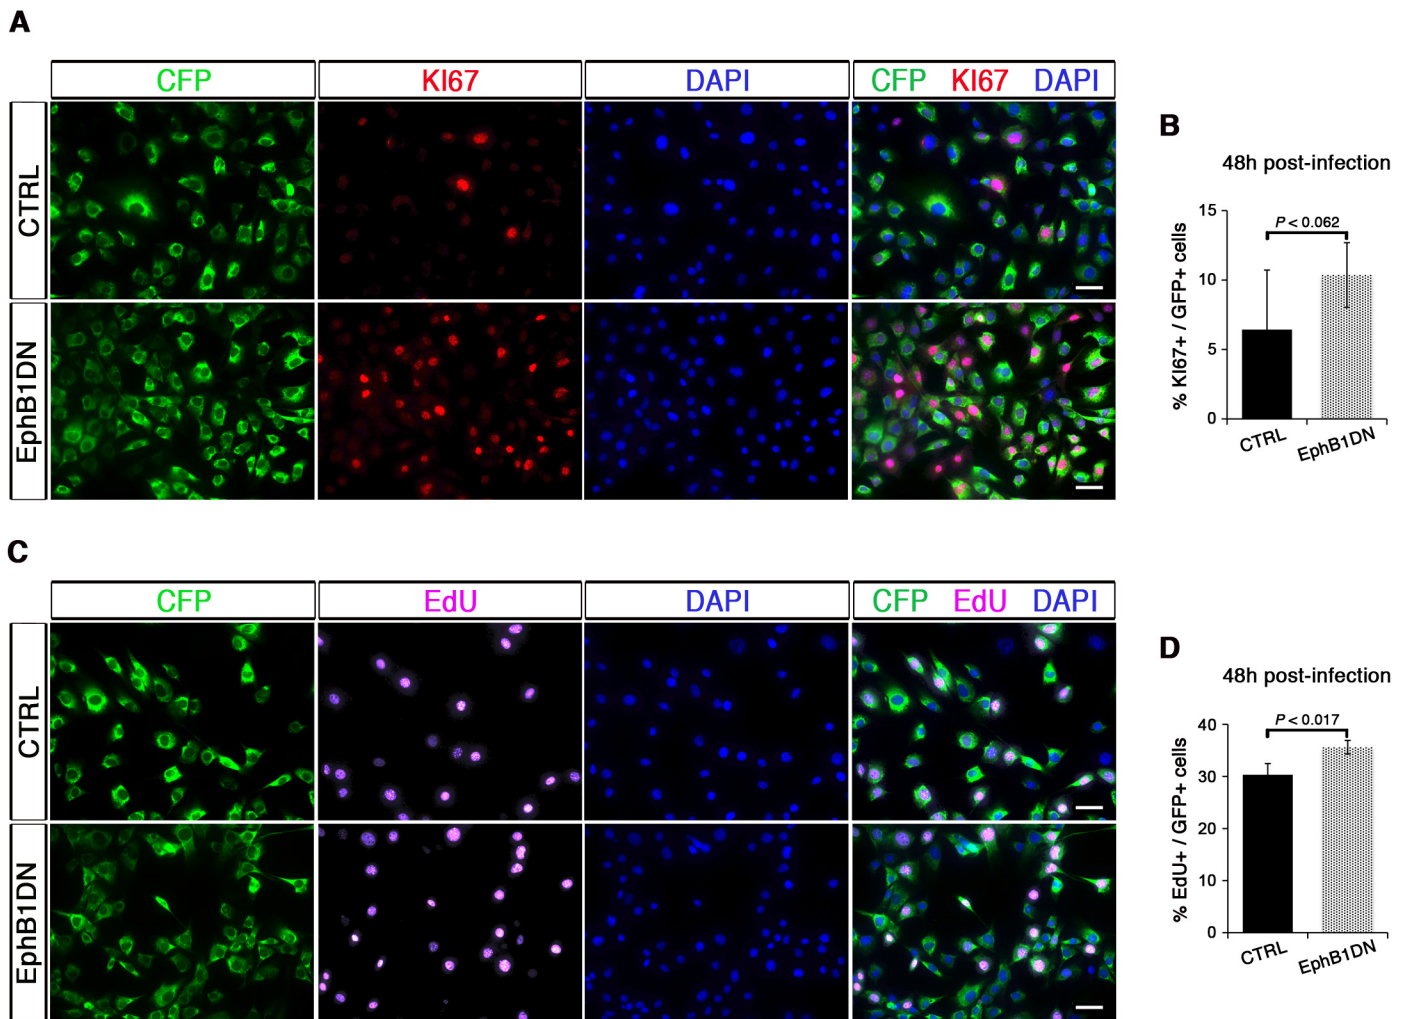

**FIGURE S7: Infection of C2C12 with *MISSINCK-EphB1DN* retroviral constructs.** (A) Immunofluorescence and (B) quantification of the proliferation marker KI67 (red) in infected C2C12 cells (CFP; green). Overexpressing a dominant negative EPHB1 receptor (EphB1DN) tends to increase the proliferation rate. (C) Immunofluorescence and (D) quantification of the proliferation marker EdU (magenta) in infected C2C12 cells (CFP; green). As before, overexpression of EphB1DN is translated into an increase in proliferation. This figure is related to Fig. 4A-B. Nuclei were counterstained with DAPI (blue). Scale bars, 25µm.

# Supplementary material for: Gene Expression Profiling of Muscle Stem Cells Identifies Novel Regulators of Postnatal Myogenesis
**Source:** Front Cell Dev Biol. 2016 Jun 21;4:58. doi: 10.3389/fcell.2016.00058
**Supplement:** Supplementary file 17

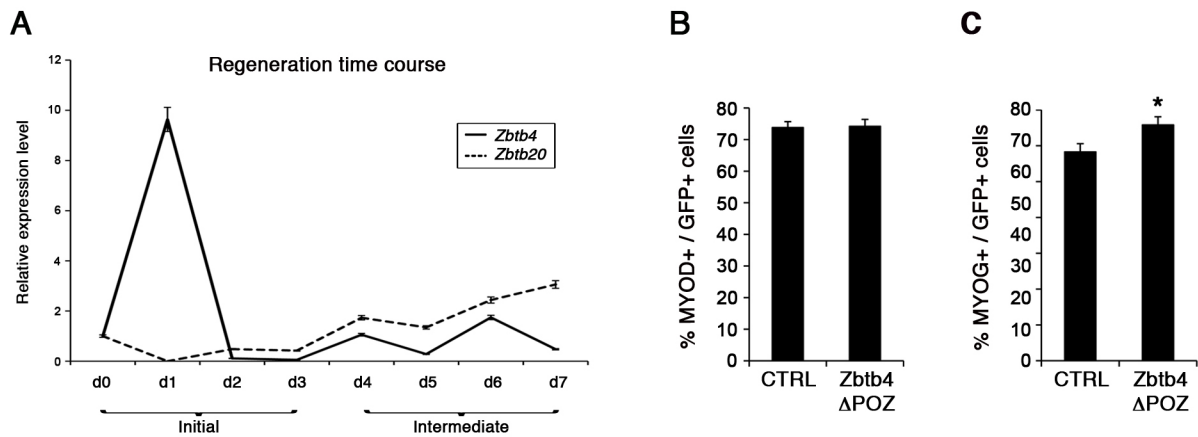

**FIGURE S8: Expression profile of *Zbtb* factors during cardiotoxin-induced regeneration.**

(A) Total RNA was extracted on days 0-7, covering initial and intermediate steps of muscle regeneration, after cardiotoxin injection, in adult wild type *Tibialis anterior* muscles. (B-C) Quantifications for activation (MYOD; B) and differentiation (MYOG; C) are shown during overexpression of a dominant negative ZBTB4 (*Zbtb4*ΔPOZ) factor. The analysis was performed 48h after infection. *p*-value \* *p*<0.05. Minimum number of infected satellite cells >200, for each marker analysis.

How the deposited data were processed for this re-analysis (not part of the article)

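RNA of sorted Pax3-GFP+ mouse cells was measured on 36 Affymetrix arrays covering 11 stages, in a series of 15 and a series of 21 arrays. The embryonic state comprises 11 arrays of E14.5 and the 3 earlier stages. The fetal-early postnatal state comprises 16 arrays from E15.5 to P12, and the adult state 9 arrays at 1, 2 and 18 months. The log2 values analysed are as deposited: according to the methods, the authors normalized the arrays by RMA in the affy package and aligned the series with ComBat, and neither version is given. In the deposited values, all 45101 probe sets have equal E17.5 means in both series. No value is missing, and neither scanned images nor detection calls were used, so signal over background could not be measured.

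A probe set was kept when it carries 1 gene symbol (34958 of 45101). Those with several symbols (932) or none (9211) were left out. Values were averaged per symbol, giving 18194 genes. The paper averaged by the symbols of another annotation (na32). Gene positions are those of GRCm38.p6.

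Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), and every adjusted p for a gene is the Benjamini-Hochberg value over all genes from limma. The 3 states were compared over 36 arrays at an unadjusted p under 0.001 and at least 2-fold. A gene is specific to a state when it was called in the same direction against both others. Stages were compared only inside a series, in a fit of all stages of that series, at an adjusted p under 0.05 and, for counts, at least 2-fold. The values over 20 arrays use the same fit on E11.5, E12.5, P1, P12, 1 month and 2 months, which were found from the fold columns of Tables S1 to S6 after those values were seen. Clusters came from k-means with 10 centres on values centred per gene, with the largest cluster left out and clusters merged above a centroid correlation of 0.95. Principal components were computed from the same values without scaling.

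There were 33 gene lists, fixed before the data were examined but after Tables S1 to S6 had been read, with 592 of 636 members measured. They cover cell cycle, DNA repair, myogenic, signaling, imprinted, positional, chromatin, matrix, immune, stress, metabolic and ageing genes and markers of 9 other cell types. Each list was compared with all other genes by camera at a preset inter-gene correlation of 0.01 and with an estimated correlation, adjusted over the lists. Members past an adjusted p of 0.05 were counted over all genes and again adjusted over the list alone. The genes named in the text are genes the paper names from the arrays, not all of them, and genes picked by a rule written before the data were examined. The rule takes the 10 largest rises and falls between neighbouring states that also pass inside the 21-array series, and up to 4 members of each list with the largest change past an adjusted p of 0.05. It adds the 10 largest rises and falls from 2 to 18 months and the 3 largest of each other step.

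The method was tested on simulated data in 3 comparisons, with 50 genes changed at each of the folds 2.5, 3, 4 and 8. At each fold 47 to 50 of the 50 were recovered, with at most 1 false call. These values hold for the simulated data, and recovery in the measured arrays was not tested. Alternatives were the series or the replicate number as a block, each series alone, fits of only the 2 stages compared or of all 11 stages, leaving out 1 month, E13.5 or single arrays, the probe set with the highest mean or each by itself, and omission of the least expressed genes (13645 kept). Others were quantile normalization, median centring, one mean per stage, other thresholds, 5 other random seeds, the most variable genes alone, an estimated correlation and lists without markers of other cell types and genes of the tables. Quantitative PCR, lineage tracing, cell culture and other published arrays of the paper were not analysed, since the deposited file does not hold them. Where 3 or more same-numbered arrays of 2 stages all deviated from their stage means together, with a correlation over 0.1, the numbers were taken to pair them: this held for P1 and P12 alone (4 pairs, 0.145 to 0.3), and comes from the data, not from the labels. The gene lists were also compared between stages without single arrays, chosen only after the values were seen. Some genes and probe sets are not reported here.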

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

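The tests of the 3 patterns weighed here, on transcripts of other cells, on the 15-array series and on Pax3, were all chosen only after the result was seen. The bounds for stage differences alone and for dilution of Pax3 were then made stricter, also after their values were seen; by the first bounds both would have counted as excluded.

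Markers of endothelium, myeloid cells and red cells stood higher in adult than in fetal-early postnatal arrays, with a median log2 fold change of 2.63, 2.44 and 0.847. The alignment of the series is excluded as the cause, as 89.8% of the members rose from E17.5 to the adult arrays inside the 21-array series. Cells of other types or their RNA in the sorted adult fraction may contribute: in 3 of 3 lists the members varied together within adult stages (mean correlation 0.756, 0.427 and 0.443 over 9 arrays, against 0.166, 0.118 and 0.129 at the 95th percentile of 1000 random lists). The neutrophil gene S100a8 went from 7.37 at E17.5 to 14.1 at 2 months and the endothelial gene Pecam1 from 5.19 to 9.06, the sort used GFP and propidium iodide, and lineage tracing in the paper placed endothelium outside the Pax3 lineage. Expression by the satellite cells themselves was not tested and stays open. The adult myofiber list, with a median of 3.20, was not part of these tests, so the source of its transcripts stays open too.

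Stages of the 15-array series stood apart from neighbouring stages of the 21-array series, with 437 genes displaced by at least 1 at E13.5 against 14 at E12.5. Across 18194 genes the displacements of E13.5 and of P1 and P12 correlated at 0.475, so a gene-specific difference between the series, which the alignment on E17.5 leaves or makes, may be the source. From it, stage differences alone cannot be told apart. The displacements of E12.5 and 2 months, both within the 21-array series, correlated at 0.0496, and those of E12.5 and of P1 and P12 at 0.0842. But those of E13.5 and 2 months correlated at -0.217, so a correlation of over 0.2 in size also arises where P1 and P12 take no part. That value still involves E13.5, of the 15-array series, and its sign is opposite to that of 0.475. The endothelial, myeloid and erythroid lists stood at a median displacement of -1.08, -1.14 and -1.03 at E13.5.

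Pax3, the gene by which the cells are sorted, was lowest in the embryonic arrays. Probe sets that fail are excluded, as the smallest shift among those of Pax3 was 2.57. The alignment is excluded too, as Pax3 rose by 3.24 from E14.5 to E17.5 inside the 21-array series. The paper's sorting profiles show a separate, higher GFP population with melanocytes up to E15.5, and a single population later. Whether this difference in the sort moves Pax3 was not tested. Dilution by other cells and more Pax3 transcript per cell after the embryonic stages cannot be told apart, since no table measures transcript per cell: Pax3 shifted by 2.94 (standard error 0.105) and 5 other myogenic genes by a median of 1.32, from 0.334 for Myod1 to 2.04 for Pax7 and 2.54 for Myf5.

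Single arrays stood apart from the other 3 of their stage in 6 of 189 groups of values. In P1 replicate 3 the gap was 0.924 of the range for EphB4 and 0.852 for the Eph receptor list. In P1 replicate 2 it was 0.923 for the imprinted growth gene list and 0.853 for the polycomb and DNA methylation list. The latter list stood apart in P12 replicate 3 (0.897), and the ageing and senescence list in P12 replicate 4 (0.865).

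The change from embryonic to fetal-early postnatal cells differed between the series, whose stages differ, for EfnA5 by 1.167 (adjusted p = 0.00696) and for EfnB2 by 2.039 (adjusted p = 0.000139), 2 of 30 genes of the paper tested, as for 230 of 18194 genes. Immunoglobulin genes were higher at 18 than at 2 months, with a log2 fold change of 2.634 for Ighm, 2.714 for Jchain and 3.217 for Igk-V21.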

How the results depend on the processing

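The 20-array fit, the fit of its stages with the series as a block, and the fit without adult arrays were chosen only after the result was seen. The second of these gives the folds of the 20-array fit, as the only stage in both series, E17.5, has equal means there, so it tests nothing about the series and differs only in the error. Of the counts, 239 stayed within 1.5-fold and 48 did not. Of the values of genes and lists, 6567 stayed as they were, with or without a call. A call was lost by 437 and gained by 140, and 7 changed sign, of which 1 kept a call. The cause was not tested.

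From embryonic to fetal-early postnatal cells 1386 genes were called, but 895 in the 15-array series alone, 2091 with each probe set by itself, 901 with one mean per stage, 2131 in the 20 arrays and 1366 with the replicate number as a block. Genes specific to embryonic cells numbered 916, but 581 with one mean per stage, 1481 in the 20 arrays and 1408 in those stages with the series as a block (same folds). For fetal-early postnatal cells 261 became 450 with each probe set and 114 with one mean per stage, and for adult cells 1803 became 1125 in the stages with the series as a block. With each probe set by itself Mbp passed in the other direction (-0.537, adjusted p = 9.31e-05). In the 15-array series alone Cdkn2b (-0.00940, adjusted p = 0.988), Id1 (0.129, 0.883), Hoxb6 (0.0814, 0.832), Coro1a (0.215, 0.782) and Zcchc5 (-0.0585, 0.964) lost their call, with the other sign. The somite and sclerotome list lost its call, with the other direction, without genes of the tables (camera adjusted p = 0.896, otherwise 0.0229).

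With only the 2 stages compared, limma called 16 genes from E11.5 to E12.5 (133 otherwise), 0 from E12.5 to E14.5 (155 otherwise, and 2570 at an unadjusted p under 0.05 in the 2-stage fit), 199 from 1 to 2 months (427) and 11 from 2 to 18 months (107). Without a fold threshold there were 347 from E11.5 to E12.5, 443 from E12.5 to E14.5, 4012 from E14.5 to E17.5, 5398 from E17.5 to 1 month, 1700 from 1 to 2 months, 304 from 2 to 18 months and 5443 from E11.5 to E17.5. In the 15-array series there were 2834 from E13.5 to E15.5, 605 from E15.5 to E17.5, 1192 from E17.5 to P1 and 1608 from P1 to P12. Without adult arrays, E11.5 to E12.5 had 68. The probe set with the highest mean gave 352 from E17.5 to P1 (234 otherwise). With the replicate number as a block, E15.5 to E17.5 had 173 (264), E17.5 to P1 97 and P1 to P12, where the numbers pair the arrays, 199 (200); the block changed no call of a named gene from P1 to P12.

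Leaving out 1 array gave 32 to 306 genes from E11.5 to E12.5, with 32 without E12.5 replicate 1, 35 without E11.5 replicate 1, 47 without E12.5 replicate 2 and 306 without E12.5 replicate 3. From E12.5 to E14.5 it gave 59 to 216, with 59 without E14.5 replicate 2 and 67 without E12.5 replicate 3. From 2 to 18 months it gave 74 to 285, with 285 (65 higher, 220 lower) without 2 months replicate 3. Without E17.5 replicates 4 or 5 there were 129 or 171 from E15.5 to E17.5 (range 129 to 349) and 79 or 113 from E17.5 to P1 (79 to 249). Other ranges were 1154 to 1321 from E14.5 to E17.5, 1782 to 1920 from E17.5 to 1 month, 342 to 549 from 1 to 2 months, 1859 to 1980 from E11.5 to E17.5, 846 to 964 from E13.5 to E15.5 and 172 to 239 from P1 to P12.

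Of the lists 18 passed from embryonic to fetal-early postnatal cells, 19 to adult cells and 10 from 2 to 18 months. With an estimated correlation 2, 0 and 0 passed in camera of limma, and without markers of other cell types and genes of the tables 0, 5 and 5. With the series as a block, 27 genes of Table S2 were called (44 otherwise) and 88 of Table S5 (152).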

Differences from the paper's values

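The 20-array fit was chosen only after the values were seen. The settings fixed beforehand, before the data were examined, were the series as a block, the 21-array and the 15-array series alone, the adjusted p threshold, the probe set with the highest mean, each probe set by itself, omission of the least expressed genes, quantile normalization, median centring, leaving out 1 month or E13.5, one mean per stage and the replicate block. A setting counts as within range when its value lies within 1.5-fold of the paper's or no further from it than its error. Of 130 values compared, 27 differed.

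The paper's counts of genes specific to a state are those of Tables S1 to S6, whose folds all lie within 0.01, in log2, of those between group means over the 20 arrays of E11.5, E12.5, P1, P12, 1 month and 2 months. Here the counts are over all 36 arrays, so the groups are wider than the paper's; which arrays Fig. 1D rests on is not stated. For genes specific to embryonic cells and higher there, the paper gives 980 and the value here is 602, and the probe set with the highest mean and each probe set by itself came within range, while the other 10 settings fixed beforehand did not. For genes specific to embryonic cells and lower there, the paper gives 631 and the value here is 314, and each probe set by itself came within range, while the other 11 settings fixed beforehand did not. For genes specific to fetal-early postnatal cells and higher there, the paper gives 100 and the value here is 66, and the 21-array series alone, the adjusted p threshold, the probe set with the highest mean, each probe set by itself, quantile normalization, leaving out 1 month, leaving out E13.5 and the replicate block came within range, while the other 4 settings fixed beforehand did not. For genes specific to adult cells and lower there, the paper gives 282 and the value here is 572, and none of 12 settings fixed beforehand came within range. For genes higher in embryonic than fetal-early postnatal, Fig. 1D shows about 1500, read by eye, and the value here is 933, and the probe set with the highest mean, each probe set by itself and leaving out E13.5 came within range, while the other 10 settings fixed beforehand did not. For genes higher in fetal-early postnatal than embryonic, Fig. 1D shows about 880, read by eye, and the value here is 453, and each probe set by itself came within range, while the other 12 settings fixed beforehand did not.

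The paper's folds likewise compare only E11.5 and E12.5, P1 and P12, and 1 and 2 months, and those here all stages of each state, so the groups are unlike. For Axin2, embryonic over adult, the paper's fold is 7.25 and the value here 4.55; no other setting fixed beforehand was run for it. For Axin2, embryonic over fetal-early postnatal, the paper's fold is 8.78 and the value here 5.63, and the 21-array series alone, the probe set with the highest mean, each probe set by itself and leaving out E13.5 came within range, while the other 9 settings fixed beforehand did not. For Epha4, embryonic over adult, the paper's fold is 8.96 and the value here 5.46; no other setting fixed beforehand was run for it. For Efnb3, embryonic over fetal-early postnatal, the paper's fold is 14.1 and the value here 8.91, and the 21-array series alone and leaving out E13.5 came within range, while the other 11 settings fixed beforehand did not. For Hmga2, embryonic over adult, the paper's fold is 61.3 and the value here 40.1; no other setting fixed beforehand was run for it. For Hmga2, embryonic over fetal-early postnatal, the paper's fold is 43.8 and the value here 18.2, and the probe set with the highest mean and each probe set by itself came within range, while the other 11 settings fixed beforehand did not. For Ccnd2, embryonic over fetal-early postnatal, the paper's fold is 14.6 and the value here 8.26, and the probe set with the highest mean came within range, while the other 12 settings fixed beforehand did not. For Lef1, embryonic over fetal-early postnatal, the paper's fold is 6.54 and the value here 4.22, and the 21-array series alone, the probe set with the highest mean, each probe set by itself and leaving out E13.5 came within range, while the other 9 settings fixed beforehand did not. For Fzd2, embryonic over fetal-early postnatal, the paper's fold is 7.12 and the value here 4.41, and the 15-array series alone and each probe set by itself came within range, while the other 11 settings fixed beforehand did not. For Zcchc5, fetal-early postnatal over adult, the paper's fold is 6.20 and the value here 11.1, and the series as a block came within range, while the other 11 settings fixed beforehand did not. For Sdc4, adult over fetal-early postnatal, the paper's fold is 5.44 and the value here 11.0, and the probe set with the highest mean came within range, while the other 11 settings fixed beforehand did not.

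In these folds too the groups here are wider than the paper's. For Pax7, embryonic over fetal-early postnatal, the paper's fold is 0.147 and the value here 0.244, and none of 13 settings fixed beforehand came within range. For Sdc4, embryonic over fetal-early postnatal, the paper's fold is 0.143 and the value here 0.310, and the 15-array series alone came within range, while the other 12 settings fixed beforehand did not. For Itga7, embryonic over adult, the paper's fold is 0.0809 and the value here 0.125; no other setting fixed beforehand was run for it. For Cav1, embryonic over fetal-early postnatal, the paper's fold is 0.0347 and the value here 0.0632, and the 21-array series alone, quantile normalization and leaving out E13.5 came within range, while the other 10 settings fixed beforehand did not. For Zbtb4, embryonic over fetal-early postnatal, the paper's fold is 0.316 and the value here 0.535, and the probe set with the highest mean came within range, while the other 12 settings fixed beforehand did not. For Zbtb20, embryonic over fetal-early postnatal, the paper's fold is 0.0802 and the value here 0.154, and the probe set with the highest mean and each probe set by itself came within range, while the other 11 settings fixed beforehand did not. For Id1, fetal-early postnatal over embryonic, the paper's fold is 0.199 and the value here 0.349, and the 21-array series alone, leaving out E13.5 and the replicate block came within range, while the other 10 settings fixed beforehand did not. For Ccne1, adult over fetal-early postnatal, the paper's fold is 0.159 and the value here 0.0987, and none of 12 settings fixed beforehand came within range. For Cdk1, adult over fetal-early postnatal, the paper's fold is 0.399 and the value here 0.224, and none of 12 settings fixed beforehand came within range. For Dlk1, adult over embryonic, the paper's fold is 0.0596 and the value here 0.0321; no other setting fixed beforehand was run for it.

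The 20-array fit, chosen after seeing the values, brings all of these within range, and it calls 877 of 898, 65 of 68, 890 of 910, 549 of 568, 220 of 233 and 244 of 252 matched genes of Tables S1 to S6, so it drops the rest.

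The paper lists EphA1 as up-regulated during the acquisition of stem cell properties, while from E17.5 to 1 month it did not pass (0.22, standard error 0.14, adjusted p = 0.264). The EphA1 probe set of lowest mean signal did rise from E11.5 to 2 months (0.60, adjusted p = 0.00937). The paper writes that EphA4 ceases its expression at the late fetal stage, while EphA4 was higher at 18 months than at 1 month by 1.14, standard error 0.14, adjusted p = 1.14e-05. It writes that all type B ephrins were down-regulated during the perinatal transition. Here EfnB2, which fell before E17.5, rose from E17.5 to 1 month by 1.15, standard error 0.20, adjusted p = 0.000173. Endothelial markers rose over the same step, and which cells carry the EfnB2 transcript was not measured. The paper writes that Zcchc5 was not expressed in adult cells. Here Zcchc5 at 1 month was above E11.5, where the paper also calls it not expressed, by 2.07, standard error 0.30, adjusted p = 1.17e-05. At 2 months the difference was 0.97, standard error 0.30, adjusted p = 0.0104, but did not pass without E11.5 replicate 1 (adjusted p = 0.0506), and at 18 months 1.14, standard error 0.30, adjusted p = 0.0032. Detection was not measured. It writes that Zbtb4 and Zbtb20 were not expressed during development, while from E11.5 to E17.5 Zbtb4 rose by 1.16, standard error 0.17, adjusted p = 1.82e-05, and Zbtb20 by 2.25, standard error 0.16, adjusted p = 2.58e-09. It writes that Itga7 and Cav1 were progressively up-regulated during the second transition, while neither Itga7 (-0.029, standard error 0.19, adjusted p = 0.94) nor Cav1 (0.48, standard error 0.24, adjusted p = 0.153) passed from E17.5 to 1 month.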

Other observations

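The test of B cells, the splits of whole stages, the limit on the splits from P1 to P12 and the lists without single arrays were chosen only after the result was seen; the test of imprinted genes and the other splits were not. The bound for B cells was made stricter after its values were seen; by the first bound they would have counted as excluded. For each count, the same arrays were also split in other ways into groups of the same sizes. In 1 of 100 splits, the real one, as many genes were called, which excludes chance for arrays taken singly, from embryonic to fetal-early postnatal cells (1386 genes, highest other split 191), from fetal-early postnatal to adult cells (2372 genes, highest other split 1229) and from embryonic to adult cells (3410 genes, highest other split 2540). Arrays of a stage are alike, so whole stages were also exchanged between the states: in 1 of 35 such splits, again the real one, as many genes were called, with 873, 1527 and 2552 genes in the highest other split. No split sets the series aside, as 9 of 11 embryonic arrays are of the 21-array and 13 of 16 fetal-early postnatal arrays of the 15-array series. With the series as a block 1157 genes were called from embryonic to fetal-early postnatal cells. P1 and P12 arrays of the same number deviated together, and the 8 splits that part each of these pairs are too few for a share under 0.05 (200 genes, highest other split 0). Before that limit, the real split alone among all 35 gave as many (highest other 0), but the splits beyond these leave pairs whole. For stages of 3 arrays each, 10 splits are too few for a share under 0.05. The real count and the highest other were 133 and 36 from E11.5 to E12.5, 155 and 2 from E12.5 to E14.5, 1184 and 0 from E14.5 to E17.5, 1852 and 1 from E17.5 to 1 month, 427 and 67 from 1 to 2 months, 107 and 20 from 2 to 18 months and 1884 and 0 from E11.5 to E17.5.

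Imprinted growth genes fell together into adult cells. With the G2/M score of each array in the fit their median change of -1.33 became -0.58, so 44% was kept. A candidate explanation is that part of the fall follows the fall of cell cycle genes, though both fall between the same groups.

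Immunoglobulin transcripts were higher at 18 months. Of the B cell surface genes Cd79a (0.0034), Cd79b (-1.12), Ms4a1 (-0.14) and Cd22 (0.12), 0 of 4 passed in limma. This decides nothing on B cells in the 18 months fraction, as Cd79a and Cd79b already stood 2.22 and 2.73 above E17.5 at 2 months, and Ms4a1 and Cd22 lay under the median of all genes. The lymphocyte list score of 2 months replicate 3 was 1.68, the highest of that age. Plasma cells were not tested and stay open as well.

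Glycolysis genes stood higher in adult than in fetal-early postnatal cells. From embryonic to fetal-early postnatal cells their change depended on the fit. Of 15 glycolysis genes, 10 were lower and none higher over all genes (10 and 0 adjusted over the list alone). Their median was -0.49 (camera adjusted p = 0.026, and adjusted p = 0.553 with an estimated correlation). The glycolysis call was lost with the series as a block (median -0.30, camera adjusted p = 0.279), inside the 21-array series (median -0.072, camera adjusted p = 0.39) and inside the 15-array series (median -0.46, camera adjusted p = 0.218). Of 13 fatty acid oxidation genes, 7 were higher and 2 lower over all genes (7 and 2 adjusted over the list alone). Their median was 0.52 (camera adjusted p = 0.0229, and adjusted p = 0.366 with an estimated correlation). The fatty acid oxidation call was lost inside the 21-array series (median 0.076, camera adjusted p = 0.071). Of 9 ageing and senescence genes, 3 were higher and 1 lower over all genes (3 and 1 adjusted over the list alone). Their median was 0.14 (camera adjusted p = 0.323). In the step to adult cells, of the glycolysis genes 10 were higher and 3 lower over all genes (10 and 3 adjusted over the list alone). Their median was 1.00 (camera adjusted p = 0.000257, and adjusted p = 0.271 with an estimated correlation). It was 0.52 with the series as a block and 0.41 inside the 21-array series. Of the fatty acid oxidation genes 8 were higher and 2 lower over all genes (8 and 2 adjusted over the list alone). Their median was 0.72 (camera adjusted p = 0.0234, and adjusted p = 0.294 with an estimated correlation). Of the ageing and senescence genes 4 were higher and 5 lower over all genes (4 and 5 adjusted over the list alone). Their median was -0.19 (camera adjusted p = 0.678). The mean of the latter (0.83) has the opposite sign to their median. From embryonic to fetal-early postnatal cells the endothelial list had a median of 0.067 and a mean of -0.0067 (camera adjusted p = 0.807), and the pericyte and smooth muscle list 0.066 and -0.55 (camera adjusted p = 0.653).

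Cell division, matrix, endothelial and pericyte genes stood lower on average at 18 than at 2 months, with 3 arrays each, but 1 of the younger arrays stood apart. The endothelial list score of 2 months replicate 3 was 1.54, inside the range of 1.41 to 1.62 at 18 months, against 3.11 and 2.65 in the other 2. Its G2/M score was -1.69, against -1.18 and -0.640. Of 30 G2/M phase genes, 2 were lower and none higher over all genes (26 and 0 adjusted over the list alone). Their median was -0.77 (camera adjusted p = 7.97e-20, and adjusted p = 0.3 with an estimated correlation). Of 31 extracellular matrix genes, 7 were lower and none higher over all genes (10 and 0 adjusted over the list alone). Their median was -0.41 (camera adjusted p = 1.61e-08, and adjusted p = 0.364 with an estimated correlation). Of 20 endothelial markers, 3 were lower and none higher over all genes (15 and 0 adjusted over the list alone). Their median was -0.92 (camera adjusted p = 1.52e-12, and adjusted p = 0.3 with an estimated correlation). Of 12 pericyte and smooth muscle markers, none was higher and none lower over all genes (0 and 3 adjusted over the list alone). Their median was -0.44 (camera adjusted p = 0.000141, and adjusted p = 0.3 with an estimated correlation). Without 2 months replicate 3, whose score was 0.306 against 1.10 and 1.10, the pericyte median was -0.82. Of 26 G1/S and S phase genes, 1 was lower and none higher over all genes (8 and 0 adjusted over the list alone). Their median was -0.39 (camera adjusted p = 8.91e-06, and adjusted p = 0.404 with an estimated correlation). Without 2 months replicate 2 it was -0.19. The DNA repair call (median -0.27, camera adjusted p = 0.000982, and adjusted p = 0.582 with an estimated correlation) was lost without 2 months replicate 2 (camera adjusted p = 0.255) or 18 months replicate 3 (0.0503), and the ephrin ligand call (median -0.19, camera adjusted p = 0.0141, and adjusted p = 0.3 with an estimated correlation) without 2 months replicate 1 (0.0754) or replicate 3 (0.0528). Of 26 adult myofiber genes, 1 was higher and none lower over all genes (5 and 0 adjusted over the list alone). Their median was 0.30 (camera adjusted p = 1.3e-06, and adjusted p = 0.445 with an estimated correlation). Of 21 inflammatory mediators, 2 were higher and none lower over all genes (3 and 0 adjusted over the list alone). Their median was 0.31 (camera adjusted p = 0.000114, and adjusted p = 0.334 with an estimated correlation). The myeloid markers moved the same way (median 0.23, camera adjusted p = 0.00858, and adjusted p = 0.582 with an estimated correlation), a call lost without 2 months replicate 2 (camera adjusted p = 0.265) or 18 months replicate 2 (0.125). Other medians also moved without single arrays: the endothelial one was -0.51 without 2 months replicate 1 and -1.43 without replicate 3, that of the matrix genes -0.25 without 18 months replicate 1, that of the myofiber genes 0.19 and 0.59 without 2 months replicates 1 and 2, and that of the inflammatory mediators 0.20 without 2 months replicate 2. For the myogenic commitment and differentiation factors the median was 0.17 and the mean -0.14 (camera adjusted p = 0.796).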
